# Genome-wide comparison of microRNAs and their targeted transcripts among leaf, flower and fruit of sweet orange

**DOI:** 10.1186/1471-2164-15-695

**Published:** 2014-08-20

**Authors:** Yuanlong Liu, Lun Wang, Dijun Chen, Xiaomeng Wu, Ding Huang, Lingling Chen, Li Li, Xiuxin Deng, Qiang Xu

**Keywords:** *Citrus sinensis*, miRNA, Degraded transcript, Genome-wide comparison, Fruit ripening

## Abstract

**Background:**

In plants, microRNAs (miRNAs) regulate gene expression mainly at the post-transcriptional level. Previous studies have demonstrated that miRNA-mediated gene silencing pathways play vital roles in plant development. Here, we used a high-throughput sequencing approach to characterize the miRNAs and their targeted transcripts in the leaf, flower and fruit of sweet orange.

**Results:**

A total of 183 known miRNAs and 38 novel miRNAs were identified. An in-house script was used to identify all potential secondary siRNAs derived from miRNA-targeted transcripts using sRNA and degradome sequencing data. Genome mapping revealed that these miRNAs were evenly distributed across the genome with several small clusters, and 69 pre-miRNAs were co-localized with simple sequence repeats (SSRs). Noticeably, the loop size of pre-miR396c was influenced by the repeat number of CUU unit. The expression pattern of miRNAs among different tissues and developmental stages were further investigated by both qRT-PCR and RNA gel blotting. Interestingly, Csi-miR164 was highly expressed in fruit ripening stage, and was validated to target a NAC transcription factor. This study depicts a global picture of miRNAs and their target genes in the genome of sweet orange, and focused on the comparison among leaf, flower and fruit tissues.

**Conclusions:**

This study provides a global view of miRNAs and their target genes in different tissue of sweet orange, and focused on the identification of miRNA involved in the regulation of fruit ripening. The results of this study lay a foundation for unraveling key regulators of orange fruit development and ripening on post-transcriptional level.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-695) contains supplementary material, which is available to authorized users.

## Background

Micro RNAs (miRNAs), which are typically 20–24 nucleotides (nt) in length, are derived from primary miRNA transcripts (pri-miRNAs) that contain a stem-loop secondary structure. The pri-miRNA is processed in the nucleus by DCL1, a Dicer-like protein, to create a miRNA-miRNA* duplex, where miRNA* is a passenger strand complementary to the miRNA. The duplex is then separated by helicase and the mature miRNA is incorporated into an ARGONAUTE 1 (AGO1) protein to form an RNA-induced silencing complex (RISC) [1, 2]. Target genes that contain a sequence with almost complete complementary to the miRNA are cleaved by the RISC at a specific site opposite to the 10th or 11th nucleotide in the miRNA. The miRNA* species is thought to be degraded [1, 3]. However, recent research demonstrated that AGO-associated miRNA393* guides the silencing of a golgi-localized SNARE gene, indicating that miRNA* species may be capable of functioning as miRNAs [4].

Typically, miRNA-guided cleavage represses target gene expression; however, a group of 22 nt miRNAs also trigger secondary siRNA biogenesis in plants [5]. Some 22 nt miRNAs are generated from bulged duplexes comprising a 22 nt miRNA and a 21 nt miRNA*; these duplexes are processed by DCL1. By contrast, DCL2 generates 22 nt miRNAs by processing perfect duplexes comprising a 22 nt miRNA and a 22 nt miRNA*. The latter type of 22 nt miRNA may trigger secondary siRNA biogenesis. During this process, the miRNA is incorporated into AGO1 which guides 5’ cleavage of the target, and then RNA-dependent RNA polymerase 6 (RDR6) synthesizes a double-stranded RNA fragment that is subsequently cut into secondary siRNAs. With the exception of the 24 nt secondary siRNAs (triggered by miR2775), most secondary siRNAs are 21 nt in length [5, 6]. The mechanism of biogenesis of trans-acting siRNAs (tasiRNAs) generated from *TAS3* differs from that described above. A complex comprising miR390 and AGO7 binds to *TAS3* at two sites and guides the cleavage of the tasiRNA precursor. The cleavage product is then converted to double-stranded RNA by RDR6 and DCL4, and tasiRNAs are generated one by one from the cleavage site to the 5’ side. All of the secondary siRNAs described above may incorporate into AGOs and function similarly as miRNAs [6, 7].

Traditional cloning and sequencing methods have been used to identify miRNAs in model plants, including *Arabidopsis*, rice and poplar. Comparison of the sequences of miRNAs from these species has revealed that most are highly conserved [8]. Nevertheless, a number of non-conserved miRNAs may be family-specific or species-specific. Generally, non-conserved miRNAs are expressed at a lower level than conserved miRNAs. Recently, high-throughput sequencing has been used for the identification and expression profiling of miRNAs in many horticultural plants, including tomato, grape, papaya, radish and trifoliate orange [9–13]. Accurate identification of miRNAs from large amounts of sequencing data is challenging; therefore, minimal criteria for annotation of miRNAs in plants were consolidated [14]. A miRNA-mediated degraded fragments sequencing (degradome sequencing) approach was also reported to be capable of efficient characterization of miRNA target genes [15]. This method involves ligation of the 3’ fragment generated by RISC, which contains a 5’-monophosphate, to a 5’ RACE adaptor. Reverse transcription is then performed using oligo(dT) as a 3’ adaptor and the cDNAs formed by second strand synthesis are digested with *MmeI* to generate 20 bp signatures that are sequenced and used to identify miRNA target pairs [15–17].

As described above, miRNAs act as regulators of plant development [18, 19]; miR156, miR164 and miR166, in particular, play important roles in regulating leaf development [20–24]. Additionally, miR156, miR159, miR319 and miR172 are involved in flowering regulation and phase changing from vegetative growth to reproductive growth [21, 25–29]. Overexpression of osmiR397 leads to increasing rice size and promoting panicle branching [30]. The understanding of the roles of miRNA in the regulation of reproductive growth is further improved by recent research on non-conserved (novel) miRNAs; for example, miR4376 in the Solanaceae regulates a Ca^2+^-ATPase involved in tomato reproductive growth [31].

The first report of miRNAs in the Rutaceae family was in *Poncirus trifoliata* [32] and high-throughput sequencing was recently used to identify miRNAs and their targets in this species [33, 34]. Our group previously identified miRNAs in sweet orange (*Citrus sinensis*) by using EST assembly as reference to dig out miRNA seqeunces [35]. Here, based on our recently published sweet orange genome [36], we performed a genome-wide characterization of sRNAs (the sRNAome) and their targets (the degradome) in the leaves, flowers and fruits of sweet orange (*C. sinensis* [L.] Osbeck). A total of 183 known and 38 novel miRNAs were identified; the tissue specifically expressed miRNAs were validated with the aim of identifying miRNAs involved in the regulation of fruit development and maturation.

## Results and discussion

### Sequencing of sRNAs and the degradome

The Illumina sequencing data of sRNAs from leaf, flower and fruit showed that 24 nt sRNAs are the most abundant and very few longer sRNAs (Figure 1). The greater abundance of 24 nt sRNAs rather than 21 nt sRNAs in all three tissues agrees with the results observed for other dicots [37, 38]. After discarding low quality reads and sequence counts lower than 3 in each library, clean reads were produced. The clean reads were then compared with the sequence of the *C. sinensis* genome [36]. Overall, perfect matches with the *C. sinensis* genome were obtained for 61.21%, 58.56% and 76.30% of unique sRNAs from leaf, flower and fruit, respectively (Table 1). The sRNA tags were annotated with sequences from the Rfam database to eliminate non-coding RNAs, including rRNA, tRNA, snRNA and snoRNA. A search of the miRBase database (v16) identified 2699, 1985 and 771 unique matches for the sRNAs identified in leaf, flower and fruit, respectively (Table 1). A BLAST search of miRBase identified 183 known miRNAs based on sequence similarity and the presence of a stem-loop structure in the precursor. The sRNA clean reads that were not known miRNAs were mapped to the genome and were used to predict novel miRNAs according to the structure and expression criteria [14]. Finally, 38 candidate novel miRNAs with a clear precursor containing a stem-loop secondary structure were identified (Additional files 1 and 2).

**Figure 1:**
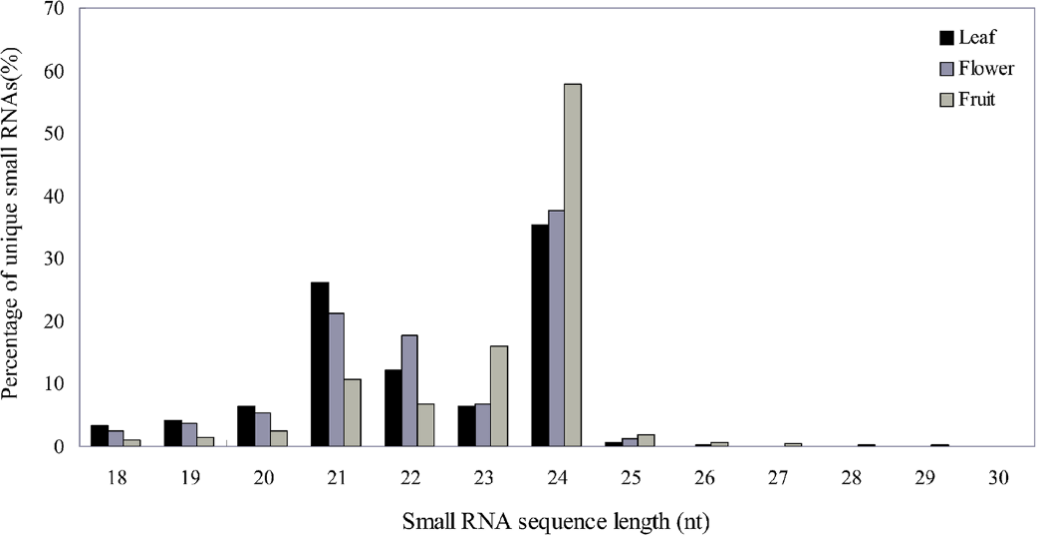
**Lengths of the sweet orange sRNAs identified in leaf, flower and fruit tissues.** The sRNAome sequencing data are expressed as a percentage of the total number of the unique sRNAs identified in each sample type.

**Table 1:** **Characteristics of the sRNAs identified in orange leaf, flower and fruit**

		Total sRNAs	Unique sRNAs
Leaf	Raw reads	18961890	
	Clean reads^a^	10174438 (100%)	586073 (100%)
	Match genome	6234563 (61.28%)	358731 (61.21%)
	Match miRbase^b^	1068582 (10.50%)	2699 (0.46%)
Flower	Raw reads	17841995	
	Clean reads^a^	9252302 (100%)	612511 (100%)
	Match genome	5172633 (55.91%)	358709 (58.56%)
	Match miRbase^b^	559470 (6.05%)	1985 (0.32%)
Fruit	Raw reads^c^	4598696	
	Clean reads^a^	1785395 (100%)	202965 (100%)
	Match genome	1415319 (79.27%)	154864 (76.30%)
	Match miRbase^b^	55653 (3.12%)	771 (0.38%)

^a^ Low quality sequences containing ambiguous nucleotides, sequences shorter than 18 nt, and sequence counts lower than three were removed.

^b^ Small RNAs matching miRbase (v16) with a maximum of two mismatches (if gap exist, number of gaps plus mismatches ≤ 5).

^c^ The raw reads of fruit sRNA library were from our previous research (Xu et al. [35]).

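Degradome sequencing reads the 5’ ends of uncapped RNA fragments, so a tag begins where its transcript was cut. A miRNA guides the cut between the target nucleotides opposite its nucleotides 10 and 11, and the tag left by this cut begins opposite nucleotide 10. The 3 degradome libraries came from leaf, flower and fruit of sweet orange, with 1 library per tissue and no replicates. The leaf and flower material was each pooled from 3 trees, with young and mature leaves together and several flower stages together, and the fruit material was pulp collected 170 days after flowering. The authors removed low quality sequences, adaptors and short sequences, and for each library the deposited values are counts of the reads that carried each distinct tag. The counts were used without normalization except for division by the total reads of the library. The leaf library held 20566571 reads in 1448803 distinct tags, the flower library 17629275 reads in 1093131 distinct tags, and the fruit library 18284467 reads in 331940 distinct tags. The smallest share that these depths can show, taken as 3 reads, was 0.146 reads per 1000000 reads of the library (RPM) in leaf, 0.170 in flower and 0.164 in fruit. This floor and the intervals for shares of reads take reads as independent. If the reads of a tag are copies of 1 fragment, the floor is higher and the intervals are wider.

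The tags were not matched to transcripts, because neither the orange genome nor its transcripts were among the files analysed here. Measurements that need only the tags and the miRNA sequences of Additional file 2 were made instead. For each of the 183 known miRNAs and the 38 miRNAs the paper names csi-miRN, the reads were counted in tags whose first 10 nt were the reverse complement of nucleotides 1 to 10 of the miRNA, here called the signature of the miRNA. These reads were compared with those found for 100000 shuffles of the same miRNA sequence in a permutation test with Benjamini-Hochberg adjustment. For 6 miRNA and target pairs drawn in Figure 7, reads were counted in tags that began with the 14 nt of the target downstream of the cut, and the tissues were compared by Fisher's exact test. Other genes that hold the same 14 nt would be counted as well, which cannot be checked without the transcripts. A signature requires exact pairing of nucleotides 1 to 10 and names no gene, so that targets with a mismatch or a G:U pair there are missed. With 1 library per tissue the tests cover the sampling of reads and not the spread between plants.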

To identify the target genes of miRNAs, a high-throughput experimental approach was used to sequence the degradome libraries of the leaf, flower and fruit tissues. After discarding low quality sequences, more than 17 million clean reads were obtained for each tissue. 

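The leaf library held 20566571 reads, the flower library 17629275 and the fruit library 18284467 (no replicates). These reads fell into 1448803 distinct tags in leaf, 1093131 in flower and 331940 in fruit, which gave 14.2, 16.1 and 55.1 reads per distinct tag. Tags seen in only 1 read made up 12.09% of the distinct tags in leaf (95% Wilson interval 12.04 to 12.14), 12.90% in flower (12.83 to 12.96) and 30.30% in fruit (30.15 to 30.46). Among tags with at least 3 reads, the commonest number of reads per tag was 9 in leaf, 7 in flower and 42 in fruit. The tags were 18 to 44 nt long, and tags of 20 or 21 nt carried 88.6% of the reads in leaf, 75.6% in flower and 65.7% in fruit. The 10 most abundant tags carried 13.4% of the reads in leaf, 3.7% in flower and 13.6% in fruit. When only tags with at least 2 reads were kept, 1273638 distinct tags remained in leaf, 952169 in flower and 231350 in fruit.

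**Figure D1:**
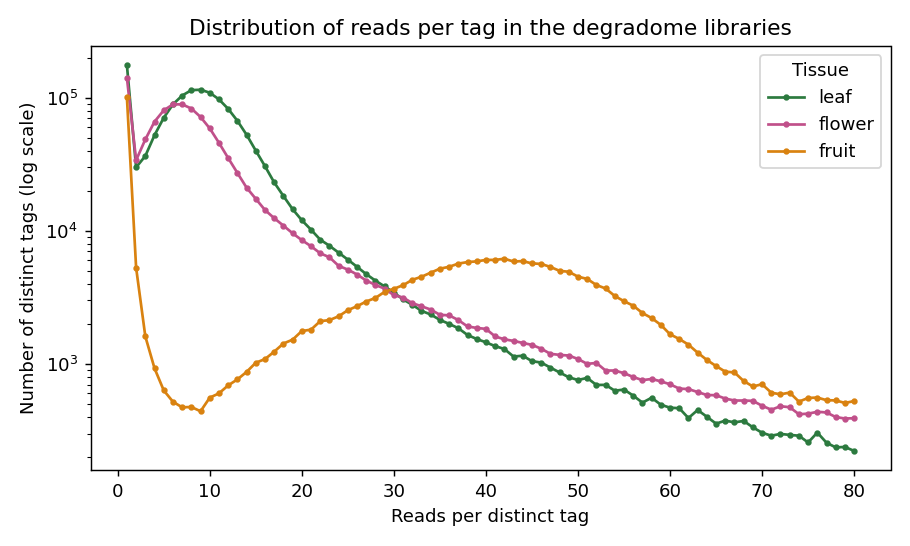
Number of distinct tags (vertical axis, log scale) against the number of reads per tag (horizontal axis) in the leaf, flower and fruit degradome libraries. Beyond the tags with 1 read, the curves peak at 9 reads in leaf, 7 in flower and 42 in fruit.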

The cDNA sequences annotated from orange genome platform [36] was used as the mRNA reference dataset and the combination of 183 known miRNAs and 38 novel miRNAs was used as the miRNA reference dataset. Overall, perfect matches with the mRNA reference dataset were obtained for 72.86%, 67.12% and 56.42% of unique tags from the leaf, flower and fruit samples, respectively (Table 2). In addition, 55257, 62365 and 19393 degraded mRNA fragments of miRNA targets were identified in leaf, flower and fruit, respectively. The miRNA reference dataset and the degraded fragments were then used to generate miRNA-mRNA pairs. A total of 405 targets were identified for 107 miRNAs which expressed in leaf. In addition, 265 targets were identified for 166 miRNAs in flower and 322 targets were identified for 118 miRNAs in fruit (Additional file 3). Confidence evaluation of degradome data was performed as reported previously [16, 39]. The target transcripts were divided into three classes (category I, category II and category III; Additional file 4). In category I, the miRNA-guided cleavage fragment was the most abundant tag matching the transcript; therefore, category I is most reliable for the detection of miRNA-targeted genes. In category II, the miRNA-guided cleavage fragment was not the most abundant fragment; however, it still formed a clear peak in the T-plot. The remaining target transcripts were classified into category III (Additional file 4).

**Table 2:** **Characteristics of the degradome sequences from orange leaf, flower and fruit**

		Total RNAs	Unique RNAs
Leaf	Raw reads	22826037	
	Clean reads^a^	20566571 (100%)	1448803 (100%)
	Match mRNA reference dataset	17683257 (85.98%)	1055651 (72.86%)
Flower	Raw reads	19030542	
	Clean reads^a^	17629275 (100%)	1093131 (100%)
	Match mRNA reference dataset	14577696 (82.69%)	733751 (67.12%)
Fruit	Raw reads	21213198	
	Clean reads^a^	18284467 (100%)	331940 (100%)
	Match mRNA reference dataset	16047135 (87.76%)	187295 (56.42%)

^a^Low quality sequences, sequences shorter than 18 nt, and adaptor contaminants were removed.

### Known miRNAs and their targets in the leaf, flower and fruit tissues

A total of 183 known miRNAs, including 53 isoforms with high expression level, belonging to 58 families, were identified. The sweet orange genome sequence was used to predict RNA secondary structures; all of the precursors of the 183 known miRNAs had regular stem-loop secondary structures (Additional file 1).

Comparison of the normalized expression levels of miRNAs in the leaf, flower and fruit tissues revealed that 60 known miRNAs displayed higher expression (>2 fold change) in leaf than those in flower or fruit; 33 known miRNAs showed higher expression in flower; and 32 known miRNAs displayed higher expression in fruit (Figure 2 and Additional file 2). For example, csi-miR477a-3p, csi-miR827.1 and csi-miR168a showed much higher expression levels (>4 fold change) in fruit. In addition, some miRNAs, including csi-miR166j.1, csi-miR166j.3, csi-miR4414.1, csi-miR391b, csi-miR1432a, the csi-miR169 family and the csi-miR171 family, were expressed in leaf and flower but were not detected in fruit.

**Figure 2:**
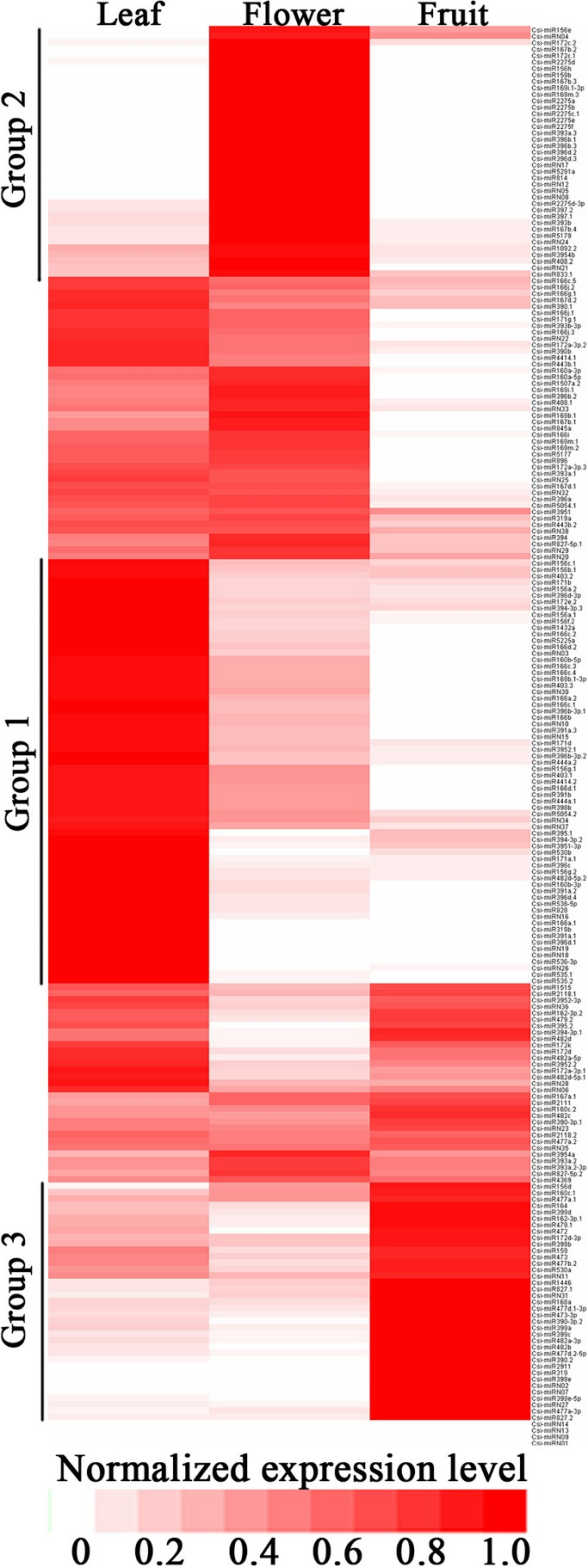
**Heat map of the normalized expression level (TPM) of all miRNAs.** miRNAs belong to group 1 are highly expressed in leaf; miRNAs belong to group 2 are highly expressed in flower; miRNAs belong to group 3 are highly expressed in fruit. The colorbar is shown at the bottom of the figure.

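The 183 known miRNAs have 131 different complements of nucleotides 1 to 10, and tags whose 5’ end lay opposite nucleotide 10 were compared with tags that began further along the complement. In leaf, tags beginning opposite nucleotide 10 carried 176.4 reads per complement, against 18.3 to 34.5 at nucleotides 11 to 21 (no replicates). The flower library held 192.0 reads per complement opposite nucleotide 10 and 17.5 to 30.8 elsewhere, and the fruit library 105.5 against 13.0 to 26.7. Relative to shuffles of the same miRNAs, the reads at nucleotide 10 were 9.17 times as many in leaf (adjusted p = 0.0044, permutation test), 10.90 times in flower (adjusted p = 0.0044, permutation test) and 5.98 times in fruit (adjusted p = 0.0082, permutation test), with 6 comparisons in the family. The totals were 23106 reads in leaf, 25153 in flower and 13820 in fruit. A large part of them came from few miRNAs, since csi-miR403 alone gave 6210 reads in leaf and csi-miR3952-3p gave 16355 in flower and 7863 in fruit. A start is the first 18 nt of a tag. Counting distinct starts instead of reads moved the ratios most, to 2.35 in leaf (adjusted p = 1.80e-04, permutation test), 1.95 in flower (adjusted p = 0.0013, permutation test) and 2.38 in fruit (adjusted p = 0.0013, permutation test). The paper reasons that a fragment whose 5’ end lies at the expected cleavage position of a miRNA marks its target, and takes such tags as evidence for the targets of the known miRNAs.

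**Figure D2:**
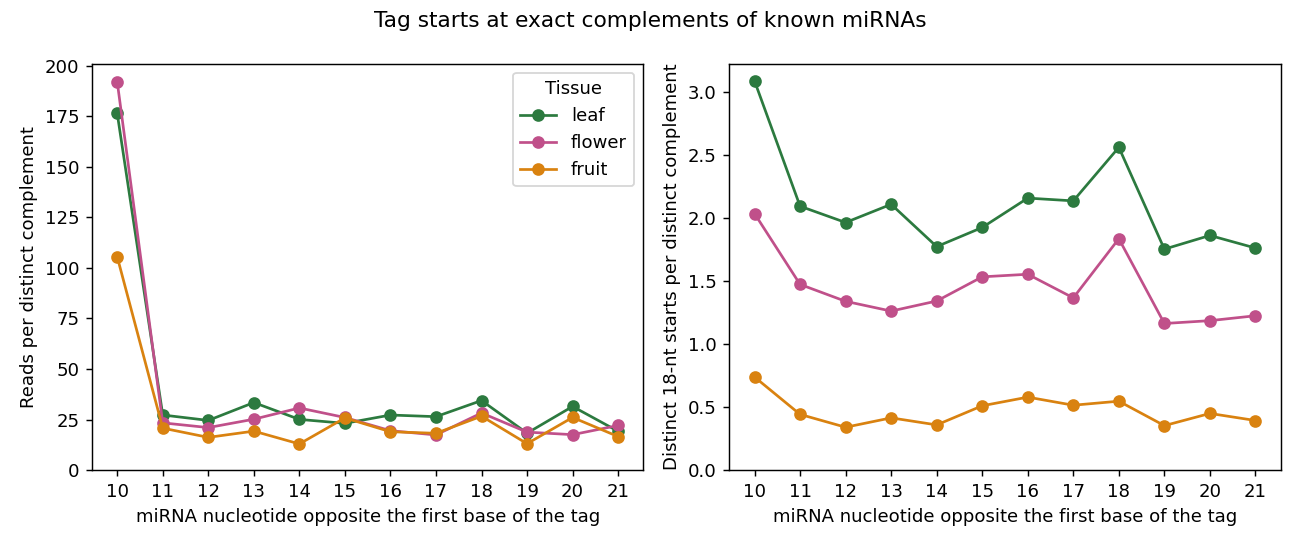
Reads per complement (left, vertical axis) and distinct starts per complement (right, vertical axis) of the 131 known miRNA complements by the miRNA nucleotide opposite the first base of the tag (horizontal axes), with 1 line per tissue. Nucleotide 10 has the highest value in each tissue, with 176.4 reads and 3.09 starts in leaf, 192.0 and 2.04 in flower, and 105.5 and 0.74 in fruit.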

The targets of known and conserved miRNA families were identified from the degradome data. The target genes were divided into three categories as described above. 

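In the leaf library of 20566571 reads, 102 of the 131 complements of known miRNAs were found at the start of at least 1 tag (no replicates). For 14 of the 131 the reads exceeded those of shuffles of the same miRNA at an adjusted p under 0.05 in a permutation test. The largest number of reads was 6210, from the signature shared by csi-miR403.1, csi-miR403.2 and csi-miR403.3 (adjusted p = 0.0035, permutation test). The signature of csi-miR171d had 3221 reads and that of csi-miR160a-5p and csi-miR160b-5p had 3198 reads, each with an adjusted p of 0.0035 from the same permutation test. The start GTGAATCTAATGAGTTTC, which begins with the csi-miR403 signature, had 6143 of these reads. Csi-miR3954a had 2330 reads (adjusted p = 0.0052, permutation test) and csi-miR3952-3p had 1172 (adjusted p = 0.0071, permutation test). Additional file 3 lists leaf targets for the miRNAs of 66 of the 131 complements, and 13 of the 14 were among these 66. Counted as distinct starts, 10 complements exceeded their shuffles.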

A total of 395 targets of 100 known miRNAs were identified in leaf degradome data; of these targets, 259 were classified into category I, 38 into category II, and 98, into category III. In flower, 241 targets of 142 known miRNAs were identified; 105, 26 and 110 were classified into categories I, II and III, respectively. 

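In the flower library of 17629275 reads, 81 of the 131 complements of known miRNAs began at least 1 tag (no replicates). Reads exceeded those of shuffled sequences at an adjusted p under 0.05 for 3 complements, by a permutation test over all 131. These were the signatures of csi-miR3952-3p with 16355 reads (adjusted p = 0.0026, permutation test), csi-miR164 with 2045 reads (adjusted p = 0.0105, permutation test) and csi-miR3954a with 2577 reads (adjusted p = 0.0118, permutation test). A single start, AGGCCCTTCAACCTCGGA, held 16144 of the reads of csi-miR3952-3p. Flower targets are listed in Additional file 3 for the miRNAs of 105 complements, and all 3 were among them. The count of 3 was the same with distinct starts in place of reads.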

In fruit, 301 targets of 101 known miRNAs were identified; of these targets, 107, 66 and 128 were grouped into categories I, II and III, respectively (Additional files 3 and 4;).Most of the conserved miRNAs have similar targets to *Arabidopsis thaliana* [28]. 

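Of the 131 complements of known miRNAs, 47 began at least 1 tag in the fruit library of 18284467 reads (no replicates). The reads of 2 complements exceeded those of their shuffles at an adjusted p under 0.05 in the permutation test. Csi-miR3952-3p had 7863 reads and csi-miR164 had 2684, both with an adjusted p of 0.0092 (permutation test). The start AGGCCCTTCAACCTCGGA had 7795 reads and the start TGCTTCTCCAATTCTATT had 2655. Both complements were among the 72 whose miRNAs have fruit targets in Additional file 3. With distinct starts in place of reads, 1 complement exceeded its shuffles.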

Multiple targets were also observed for these miRNAs. For example, the miR168 family controls feedback regulation of AGO 1 as previously reported [40, 41].

The miRNAs and their targeted transcripts from leaf, flower and fruit tissues indicated that a single miRNA may target genes in a tissue-specific manner. 

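The cut positions seen in the 3 tissues overlapped in part (1 library per tissue, no replicates). Of the 988 leaf starts, taken as the first 18 nt of a tag, that had at least 500 reads, 71.5% were found at any depth in flower (95% Wilson interval 68.6 to 74.2) and 41.5% in fruit (38.5 to 44.6). Of the 2123 such starts in flower, 78.8% were found in leaf (77.0 to 80.5) and 64.0% in fruit (61.9 to 66.0). Of the 2264 in fruit, 63.8% were found in leaf (61.8 to 65.7) and 78.2% in flower (76.5 to 79.9). The overlap depended on the read minimum. Of the 29434 leaf starts with at least 50 reads, 45.3% were found in flower (44.7 to 45.8) and 20.4% in fruit (19.9 to 20.8), and of all 1310742 leaf starts 10.8% (10.8 to 10.9) and 3.4% (3.3 to 3.4). Among the 131 complements of known miRNAs, 2 exceeded their shuffles in all 3 tissues, those of csi-miR164 and csi-miR3952-3p, and 11 did so in leaf only. A complement counted as leaf only can still have reads elsewhere, at an adjusted p above 0.05. That of csi-miR156e had 581 reads in leaf, 503 in flower (adjusted p = 0.0616, permutation test) and 106 in fruit. The leaf starts CGCGGCTCAATCACCAGG, complementary to csi-miR171d, and GAGCCAGGCATGCTCAAT, complementary to csi-miR160a-5p, had 2226 and 1317 reads in leaf and 0 in flower and in fruit. GTGAATCTAATGAGTTTC, complementary to csi-miR403, had 6143 reads in leaf, 280 in flower and 0 in fruit. In the opposite direction, AGGCCCTTCAACCTCGGA, complementary to csi-miR3952-3p, had 897 reads in leaf, 16144 in flower and 7795 in fruit. ATAGGGAAGACAACTCTT, complementary to csi-miR482a-3p, had 15 reads in leaf, 0 in flower and 282 in fruit. With distinct starts in place of reads, the number of known complements above their shuffles was 10 in leaf, 3 in flower and 1 in fruit, with 0 in all 3 tissues, 9 in leaf only and 1 in flower only. From the differences between the target lists of the tissues, the paper concludes that a miRNA may act on a transcript in one tissue and not in another.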

In most circumstance, conserved known miRNAs had the same or homologous targets as other plant species, and most of them were grouped into category I. However, a minority of the conserved miRNAs had different targets in specific tissues. 

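At the site of csi-miR168a in Cs5g16710 as drawn in Figure 7, tags that began with CACCAAGCAACCCC, the 14 nt downstream of the cut, had 113 reads in leaf, 7 in flower and 219 in fruit (no replicates). Reads of any other gene with these 14 nt would be included. As shares of the library these were 5.49 RPM in leaf (95% Wilson interval 4.57 to 6.61), 0.40 in flower (0.19 to 0.82) and 11.98 in fruit (10.49 to 13.67). Of the reads that began anywhere in the drawn sequence, the share at this position was 92.6% in leaf (86.6 to 96.1), 58.3% in flower (32.0 to 80.7) and 100% in fruit (98.3 to 100). These intervals take reads as independent. The log2 ratio was 3.79 for leaf against flower (adjusted p = 1.87e-22, Fisher's exact test), -1.12 for leaf against fruit (adjusted p = 5.94e-12, Fisher's exact test) and -4.91 for flower against fruit (adjusted p = 4.73e-54, Fisher's exact test), with 18 comparisons in the family. When reads were divided by the commonest count per tag, leaf against fruit gave -1.01 (adjusted p = 0.2029, Fisher's exact test). The site pairs with a mismatch within nucleotides 1 to 10, and the exact signature of csi-miR168a had 0 reads in leaf, 10 in flower and 0 in fruit. Additional file 3 places Cs5g16710 in category 3 in leaf and flower and in category 2 in fruit. The paper takes the tags at this site as evidence that csi-miR168a acts on AGO1 in each of the 3 tissues.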

An interesting example was csi-miR168a; the finding that this miRNA targeted AGO1 as a feedback regulator in all three tissues is consistent with previous reports [40, 41]. Additionally, csi-miR168a was found to specifically target a CUP-SHAPED COTYLEDON 2 (*CUC2)* gene in leaves and a pantothenate kinase gene in fruit, as highly supported by the degradome data from different tissues (Additional file 5a). Therefore, csi-miR168a is not only involved in stabilizing the accumulation of AGO1, but also has additional roles in the leaf and fruit biology. 

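The signature of csi-miR159b, TCACTCCAAT, had 119 reads from 6 starts in leaf, 5.79 RPM (95% Wilson interval 4.84 to 6.92), and 114 reads from 2 starts in flower, 6.47 RPM (5.38 to 7.77; no replicates). Compared with shuffles of the miRNA, the adjusted p was 0.0490 in leaf and 0.0568 in flower (permutation test, 60 tests of named miRNAs). Adjusted over the 131 known complements, these were 0.0745 and 0.1484 (permutation test). The strongest start, TCACTCCAATATACAGAA, had 64 reads in leaf and 109 in flower. The signature of csi-miR159, TCAATCCAAA, had 48 reads in leaf (adjusted p = 0.1463, permutation test) and 78 in flower (adjusted p = 0.1076, permutation test). Its start TCAATCCAAATTCTGAAG had 18 reads in leaf and 60 in flower. Which gene each start belongs to cannot be told from the tags alone. Not requiring nucleotide 1 to pair lowered the ratio of csi-miR159b reads to shuffled reads in leaf from 8.36 to 3.07 (adjusted p = 0.1162, permutation test). Additional file 3 lists the GAMYB gene Cs3g06390 in category 2 in leaf and category 1 in flower, and the paper concludes from these tags that the csi-miR159 family acts on GAMYB in leaf and flower.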

Another example is that csi-miR159 family was detected to target the transcription factor GAMYB in leaf and flower in consistency with previous reports [42, 43]. However, in fruit, degraded fragments of *GAMYB* generated by csi-miR159 were absent and this miRNA was found to targete *Cs8g05120* which was annotated as the LRR-containing protein DRT100 with potential roles in DNA damage repair (Additional file 5b). 

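In the fruit library of 18284467 reads, the start TCACTCCAATATACAGAA, the strongest complement of csi-miR159b in leaf and flower, had 0 reads, where 3 reads would be 0.164 RPM (no replicates). The start TCAATCCAAATTCTGAAG, a complement of csi-miR159, also had 0 reads. The value of 0.164 RPM takes reads as independent, while the commonest count per tag in fruit was 42. Reads divided by the commonest count were taken as separate fragments. At equal rates about 2.08 fragments of TCACTCCAATATACAGAA would be found in fruit (adjusted p = 0.2548, Fisher's exact test against leaf and flower added up). Its absence from fruit may therefore come from the small number of fragments. The whole signature of csi-miR159b had 1 read in fruit, 0.05 RPM (95% Wilson interval 0.01 to 0.31; adjusted p = 0.3005, permutation test). The signature of csi-miR159 had 136 reads in fruit, 7.44 RPM (6.29 to 8.80; adjusted p = 0.0637, permutation test). Of these, 135 began with TCAATCCAAACCTAAACC, a start that had 0 reads in leaf and 11 in flower. Without the requirement for nucleotide 1, the ratio of csi-miR159 reads to shuffled reads in fruit fell from 8.43 to 4.04 (adjusted p = 0.1191, permutation test). From the absence of GAMYB fragments and the tags assigned to Cs8g05120, the paper concludes that csi-miR159 acts on another target in fruit.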

A previous study in rice also demonstrated that members from the same miRNA family can have different expression patterns, and this expression difference affects the selectiveness of target gene [44]. These observations indicated that conserved miRNAs may fulfill additional regulatory roles in specific tissue in addition to the conserved and general functions across plant species.

### Novel miRNAs and their targets in the leaf, flower and fruit tissues

A total of 38 candidate novel miRNAs with a clear precursor containing a stem-loop secondary structure were identified (Additional file 1). The complementary miRNA* sequences for each candidate novel miRNAs were also detected, although most were present at a lower level than their corresponding miRNAs. Unfortunately, we were unable to determine if biogenesis of these candidate novel miRNAs is dependent on DCL1 because of the lack of availability of a *C. sinensis* DCL1 mutant strain.

More than half of the novel miRNAs identified was expressed at high levels (greater than 10 TPM). 11 novel miRNAs showed higher expression in leaf than flower or fruit; 7 novel miRNAs showed higher expression in flower than leaf or fruit; and 4 novel miRNAs displayed higher expression in fruit than leaf or flower. For example, csi-miRN27 and csi-miRN31 showed higher expression in fruit than leaf or flower (Figure 2 and Additional file 2).

From the degradome data, 10 targets of seven novel miRNAs were identified in leaf; of these targets, 5, 2 and 3 were classified into categories I, II and III, respectively. 

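In leaf, 24 of the 38 complements of the miRNAs the paper names csi-miRN began at least 1 tag (no replicates). Reads exceeded those of shuffled sequences at an adjusted p under 0.05 in a permutation test for 1 complement, that of csi-miRN11, which had 599 reads. Together the 38 complements had 1314 reads opposite nucleotide 10, which was 1.60 times the reads of shuffles (adjusted p = 0.0472, permutation test). Per complement this was 34.6 reads opposite nucleotide 10, against 12.8 to 28.8 at nucleotides 11 to 21. Leaving out the strongest complement, csi-miRN11, moved the ratio to the shuffled mean from 1.60 to 0.89 (adjusted p = 0.3058, permutation test), although the 715 reads left stayed above the shuffled median of 583. When each round of shuffles also lost its strongest complement, the ratio was 1.46 (adjusted p = 0.0706, permutation test). With distinct starts the ratio was 1.16 (adjusted p = 0.2139, permutation test), and 0 complements exceeded their shuffles. Additional file 3 lists leaf targets for 7 of the 38 complements, and csi-miRN11 is among them.

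**Figure D3:**
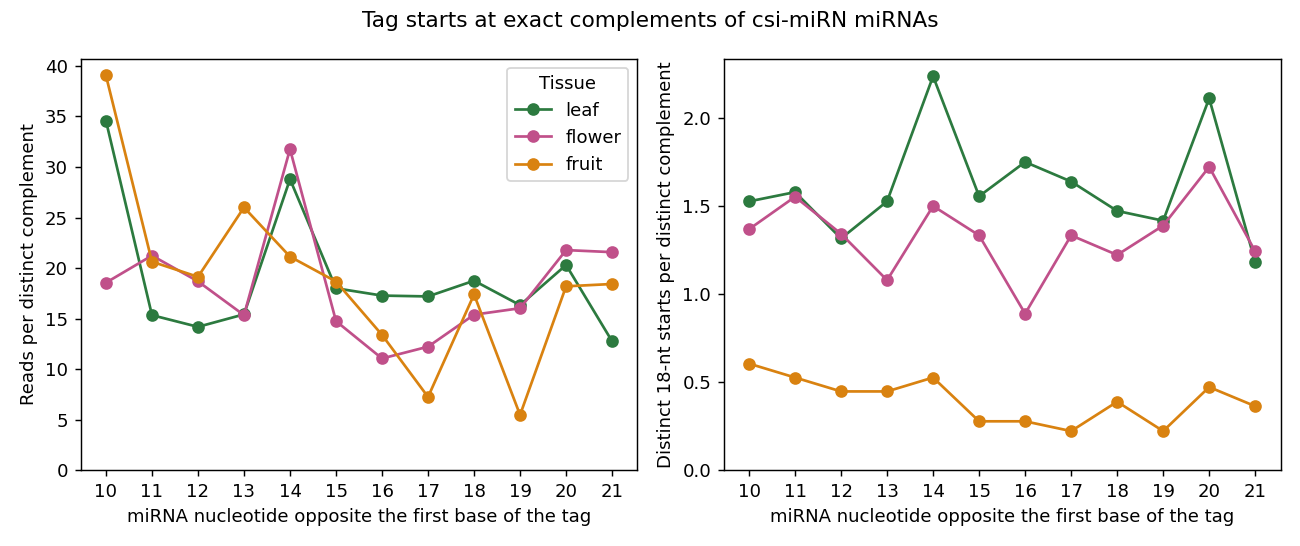
Reads per complement (left, vertical axis) and distinct starts per complement (right, vertical axis) of the 38 miRNAs named csi-miRN by the miRNA nucleotide opposite the first base of the tag (horizontal axes), with 1 line per tissue. At nucleotide 10 the reads are 34.6 in leaf, 18.6 in flower and 39.1 in fruit, and at nucleotides 11 to 21 they reach 28.8, 31.8 and 26.0.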

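Among the 38 complements of the csi-miRN miRNAs, 25 began at least 1 tag in the flower library of 17629275 reads (no replicates). None of them had more reads than its shuffles at an adjusted p under 0.05 in the permutation test. The complements had 705 reads opposite nucleotide 10 in all, 0.92 times the mean of the shuffles (adjusted p = 0.3331, permutation test). Per complement there were 18.6 reads opposite nucleotide 10, within the range of 11.1 to 31.8 at nucleotides 11 to 21. With distinct starts the ratio was 1.19 (adjusted p = 0.2139, permutation test). The largest change came from leaving out the strongest complement of the miRNAs and of each round of shuffles, which gave 1.31 (adjusted p = 0.1730, permutation test). Flower targets are listed in Additional file 3 for 21 of the 38 complements.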

A total of 24 targets of 24 novel miRNAs in flower were identified; three of these targets were classified into category I, two were grouped into category II, and the remaining 19 were classified into category III. In fruit, 21 targets of 17 miRNAs were identified, of which four were classified into category I, three were grouped into category II, and 14 were classified into category III (Additional file 3). 

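In fruit, 15 of the 38 complements of the csi-miRN miRNAs began at least 1 tag (no replicates). Their reads opposite nucleotide 10 summed to 1484, a ratio of 1.85 to the mean of the shuffles (adjusted p = 0.0551, permutation test). This was 39.1 reads per complement, against 5.5 to 26.0 at nucleotides 11 to 21. The strongest complements were those of csi-miRN20 with 581 reads and csi-miRN11 with 454. Without csi-miRN20 the ratio was 1.16 (adjusted p = 0.2118, permutation test), or 2.49 when each round of shuffles also lost its strongest complement (adjusted p = 0.0263, permutation test). With distinct starts it was 1.82 (adjusted p = 0.0491, permutation test). Tested singly over the 38 complements, 0 exceeded their shuffles. Fruit targets are listed in Additional file 3 for 16 of the complements.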

In summary, nine target genes of novel miRNAs were grouped into category I, some of which had multiple predicted functions. 

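The signature of csi-miRN07, CTTGTCTTCC, had 13 reads in leaf, 14 in flower and 0 in fruit (no replicates). Its adjusted p against shuffles was 0.5893 in leaf and 0.4440 in flower (permutation test). The signature of csi-miRN20, TGCAACAAAA, had 116 reads in leaf, 5.64 RPM (95% Wilson interval 4.70 to 6.76; adjusted p = 0.0601, permutation test). In flower it had 17 reads (adjusted p = 0.4790, permutation test), and in fruit 581 reads, 31.78 RPM (29.29 to 34.47; adjusted p = 0.0230, permutation test). These values were adjusted over the 60 tests of named miRNAs, and adjusted over the 38 csi-miRN complements the fruit value was 0.0693 (permutation test). Nearly all fruit reads of this signature, 580, began with TGCAACAAAATAGTGAAA, and this start cannot be assigned to a gene from the tags alone. Counted as distinct starts, the ratio for csi-miRN20 in fruit moved from 22.66 to 4.57 (adjusted p = 0.2790, permutation test). From tags at the predicted cut positions of the transcripts, the paper concludes that csi-miRN7 acts on Cs8g09620 and csi-miRN20 on Cs1g12230.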

*Cs8g09620*, which is annotated as an flowering-related (SRF-type transcription factor family) protein, was identified as a target of csi-miRN7; and *Cs1g12230*, which is annotated as a light control (FAR1-RELATED SEQUENCE 6 ) protein, was identified as a target of csi-miRN20. Some of the identified targets were not sufficiently annotated; for example, *Cs4g15010* (category II), targeted by csi-miRN28, was annotated as a putative uncharacterized protein. 

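The signature of csi-miRN28, ACTCCCCATG, had 0 reads in leaf, 18 in flower and 0 in fruit (no replicates). The 18 flower reads were 1.02 RPM (95% Wilson interval 0.65 to 1.61; adjusted p = 0.1507, permutation test), and all began with ACTCCCCATGAAGATGAA. In fruit, where Additional file 3 lists Cs4g15010, the upper bound of the interval for 0 reads was 0.21 RPM. This bound takes reads as independent and would be higher if reads are copies of 1 fragment. When nucleotide 1 was not required to pair, the fruit reads were 1.97 times those of the shuffles (adjusted p = 0.2282, permutation test). A site with a mismatch within nucleotides 1 to 10 would not be counted in the signature. The paper assigns Cs4g15010 to csi-miRN28 from tags matched to the transcript, with category II for the height of the tag among those of the transcript.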

(Additional files 3, 4 and 6 and Table 3).

**Table 3:** **Target genes grouped into category I of novel miRNAs in orange**

		Category			
Novel miRNA	Target gene	in leaves	in flowers	in fruit	Annotation
Csi-miRN02	Cs1g08400	I	N/A	N/A	Chaperonin CPN60-1
Csi-miRN02	Cs3g18790	I	II	I	Alkylated DNA repair protein alkB homolog 8
Csi-miRN02	Cs8g12570	I	N/A	N/A	LRR receptor-like serine/threonine-protein kinase EFR
Csi-miRN07	Cs8g09620	III	I	N/A	SRF-type transcription factor family protein
Csi-miRN11	Cs8g13560	I	III	I	No annotation
Csi-miRN20	Cs1g12230	N/A	N/A	I	Protein FAR1-RELATED SEQUENCE 6
Csi-miRN20	Cs3g05320	I	III	I	No annotation
Csi-miRN37	orange1.1 t02400	II	I	N/A	Indole-3-acetic acid-induced protein ARG7

N/A means not available in the degradome data. Target transcripts were divided into three classes. In category I, the miRNA-guided cleavage fragment was the most abundant tag matching the transcript; In category II, the miRNA-guided cleavage fragment was not the most abundant fragment; however, it still formed a clear peak in the T-plot. The remaining target transcripts were classified into category III.

Of the novel miRNAs that were considered to be younger (recently evolved) than the conserved miRNAs, only three (csi-miRN2, csi-miRN11 and csi-miRN20) had common targets or homologous genes in all tissues. 

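For the 3 miRNAs named here, reads that began opposite nucleotide 10 of an exact complement were counted in each tissue (no replicates). Csi-miRN11, signature GCTCCTGCGA, had 599 reads in leaf, 29.12 RPM (95% Wilson interval 26.88 to 31.55; adjusted p = 0.0084, permutation test). In flower it had 36 reads (adjusted p = 0.1574, permutation test) and in fruit 454 reads, 24.83 RPM (22.65 to 27.22; adjusted p = 0.0173, permutation test). Adjusted over the 38 csi-miRN complements instead of the 60 tests of named miRNAs, the values were 0.0262 in leaf and 0.0693 in fruit (permutation test). Its strongest start, GCTCCTGCGACATGGCTC, was present in all 3 tissues, with 445 reads in leaf, 26 in flower and 356 in fruit. A similar start, GCTCCTGCGACATGGCCC, had 151, 6 and 96 reads. For csi-miRN20, the start TGCAACAAAATAGTGAAA had 67 reads in leaf, 13 in flower and 580 in fruit. The signature of csi-miRN02, TACTACAGTT, had 0 reads in leaf, 4 in flower and 49 in fruit (adjusted p = 0.1507 in fruit, permutation test). The start TACTACAGTTCAGTGCTT held 48 of the fruit reads and the 4 flower reads. Counting distinct starts lowered the ratio to shuffles of csi-miRN11 in leaf from 41.63 to 4.76 (adjusted p = 0.1654, permutation test). The paper reports that, of the miRNAs it considers younger, only these 3 had shared or homologous targets in every tissue. It proposes that such miRNAs might have a more specific role than the conserved ones.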

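The signature of csi-miRN10, CACTCAATAA, had 33 reads from 3 starts in leaf, 112 reads from 5 starts in flower and 0 reads in fruit (no replicates). The flower reads were 6.35 RPM (95% Wilson interval 5.28 to 7.64; adjusted p = 0.1389, permutation test). The upper bound of the interval for 0 reads in fruit was 0.21 RPM, with reads taken as independent. Copies of 1 fragment would raise it. In flower, CACTCAATAAACTCACAA had 39 reads and CACTCAATAACCAGCTCT had 38, and both had 0 reads in the other tissues. The leaf start CACTCAATAATATGAATC had 14 reads and 0 in flower and in fruit. Without the requirement for nucleotide 1, the ratio of flower reads to shuffled reads moved from 3.57 to 1.25 (adjusted p = 0.3450, permutation test). In fruit the same change gave 72 reads, 0.69 times those of the shuffles (adjusted p = 0.5201, permutation test). From target lists that differ by tissue, the paper states that most csi-miRN miRNAs appeared to act on different transcripts in different tissues.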

Most of the novel miRNAs appeared to target different transcripts in different tissues; for example, csi-miRN10 targeted *Cs9g04330* in flower and *Cs4g05310* in fruit (Additional file 5c). These results suggested that the functions of novel miRNAs may differ in leaf, flower and fruit tissues and might fulfill a more specific role when compared with known and conserved miRNAs.

### Identification of secondary siRNAs in *C. sinensis*

An in-house script was developed to predict secondary siRNAs that might be triggered by 22 nt miRNAs in citrus. After the prediction, we examined the abundances of the secondary siRNAs using sRNA sequencing data. Seven miRNAs were predicted to trigger the secondary siRNAs generation (see in Additional file 7), four of them were identified in at least two tissues. Csi-miRN20 could be identified in all three tissues; csi-miR482a-3p in both leaves and fruits, csi-miR3954a and csi-miR482c in both leaves and flowers. Secondary siRNAs were named using the convention of “miRNA-target-serial number”; for example, csi-miR3954a-Cs1g09635.1-9 refers to the ninth phased siRNA generated from *Cs1g09635.1* and triggered by csi-miR3954a. Moreover, we identified these secondary siRNAs’ target genes using degradome sequencing data (Additional files 7 and 8). Most of the secondary siRNA and target pairs had a high penalty score and only a few targets were classified into categories I and II. The analysis indicated that Csi-miR3954a-Cs1g09635.1-9 targeted triose-phosphate transporter gene (category I), csi-miR482a-3p-Cs5g18480.1-18 targeted the cleavage and polyadenylation specificity factor (CPSF) gene (category I), and csi-miRN20-Cs3g05320.1-24 targeted a signal peptidase gene (category I). These findings suggest that these phased siRNAs may play regulatory roles in plant development.

Here, multiple lines of evidence suggest the existence of both conserved and orange-specific *TAS* gene families. 

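The signature of csi-miR390.1, TCCTGAGCTT, had 97 reads from 6 starts in leaf, 207 reads from 7 starts in flower and 43 reads from 1 start in fruit (no replicates). The flower reads were 11.74 RPM (95% Wilson interval 10.25 to 13.45; adjusted p = 0.0230, permutation test). In leaf the adjusted p was 0.0598 and in fruit 0.1436 (permutation test). The start TCCTGAGCTTATTCTTCT had 58 reads in leaf, 82 in flower and 0 in fruit, and TCCTGAGCTTCTTGATTG had 0, 53 and 43. The signature of csi-miR390b, TCCTGAGCTG, had 149 reads in leaf (adjusted p = 0.0490, permutation test), 23 in flower (adjusted p = 0.2648, permutation test) and 0 in fruit. Its start TCCTGAGCTGTTTGAATC had 111 reads in leaf and 23 in flower. Adjusted over the 131 known complements instead of the 60 tests of named miRNAs, csi-miR390.1 in flower had 0.0902 and csi-miR390b in leaf 0.0791 (permutation test). For csi-miR390b in leaf, counting distinct starts moved the ratio to shuffles from 8.22 to 3.54 (adjusted p = 0.2212, permutation test). No start was assigned to Cs9g01780, since its sequence is not in the files analysed here. The paper lists this gene in category 2 in leaf, category 1 in flower and category 2 in fruit, and from the degradome tags it identifies this TAS3 homolog as a target of csi-miR390.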

The homologous *TAS3* gene (*Cs9g01780*) was identified as a target of csi-miR390 in orange. This is consistent with previous studies from TAS1-4 genes in *Arabidopsis* [6, 37, 45], MdTAS3 and MdTAS4 in apple [46]and TAS3 gene containing two miR390 binding sites in tobacco [47]. 

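The signature of csi-miR3954a, CTCTGTCCAA, had 2330 reads from 12 starts in leaf, 113.29 RPM (95% Wilson interval 108.78 to 117.98; adjusted p = 0.0028, permutation test; no replicates). In flower it had 2577 reads from 14 starts, 146.18 RPM (140.64 to 151.93; adjusted p = 0.0028, permutation test). The fruit library had 148 reads from 3 starts, 8.09 RPM (6.89 to 9.51; adjusted p = 0.0601, permutation test). Several starts shared the signature and differed downstream of it. CTCTGTCCAAGCAATTAA had 1169 reads in leaf, 1321 in flower and 36 in fruit. CTCTGTCCAAACAATTAA had 143, 1150 and 67 reads in the same order, and CTCTGTCCAAACAGTCAA had 786, 28 and 0. At the site in Cs1g09600 drawn in Figure 7, 96.3% of the leaf reads in the drawn sequence began opposite nucleotide 10 (95.1 to 97.2), 91.7% of the flower reads (90.2 to 93.1) and 100% of the fruit reads (90.4 to 100). The 36 fruit reads were 0.86 times the commonest count, so the fruit share may rest on 1 fragment. Counted as distinct starts, the ratio of the signature to its shuffles moved from 130.04 to 9.10 in leaf (adjusted p = 0.0208, permutation test). The paper hypothesizes that the targets of csi-miR3954a are potential TAS genes, with 1 potentially particular to orange. Its listed grounds are features of the miRNA, a target predicted to be non-coding, and secondary siRNAs from the targets. Degradome tags are not listed as a separate ground, but the paper took the target transcripts of this step from its degradome data. The target it names there is Cs1g09635, listed in category 3 in leaf and flower. The drawn site belongs to another listed target, Cs1g09600, and no start was assigned to Cs1g09635.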

Noticeably, a potential orange-specific TAS gene targeted by cis-miR3954a was observed with multiple supports. Firstly, csi-miR3954a was a citrus-specific miRNA which showed abundant expression in all three tissues; Secondly, this miRNA was found to be 22 nt in length and was also found to contain a 5’U; this characteristic structure was believed to trigger phased siRNA biogenesis[5]; Thirdly, the target gene (*Cs1g09635*) of csi-miR3954a could not be functionally annotated and was predicted to be a non-coding transcript; Fourthly, the secondary siRNAs, derived from csi-miR3954 target genes, were detected in the small RNA libraries. One of these secondary siRNAs, named csi-miR3954a-Cs1g09635.1-7, was abundant in leaf and flower and targeted *Cs4g11930*. Therefore, we hypothesized that targets of csi-miR3954a are potential novel *TAS* target genes. A further evidence to determine if this is dependent on RNA-dependent RNA polymerase (RDR) is difficult in sweet orange due to the lack of RDR mutants. A recent example in tobacco observed that the 22 nt nta-miR6019 targets the *N* gene and triggers the generation of nta-siRNAI and nta-siRNAII which was dependent on RDR6 as well as nta-siR2142 (generated from tobacco *TAS3*), and concluded that the target of nta-miR6019 might be a novel *TAS* gene [48].

### The distruibution of miRNAs in the *C. sinensis*genome

Both novel and known miRNAs were equally distributed in the citrus genome (Figure 3); however, some members of conserved miRNA families were located in the same region of a single chromosome. For example, csi-miR169c and csi-miR169i were located in the same region of chromosome 2.

**Figure 3:**
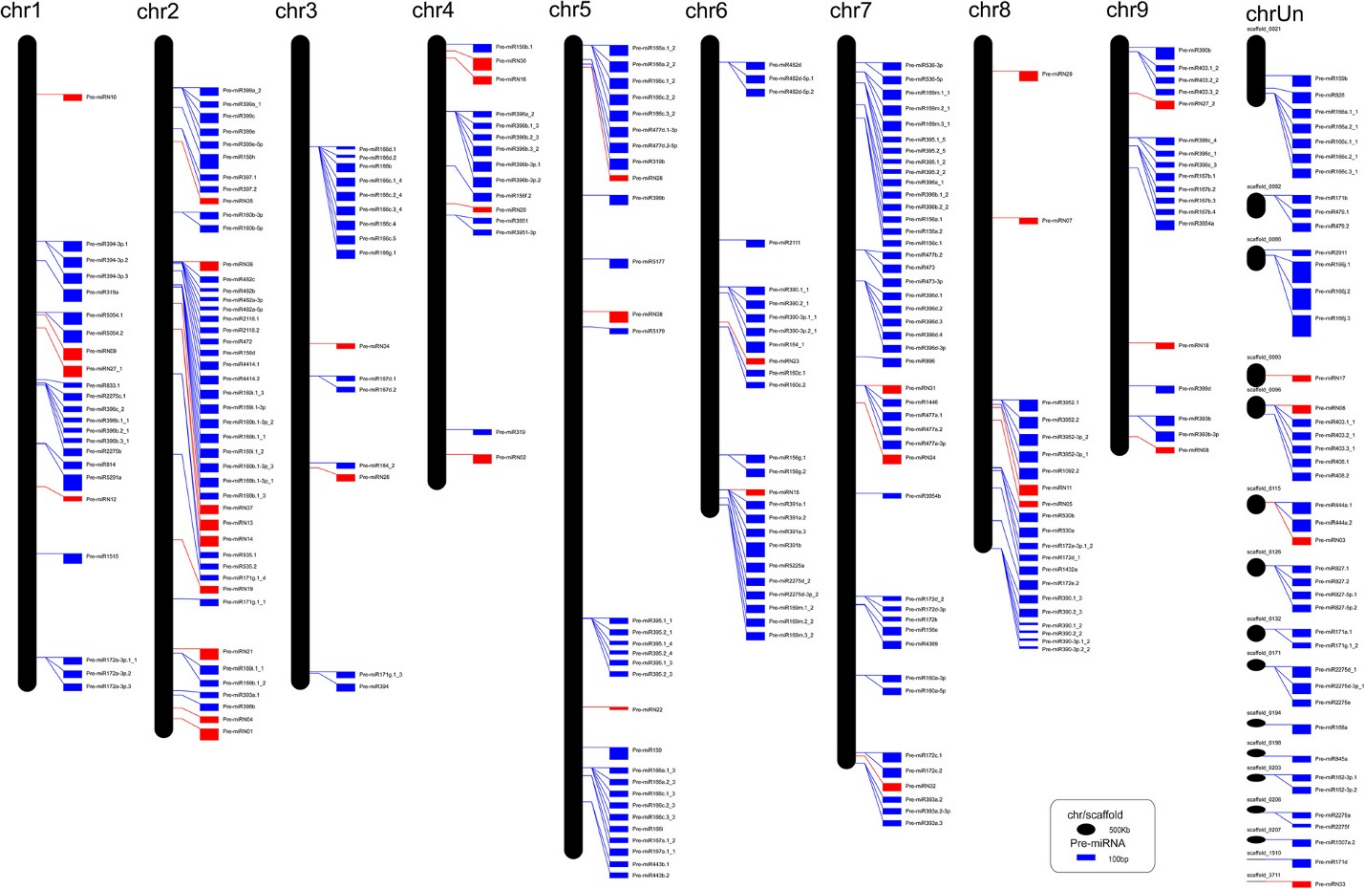
**The distribution of pre-miRNAs in the** ***C. sinensis*** **genome.** Precursors of known miRNAs are shown as blue rectangle and precursors of novel miRNAs are shown as red rectangle. The width of rectangle indicated the length of the precursors while the height of oblong indicated the length of the chromosome/scaffold. The chromosome/scaffold and precursors scale are showed at the bottom of the figure. The chromosomal locations of the pre-miRNAs are indicated.

We analyzed all simple sequence repeat (SSR) loci in the orange genome and examined their co-localization with pre-miRNAs. Overall, 69 csi-pre-miRNA were identified to co-localize with SSR region. 77.6% of the co-localized SSRs were binucleotide or trinucleotide sequences and the most frequent repeat unit was UA, consistent with the notion that most trinucleotide SSRs contain the base U in plants [49]. The longest SSR, consisting of (CUU)_15_ (45 nt), was located within the pre-miR396c sequence (Table 4). Notably, csi-miR396c had four precursors containing different sized trinucleotide SSRs. (CUU)_4_, (CUU)_5_ and (CUU)_3_ were located within the pre-csi-miR396c-1, pre-csi-miR396c-3 and pre-csi-miR396c-4 sequences, respectively. To date, little is known about the functions of SSRs co-localized with pre-miRNAs. Here, the length of the (CUU)_n_ repeat influenced the shape of the loop in the secondary structures of the csi-miR396c precursors (Figure 4). A previous report demonstrated that SSRs located in UTRs and introns can affect gene expression and expression level [50]. Interestingly, analysis of the maize zma-miR396 family showed that zma-miR396e and zma-miR396f bearing SSRs (CU)_n_ and (CUU)_n_ had similar expression pattern among different tissues which was distinctly different from the expression pattern of the other miR396 members without SSRs (expression data is form the publication of Zhang et al. [51]. Additional file 9). Changes in the organization of the loop may directly influence the expression of mature miRNA and may cause unexpected changes in their evolution.

**Table 4:** **Numbers of Simple Sequence Repeats (SSRs) and their co-localization with pre-miRNAs in sweet orange**

Repeat unit	Repeat type	Frequency of SSR region co-localize with pre-miRNAs
A	Mononucleotide	1
G	Mononucleotide	1
T	Mononucleotide	5
AC	Dinucleotide	2
AG	Dinucleotide	5
AT	Dinucleotide	2
CT	Dinucleotide	3
GA	Dinucleotide	7
GT	Dinucleotide	1
TA	Dinucleotide	12
TC	Dinucleotide	3
AAG	Trinucleotide	1
ACA	Trinucleotide	1
ATA	Trinucleotide	1
ATT	Trinucleotide	3
CAG	Trinucleotide	1
CTT	Trinucleotide	7
GAT	Trinucleotide	2
GTG	Trinucleotide	1
TAA	Trinucleotide	5
TCA	Trinucleotide	1
TGC	Trinucleotide	1
TGG	Trinucleotide	2
TTC	Trinucleotide	5
CATG	Tetranucleotide	1
TCAT	Tetranucleotide	1
TGCA	Tetranucleotide	1
TTAA	Tetranucleotide	2
TTCT	Tetranucleotide	4
TTTG	Tetranucleotide	1
TATAAT	Hexanucleotide	2

**Figure 4:**
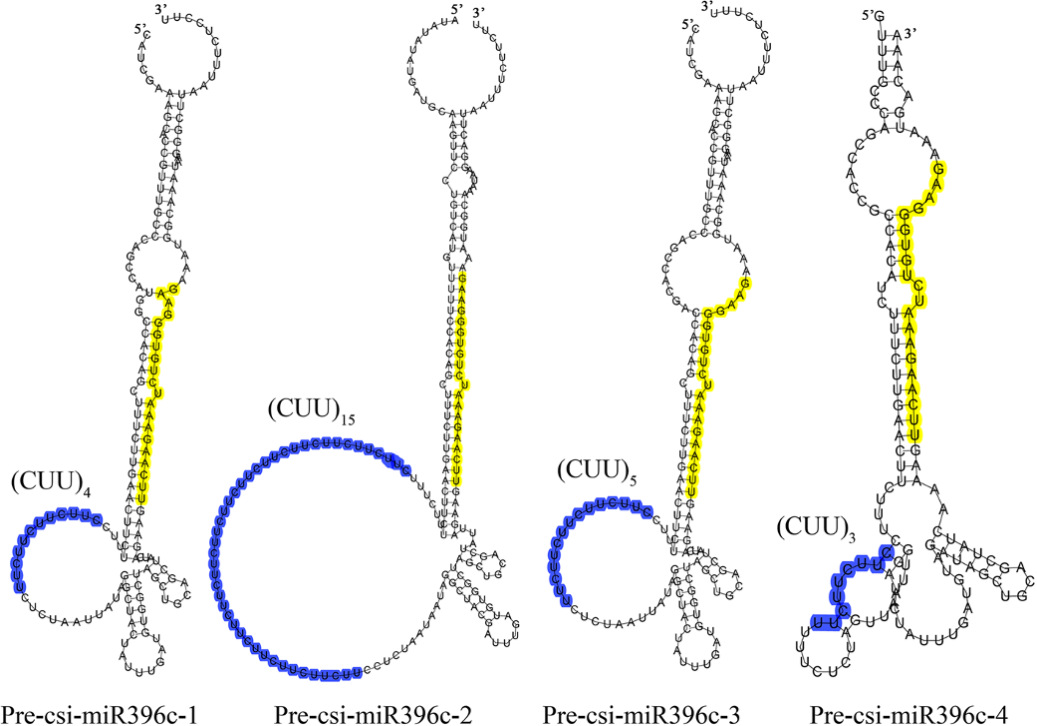
**Co-localization of pre-Csi-miR396c and simple sequence repeat (SSR).** The mature miR396c sequence is highlighted in yellow and the SSRs are highlighted in blue. The different secondary structures of pre-Csi-miR396c caused by the different number of SSR units are shown.

Isoforms of miRNAs that originated from a long pre-miRNA (greater than 350 nt in length) were also identified. Csi-miR166j.1 and csi-miR166j.3 were derived from the same precursor and were positioned 195 nt apart. Similarly, csi-miR477d.1 andcsi-miR477d.2 were positioned 126 nt apart in the same precursor. However, the expression modes of the mature miRNAs originating from these two precursors were distinctly different. Csi-miR166j.1 and csi-miR166j.3 had extremely similar patterns of expression in different tissues and both the mature miRNAs were derived from 3’ strand of the miRNA-miRNA* duplexes (Additional file 10a). In contrast, Csi-miR477d.1 and csi-miR477d.2 were produced from different strands of the duplexes, i.e., csi-miR477d.1-3p was produced from 3’ strand while csi-miR477d.2-5p was produced from 5’ strand of the duplexes (Additional file 10b). A study in grapevine showed that miRC13 and miRC15 are located 224 nt apart on chromosome 17, but these two miRNAs exhibit different expression patterns [52].

### Characterization of highly expressed miRNAs in fruit

Candidate miRNAs that showed remarkably differential expression levels in fruit as revealed by the sequencing data were further confirmed by Quantitative RT-PCR (qRT-PCR) and RNA gel blotting analyses. Totally, 65 known- and 15 novel- miRNAs were chose for qRT-PCR confirmation; 55 of them (about two thirds) are consistent with the sequencing data (Additional files 2 and 11). The results showed that csi-miR164, csi-miR3951, csi-miR477a-3p and csi-miRN31 have remarkably higher expression in fruits compared with other tissues. These results were verified by both qRT-PCR and RNA gel blotting (Figure 5, Figure 6 and Additional file 11). 

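In the fruit library the signature of csi-miR164, TGCTTCTCCA, had 2684 reads, 146.79 RPM (95% Wilson interval 141.34 to 152.45; no replicates). This was 265.29 times the mean of its shuffles (adjusted p = 0.0028, permutation test). The start TGCTTCTCCAATTCTATT held 2655 of these reads and the start TGCTTCTCCACGAGGGTG held 25. Tags beginning with TGCTTCTCCAATTC, the sequence downstream of the cut in the NAC gene Cs5g10870 as drawn in Figure 7, had 2656 reads in fruit, 145.26 RPM (139.84 to 150.89). All reads that began anywhere in the drawn sequence in fruit, 100% (99.9 to 100), began opposite nucleotide 10. The same 14 nt had 417 reads in leaf, 20.28 RPM (18.42 to 22.32), and 1831 in flower, 103.86 RPM (99.21 to 108.73). Reads of any other gene with these 14 nt would be included. Flower against fruit gave a log2 ratio of -0.48 (adjusted p = 1.29e-28, Fisher's exact test) and leaf against flower -2.36 (adjusted p = 1.44e-260, Fisher's exact test). With reads divided by the commonest count per tag, flower against fruit was -0.48 with an adjusted p of 0.0275 (Fisher's exact test). Distinct starts in place of reads moved the ratio of the signature to its shuffles in fruit to 25.82 (adjusted p = 0.0208, permutation test). The paper concludes from the degradome tags and the RACE clones that csi-miR164 cuts this NAC gene in fruit. It also reports opposite expression of the miRNA and the gene over fruit development by quantitative PCR. In its tobacco assay, csi-miR164 lowered GFP that carried the target site, with a modified site for comparison.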

Two targets of csi-miR164 were identified in fruit; the first was annotated as a NAC transcription factor gene which was confirmed by 5’ RACE (Figure 7) and the second was annotated as a thymidine diphospho-glucose 4-6-dehydratase gene. Csi-miR3951 also had two targets in fruit; the first was *orange1.1 t05622* and the second was *Cs1g06060* (verified by 5’ RACE, see in Figure 7), which were annotated as polyubiquitin 12 and polyubiquitin 3, respectively. 

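Tags beginning with TCTTTATCTGTGGG, the 14 nt downstream of the cut in Cs1g06060 as drawn in Figure 7, had 472 reads in 4 distinct tags in fruit, 25.81 RPM (95% Wilson interval 23.59 to 28.25; no replicates). All of the fruit reads that began in the drawn sequence, 100% (99.2 to 100), began opposite nucleotide 10. The same 14 nt had 17673 reads in leaf, 859.31 RPM (846.74 to 872.06), and 2200 reads in flower, 124.79 RPM (119.69 to 130.12). The log2 ratio of flower to fruit was 2.27 (adjusted p = 7.45e-279, Fisher's exact test) and that of leaf to fruit was 5.06. With reads divided by the commonest count per tag, these were 2.30 (adjusted p = 6.63e-11, Fisher's exact test) and 5.09 (adjusted p = 1.96e-128, Fisher's exact test). Whether other polyubiquitin genes hold the same 14 nt cannot be told from the tags, so the reads of orange1.1t05622 and Cs1g06060 were not separated. The exact signature of csi-miR3951, TCTTTATCTA, had 78 reads in leaf, 36 in flower and 0 in fruit. It does not count the drawn site, which has G opposite nucleotide 1 of the miRNA and so forms a G:U pair there. Without the requirement for nucleotide 1, the fruit reads were 4.83 times those of the shuffles (adjusted p = 0.0876, permutation test). The paper takes the tags in both polyubiquitin genes, with RACE clones for Cs1g06060, as evidence that csi-miR3951 acts on them in fruit.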

These targets may be involved in protein degradation. 

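The exact signature of csi-miR477a-3p, TAGGGTTTCC, had 35 reads from 3 starts in leaf and 0 reads in flower and in fruit (no replicates). The leaf reads were 3.05 times the mean of the shuffles (adjusted p = 0.1547, permutation test). Of the 3 starts, TAGGGTTTCCTACGACGA had 17 reads. For 0 reads in fruit, where Additional file 3 lists Cs6g19680 in category 3, the upper bound of the 95% Wilson interval was 0.21 RPM. This bound takes reads as independent, and copies of 1 fragment would raise it. When nucleotide 1 was not required to pair, there were 198 reads in leaf, 92 in flower and 98 in fruit, and the fruit reads were 3.07 times those of the shuffles (adjusted p = 0.1696, permutation test). The paper matched the tags to annotated transcripts and concludes from them that csi-miR477a-3p acts on the SEP2 gene.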

*Cs6g19680*, which was annotated as the developmental protein SEPALLATA 2 (SEP2), was identified as a target of csi-miR477a-3p (degradome data). 

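The signature of csi-miRN31, ACCTCAACGG, had 14 reads in leaf, 1 in flower and 35 in fruit (no replicates). The fruit reads, 1.91 RPM (95% Wilson interval 1.38 to 2.66), all began with ACCTCAACGGCAACAAAT. They were 4.78 times the mean of the shuffles, with an adjusted p of 0.1507 (permutation test). In leaf the adjusted p was 0.3612 and in flower 0.4540 (permutation test). Without the requirement for nucleotide 1, the ratio in fruit was 1.11 (adjusted p = 0.4113, permutation test). The paper reports that its degradome analysis detected no target of csi-miRN31.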

Targets of csi-miRN31 were not detected by the degradome analysis. The target prediction revealed that csi-miRN34 targeted transmembrane emp24 domain-containing gene.

**Figure 5:**
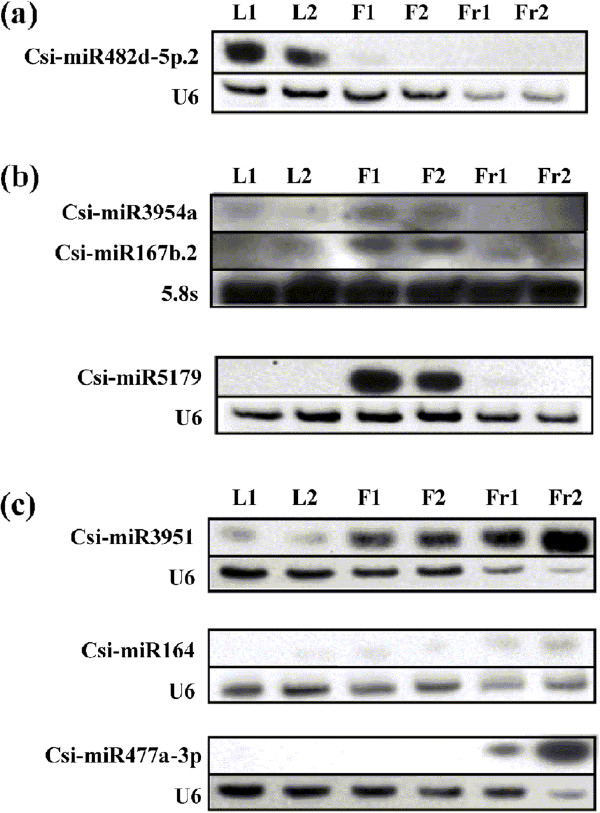
**Expression levels of selected known miRNAs in leaf, flower and fruit.** Total RNAs from mixed leaf, mixed flower and fruit in 170DAF were extracted for RNA gel blot analyses; reverse complement probes were used to detect the indicated miRNAs. U6 RNA or 5.8 s rRNA were used as loading controls. Two different genotypes of orange were used. Orange genotype 1 is a common sweet orange while genotype 2 is a red flesh orange. **(a)** miR482d-5p.2 was specifically expressed in leaf. **(b)** miR3954a and miR167b.2 were expressed at higher levels in flower than the other tissues; miR5179 was specifically expressed in flower **(c)** miR3951 and miR164 were expressed at higher levels in fruit than the other tissues; miR477a-3p was specifically expressed in fruit. L1, leaf of orange genotype 1; L2, leaf of orange genotype 2; F1, flower of orange genotype 1; F2, flower of orange genotype 2; Fr1, fruit of orange genotype 1; Fr2, fruit of orange genotype 2.

Expression pattern of the four potential miRNAs were then further investigated on eight stages of fruit development and ripening (Figure 8). The expression pattern suggested three of them are probably involved in the regulation of fruit development and ripening. Both csi-miRN31 and csi-miR477a-3p may have important role in the color break stage (140 DAF). Csi-miR164 showed significantly higher expression level at the final stage (fruit ripening stage), with a steady increase in expression level during fruit ripening (170–230 DAF). In depth function of the former two miRNAs are now under progress in other research. This study focused on csi-miR164a which may have particular function at the fruit ripening stages. At this stage, sweet orange is undergoing maturation with extensive molecular repertoire on both transcriptional and posttranscriptional levels. Therefore, csi-miR164, as a known miRNA, may have new function in orange fruit ripening on posttranscriptional level.

**Figure 6:**
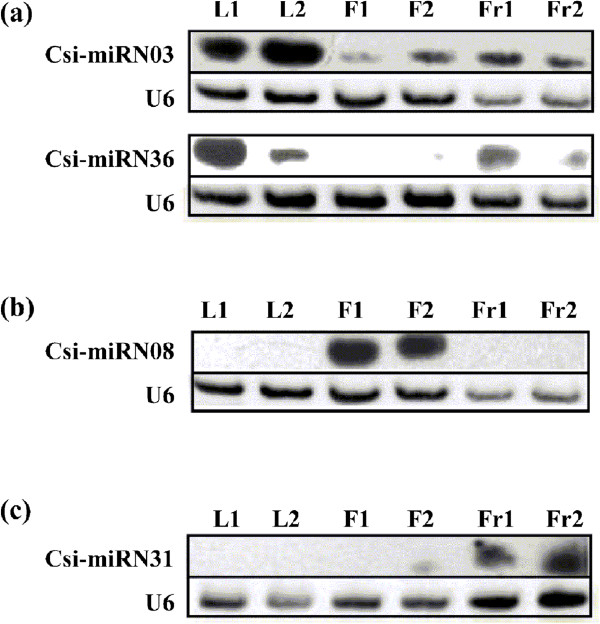
**Expression levels of selected novel miRNAs in leaf, flower and fruit.** Total RNAs from mixed leaf, mixed flower and fruit in 170DAF were extracted for RNA gel blot analysis. Reverse complement probes were used to detect specific miRNAs. U6 RNA was used as a loading control for each membrane. Two different genotypes of orange were used. Orange genotype 1 is a common sweet orange while genotype 2 is a red flesh orange. **(a)** miRN03 and miRN36 were expressed at higher levels in leaf than flower or fruit. **(b)** miRN08 was specifically expressed in flower. **(c)** miRN31 was specifically expressed in fruit. L1, leaf of orange genotype 1; L2, leaf of orange genotype 2; F1, flower of orange genotype 1; F2, flower of orange genotype 2; Fr1, fruit of orange genotype 1; Fr2, fruit of orange genotype 2.

**Figure 7:**
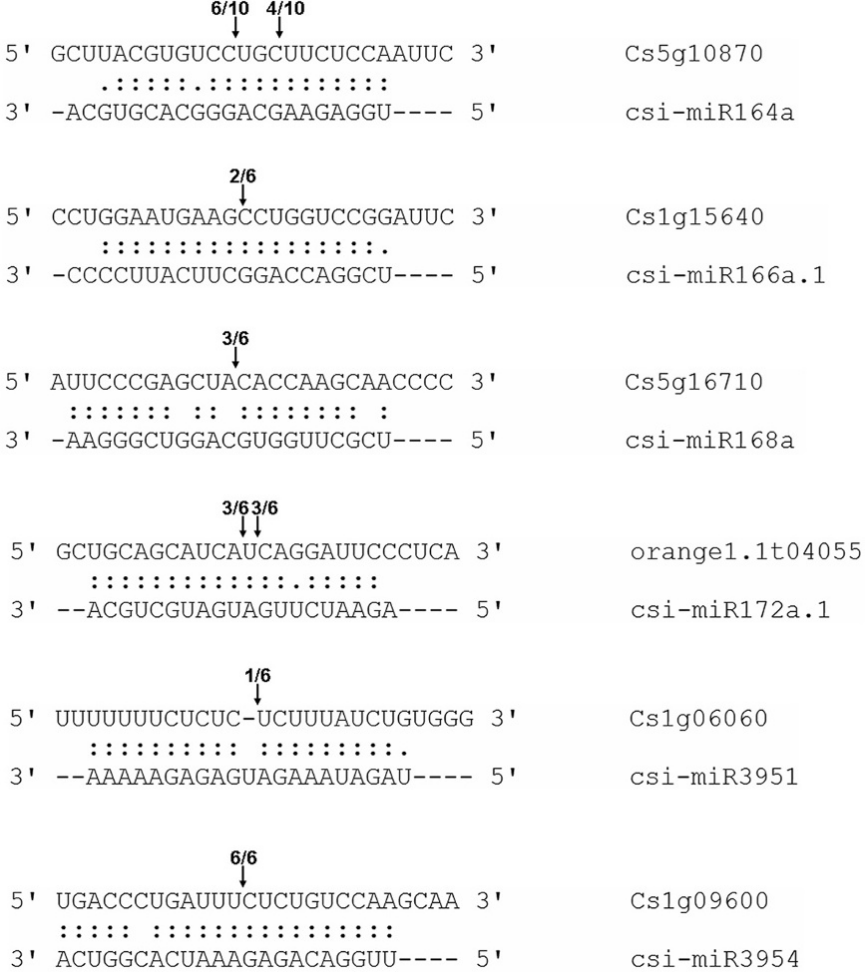
**Target validation of selected sweet orange miRNAs.** 5’ RACE analysis was carried out for each selected target gene which identified by degradome sequencing. Arrows indicated the cleavage sites of targets and the numbers showed the frequency of the clones sequenced. The Cleavage sites outside of the displayed sequence are not shown.

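For the 6 target genes selected from the degradome data, tags that began with the 14 nt downstream of the drawn cut were counted in each tissue (no replicates). Whether other genes hold the same 14 nt cannot be told from the tags, so the reads given for a gene may include those of related genes. Cs5g10870, a target of csi-miR164a, had 417 reads in leaf, 1831 in flower and 2656 in fruit. Cs1g15640, a target of csi-miR166a.1, had 2184 reads in leaf, 348 in flower and 117 in fruit. These were 106.19 RPM (95% Wilson interval 101.83 to 110.74), 19.74 (17.77 to 21.93) and 6.399 (5.340 to 7.668). Cs5g16710, a target of csi-miR168a, had 113, 7 and 219 reads in the same order. For orange1.1t04055, a target of csi-miR172a.1, there were 957 reads in leaf, 106 in flower and 40 in fruit, or 46.53 RPM (43.68 to 49.57), 6.01 (4.97 to 7.27) and 2.19 (1.61 to 2.98). Cs1g06060, a target of csi-miR3951, had 17673, 2200 and 472 reads. Cs1g09600, a target of csi-miR3954, had 1176 reads in leaf, 1322 in flower and 36 in fruit, or 57.18 RPM (54.00 to 60.54), 74.99 (71.05 to 79.14) and 1.97 (1.42 to 2.73).

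In all 18 comparisons between tissues the adjusted p was under 0.05 by Fisher's exact test. Leaf against flower gave a log2 ratio of 2.43 for Cs1g15640 (adjusted p = 1.12e-265, Fisher's exact test), 2.95 for orange1.1t04055 (adjusted p = 8.50e-145, Fisher's exact test) and -0.39 for Cs1g09600 (adjusted p = 1.53e-11, Fisher's exact test). With reads divided by the commonest count per tag, 15 of the 18 stayed under 0.05, and orange1.1t04055 in flower against fruit moved to an adjusted p of 0.4947 (Fisher's exact test). The share of reads in the drawn sequence that began opposite nucleotide 10 was 80.7% in leaf (78.3 to 82.8) and 86.2% in flower (79.0 to 91.2) for orange1.1t04055. For Cs1g15640 it was 91.0% in leaf (89.8 to 92.1) and 53.7% in flower (49.9 to 57.5), where 112 reads began 1 nt and 188 reads 2 nt further downstream. In fruit the share was 100% at each of the 6 sites. Fruit reads divided by the commonest count came to 0.95 at orange1.1t04055, 0.86 at Cs1g09600 and 2.79 at Cs1g15640. Shares that may rest on so few fragments say little about where the cuts fall in fruit. The paper chose the 6 genes from the degradome targets and takes RACE clones that end at the same positions as evidence of the cuts.

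**Figure D4:**
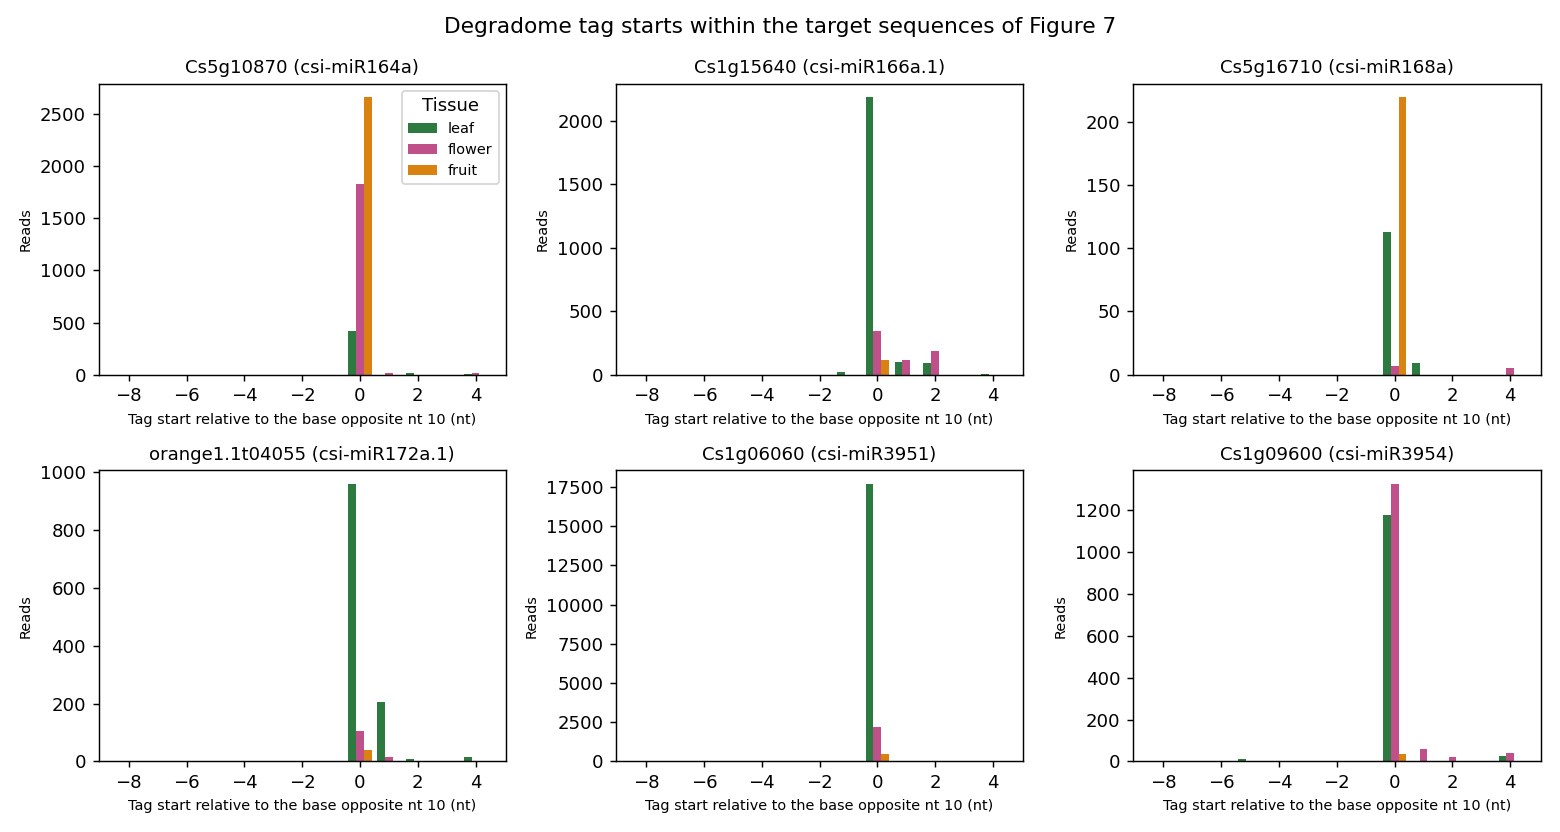
Reads (vertical axis) by the position of the first base of the tag relative to the base opposite miRNA nucleotide 10 (horizontal axis, in nt) for the 6 target sites in leaf, flower and fruit. Position 0 holds the most reads at each site and tissue.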

**Figure 8:**
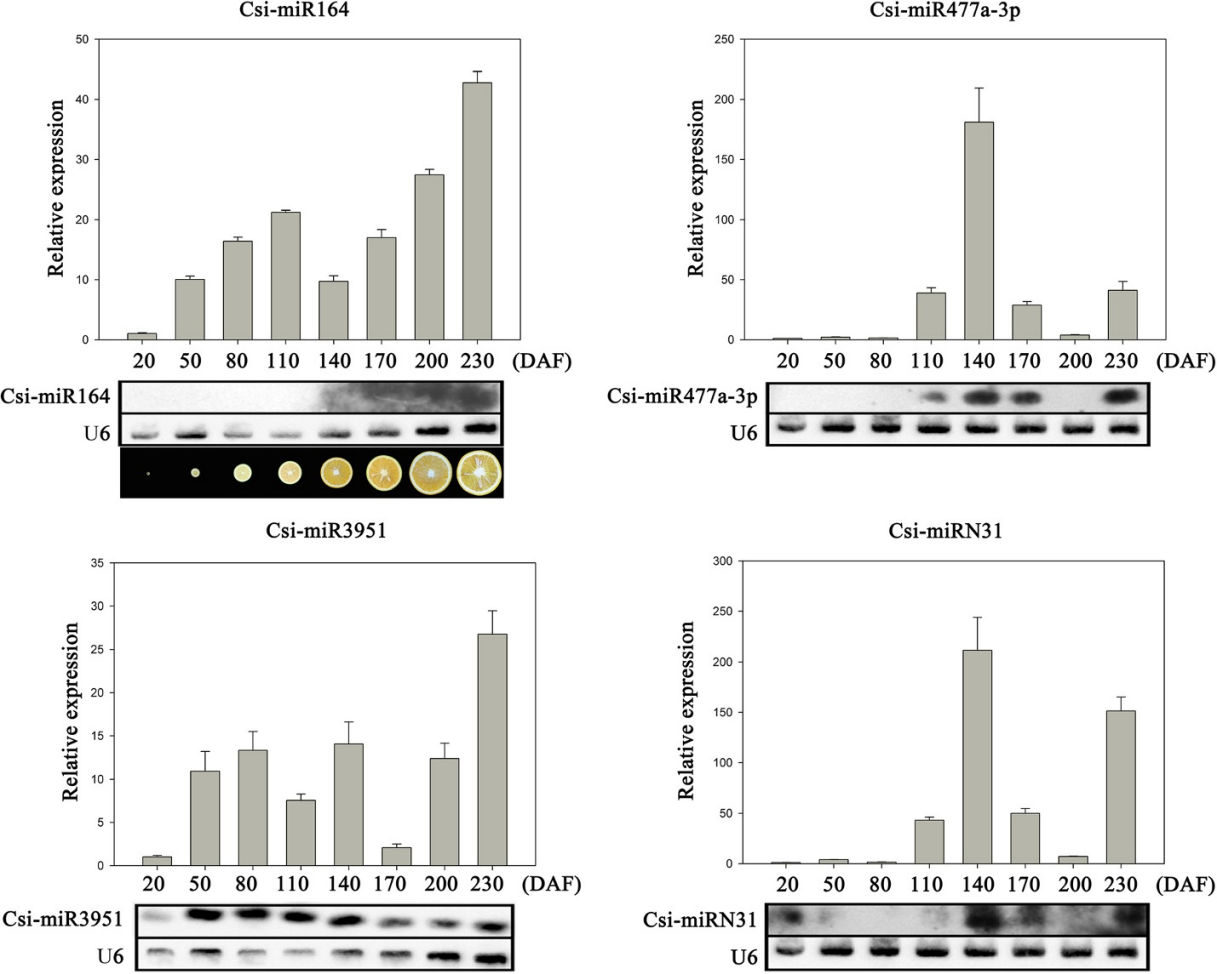
**Expression pattern of four candidate miRNAs during fruit development and ripening.** Total RNAs were isolated from fruit samples at different developmental stages, ranging from 20–230 days after flowering (DAF). Reverse complement probes were used to detect specific miRNAs by RNA gel blotting. U4 and U6 were used as loading controls in qRT-PCR and RNA gel blot analyses, respectively. Data from the qRT-PCR experiments are represented as the mean plus SD of n = 3 biological replicates. Internal appearance of orange fruits during 8 developmental stages was shown at the bottom.

### Csi-mi164 functions via target a NAC transcription factor

As mentioned above, csi-miR164 was highly active during fruit ripening and 5’RACE analysis showed csi-miR164 targeted *Cs5g10870*, a NAC transcription factor. To confirm the interaction between csi-miR164 and *Cs5g10870* in orange fruit, we detected the expression level of *Cs5g10870* by qRT-PCR at fruit developmental stages. As showed in Figure 9a, the expression level of csi-miR164 and *Cs5g10870* displayed complementary expression pattern. Furthermore, a transient expression system was used to confirm that csi-miR164 degraded *Cs5g10870 in vivo*. Overexpression vectors of csi-miR164 and a control miRNA were constructed respectively. Target site of miR164 in *Cs5g10870* and a modified target site (inactivated target site) were inserted into a green fluorescent protein (*GFP*) gene overexpression vector respectively as shown in Figure 9b. In this assays, we used *Agrobacterium tumefaciens* infiltration to co-express csi-miR164, control miRNA, *GFP* gene carrying target site and *GFP* gene carrying modified target site pair by pair (Figure 9c). As a result, csi-miR164 targeted the target region of *Cs5g10870* and repressed the expression of GFP obviously (Figure 9e).

**Figure 9:**
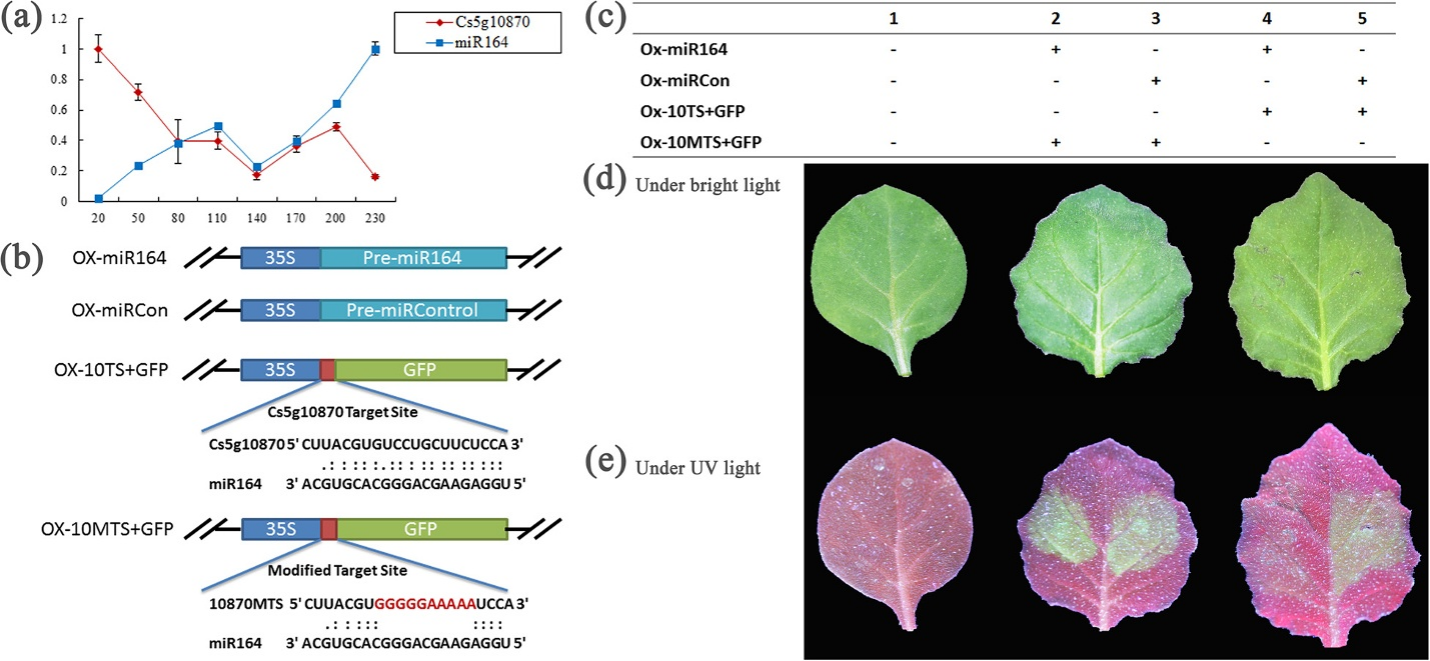
**Csi-miR164 targeted** ***Cs5g10870*** **was verified** ***in vivo.*** **(a)** Expression levels of mi164 and *Cs5g10870* were detected during the fruit development by qRT-PCR. U4 and *ACTIN* were used as loading controls in qRT-PCR Data from the qRT-PCR experiments are represented as the mean plus SD of n = 3 biological replicates. **(b)** Four overexpression vectors were constructed for transient expression system in tobacco. Vector ox-miR164 overexpress csi-miR164, ox-miRCon overexpress a control miRNA, ox-10TS + GFP overexpress a *GFP* gene carrying target site of miR164 in *Cs5g10870*, ox-10MTS + GFP overexpress a *GFP* gene carrying a modified target site. **(c)** Vectors used in tobacco co-expression assays in each lane were shown in the table. **(d)** Co-infiltrated leaves and control leaves were photographed at the 3rd day after infiltration under bright light. **(e)** Same leaves were photographed at the 3rd day after infiltration under UV light (wavelength = 365 nm).

*Cs5g10870* was categorized as a NAC domain-containing transcription factor. Plant NAC transcription factor was one of the largest families involved in diverse biological processes [53–56]. More, recent publications reveal that NAC transcript factors function as regulators in fruit ripening. NACs in banana(*MaNACs*) were supposed to be involved in banana fruit ripening by interaction with ethylene signaling components [57]. Interestingly, the transcripts of *MaNAC4* decreased during banana ripening as well as *Cs5g10870* decreased during orange ripening. So far in *C. sinensis*, two NACs were reported and suggested to be related to fruit development, fruit senescence and fruit response to postharvest stresses [58, 59]. As csi-miR164 was higher expressed in fruit and was more active at the late stages during the orange fruit development, we suggested that csi-miR164 might be involved as a regulator in orange ripening by interacting with a NAC transcription factor. Further functional investigations of csi-miR164 and *Cs5g10870* are required to confirm this hypothesis.

## Conclusions

Our study provides a genome-wide comparison of miRNAs and their target genes among leaf, flower and fruit of sweet orange with the aim of identification of regulators involved in fruit development and ripening. Comprehensive genome analysis uncovered 183 known- and 38 novel- miRNAs, and revealed their genomic characteristics such as isoform miRNAs, co-localization with SSR locus and secondary siRNAs. Comparative analysis showed that some known miRNAs, such as csi-miR168a and csi-miR159 in this study, may fulfill specific function in specific tissues via target different genes. This kind of tissue specific regulation was even obvious for novel miRNAs. Three miRNAs, csi-miRN31, csi-miR477a-3p and csi-164a, were identified to be highly expressed in fruit and probably important regulators of fruit ripening. Csi-miR164 was further validated to functions by target NAC transcription factor. The results of this study provide three promising miRNAs for understanding the posttranscriptional regulation of orange fruit development and ripening.

## Methods

### Plant materials

The ‘Anliu’ sweet orange (*C. sinensis* [L.] Osbeck) was planted at the Institute of Citrus Research located in Guilin, Guangxi Province, China. Leaves (young and mature stages) and flowers (early flower bud, flower bud and mature flower) used in sRNAome and degradome sequencing were mixed as a pool from three trees respectively. Fruit samples used in degradome sequencing were collected at 170 days after flowering (DAF) as previously published [35]. To detect the expression pattern of key miRNAs in the fruit development, we also collected fruit samples (from three trees as replicates) at developmental stages, including 20 DAF, 50 DAF, 80 DAF, 110 DAF, 140 DAF, 170 DAF, 200 DAF and 230 DAF. Fruit samples were separated into peel and pulp after collection. Pulp without seeds was used in all analysis in this research. All samples were frozen in liquid nitrogen immediately after collection and kept at -80°C until use. The *Nicotiana benthamiana* was grown in a growth chamber controlled at 14 h light, 10 h dark, 25°C cycles.

### SRNAome sequencing and degradome sequencing

Total RNAs were extracted from different samples as Xu et al. described [35] and used in sRNAome sequencing and degradome sequencing. The sRNA libraries were constructed and sequenced for flower and leaf in this study, fruit sRNA data were derived from our published data with the same strategy [35]. Degradome sequencing strategy was applied to all the three tissues as described previously [16, 39]. All these high-throughput sequencing were performed by Beijing Genomics Institute (BGI) (Shenzhen, China). The Illumina 1 G Genome Analyzer was used for the sRNA sequencing while the Illumina HiSeq 2000 was used for the degordome sequencing.

### Bioinformatic analysis

All sRNAome raw data were processed by removing adaptors, low quality tags as well as contaminants at pre-analysis. Then, the clean sRNA sequences were compared to the Rfam database (http://rfam.sanger.ac.uk/) to exclude rRNA, tRNA, snRNA and snoRNA. The rest sRNA sequences were used to search known miRNAs by BLASTN against miRBase 16.0 (http://www.mirbase.org/). SRNAs with two or less mismatches compared to known miRNAs annotated in miRBase 16.0 were considered as known miRNAs in *C. sinensis*. To identify novel miRNA, we performed a bioinformatics approach according to criteria described previously [14]. To predict the secondary structure of miRNAs, we used RNAfold in the Vienna RNA Package downloaded from vienna RNA web servers (http://rna.tbi.univie.ac.at/). Genome sequence of *C. sinensis* annotated by our group (http://citrus.hzau.edu.cn/orange/index.php) [36] was used as reference.

Degradome raw data was trimmed by pre-analysis as similar as sRNAome raw data. Then, clean degradome data were processed using the CleaveLand pipeline [16] (http://axtell-lab-psu.weebly.com/cleaveland.html). Subsequently, the transcripts targeted by miRNAs were grouped into three categories as previously reported [39].

To predict all potential secondary siRNA in orange, we performed a bioinformatics approach as follows. First of all, we obtained all miRNAs with length of 22 nt from sRNAome data and their target transcripts from degradome data. Then, 21 nt standard secondary siRNAs were generated from the cleavage site of target transcripts to 3’ end of targets one by one. We named secondary siRNA as miRNA-target-serial number. Such as csi-miR3954a-Cs1g09635.1-9, which meant the ninth phased siRNA generated form Cs1g09635.1 and triggered by csi-miR3954a. Finally, we could obtain the digital expressions (TPM) of these secondary siRNAs from the sRNAome data and target transcripts of these secondary siRNAs from degradome data through CleaveLand pipeline (Flow chart see in Additional file 12).

### qRT-PCR and RNA gel blotting analyses

To confirm miRNAs’ expression, stem-loop qRT-PCR and RNA gel blot analysis were both used in our research. RNAs used in both experiments were the same as RNAs used in high-throughput sequencing.

Stem-loop qRT-PCR was described to be a highly sensitive method for detection of miRNAs [60, 61]. We performed stem-loop qRT-PCR mainly according to previous publication in three biological replicates. All primers used in qRT-PCR analysis were provided in Additional file 13. Additionally, we improved a much more efficient loading control gene U4 instead of traditional U6 as Kou et al. described [62]. U4 showed more stably expressed at leaves, flowers and fruit samples at developmental stages of ‘Anliu’ sweet orange than U6 after experiment.

For RNA gel blot analysis, 10 μg total RNA from different samples were loaded to a denaturing 15% polyacrylamide gel and transferred to Hybond-N + membranes (Amersham, GE Healthcare). The membranes were cross linked by ultraviolet cross linker and then used for bloting. Reverse complement DNA oligonucletides were used as probes to detect specific miRNAs. Probes were labeled the by Biotin 3’ End DNA Labeling Kit (Thermo) and then used for bloting. Chemiluminescent Hybridization and Detection Kit (Thermo) were used for hybridization and signal detection. At the beginning, 5.8 s rRNA was used as a loading control. Instead, U6 was used as a loading control later.

### 5’ RACE

RNA Ligase-Mediated 5’ RACE (RLM-RACE) was performed with the GeneRacer kit (Invitrogen) as described in the product manual. Briefly, 10 μg total RNA was ligated to the 5’ adaptor. The ligated mRNA was reverse transcribed by oligo (dT) primer. To obtain the 5’ end products, PCR was proformed using 5’ adaptor primers and 3’ gene-specific primers. Finally, the products were cloned, sequenced and analysed.

### Transient expression system in tobacco

To verify the interaction between miRNAs and their targets *in vivo*, we used *Agrobacterium tumefaciens* infiltration to co-express miRNAs and their targets in tobacco. Transient expression in tobacco was applied as described previously [63].

## Availability of supporting data

The sRNA sequence data and the degradome data supporting the results of this article have been submitted to Gene Expression Omnibus (GEO) under accession NO. GSE46765 and GSE18207 at website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bvcnfememqckehi&acc=GSE46765 and http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bvcnfememqckehi&acc=GSE18207.

Accession NO. GSE46765 will be released on Dec 30, 2014.

## Electronic supplementary material

Additional file 1: **Predicted secondary structures of known and novel miRNAs.** The mature miRNA sequences are highlighted in yellow. For novel miRNAs, the miRNA* sequences are highlighted in gray.

Additional file 2: **Normalized count of all miRNAs in orange leaf, flower and fruit.**

Additional file 3: **Targets of miRNAs identified using degradome sequencing.**

Additional file 4: **T-plots of the miRNA targets in different tissues.** Densities of the 5’ positions of degradome tags matching each target gene are shown as T-plots. The miRNA-mediated degradome tag is highlighted in red.

Additional file 5: **T-plots of diverse targets of miRNAs in different tissues.** Densities of the 5’ positions of degradome tags matching each target gene are shown as T-plots. The miRNA-mediated degradome tag is highlighted in red. (a) miR168a targets *AGO1* in all three tissues; additionally, miR168a targets CUC2 in leaf and a pantothenate kinase gene in fruit; (b) miR159 targets GAMYB in leaf and flower; but it targets DRT100 in fruit; (c) miRN10 targets different transcripts in flower and fruit.

Additional file 6: **Annotations of all target genes.**

Additional file 7: **Normalized count of secondary siRNAs and their targets identified using degradome sequencing.**

Additional file 8: **T-plots of the targets of secondary siRNAs in different tissues.** Densities of the 5’ positions of degradome tags matching each target gene are shown as T-plots. The miRNA mediated degradome tag is highlighted in red.

Additional file 9: **Comparative analysis of the presence of SSRs in zma-miR396 and the resulting expression pattern among different tissues in maize.** Sequences data were collected from miRBase, the expression data were come from the publication of Zhang et al.

Additional file 10: **Clusters of miRNAs.** Two miRNAs located within a single precursor are shown. The mature miRNA sequences are highlighted in yellow and the miRNA* sequences are highlighted in gray. The mismatched nucleotide is highlighted in red. Data in the tables show the digital expression levels (TPM) of miRNAs in different tissues. (a) Csi-miR166j.1 and Csi-miR166j.3. (b) Csi-miR477d.1-3p and Csi-miR477d.2-5p.

Additional file 11: **Confirmation of the expression levels of 80 selected miRNAs in different tissues by qRT-PCR.** A total of 65 known miRNAs and 15 novel miRNAs were selected according to their differential expression in leaf (L), flower (F) and fruit (Fr), which was derived from high-throughput sequencing. The expression levels of these miRNAs were confirmed using stem-loop qRT-PCR. U4 was used as a loading control gene in qRT-PCR. The data are represented as the mean plus SD of n = 3 biological replicates.

Additional file 12: **Flow chart to identify the phased siRNAs and their target transcripts.**

Additional file 13: **Primers used in miRNA stem-loop RT-PCR.**

## Abbreviations

AGO: Argonaute protein
miRNA: Micro RNA
nt: Nucleotide
pri-miRNA: Primary miRNA
per-miRNA: Precursor of miRNA
RISC: RNA-induced silencing complex
RDR6: RNA-dependent RNA polymerase
sRNA: Small RNA
SSR: Simple sequence repeat
tasiRNA: Trans-acting siRNA.

# Supplementary material for: Genome-wide comparison of microRNAs and their targeted transcripts among leaf, flower and fruit of sweet orange
**Source:** BMC Genomics. 2014 Aug 20;15(1):695. doi: 10.1186/1471-2164-15-695

**Additional file 1: Predicted secondary structures of known and novel miRNAs.**

The mature miRNA sequences are highlighted in yellow. For novel miRNAs, the miRNA\* sequences are highlighted in gray.

# Secondary structure for miR1092.2

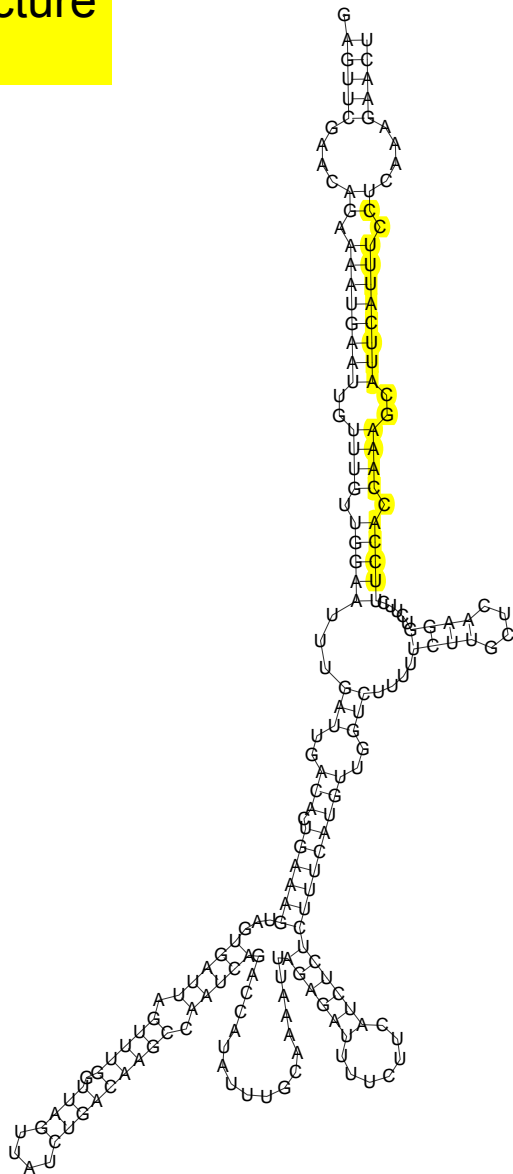

# Secondary structure for miR1432a

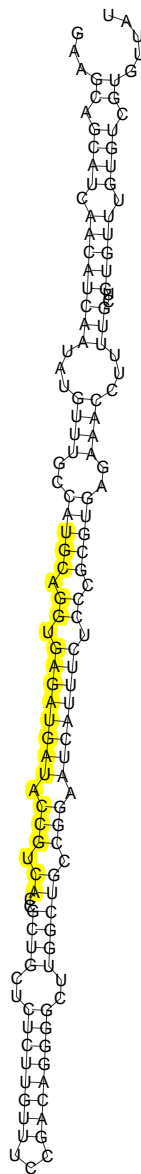

## Secondary structure for miR1446

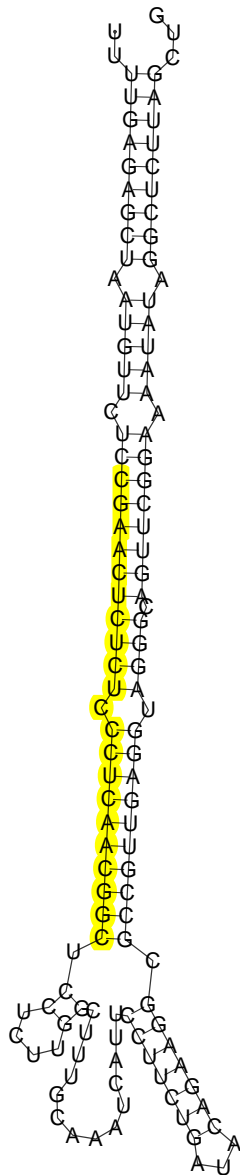

## Secondary structure for miR1507a.2

# Secondary structure for miR1515

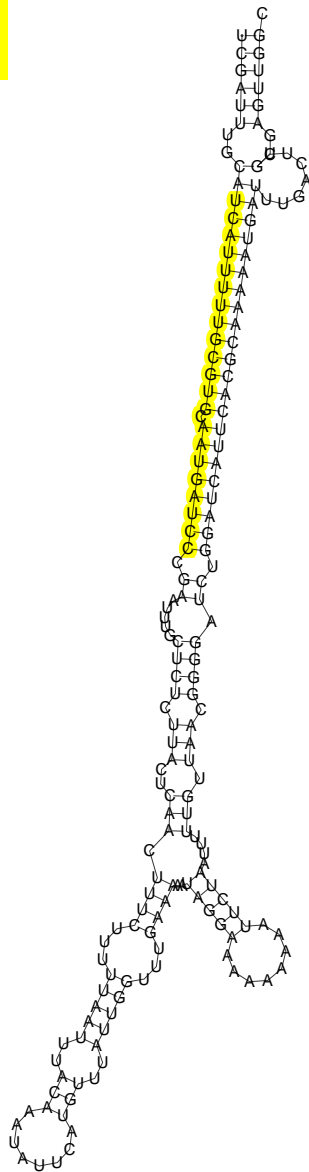

## Secondary structure for miR156a.1

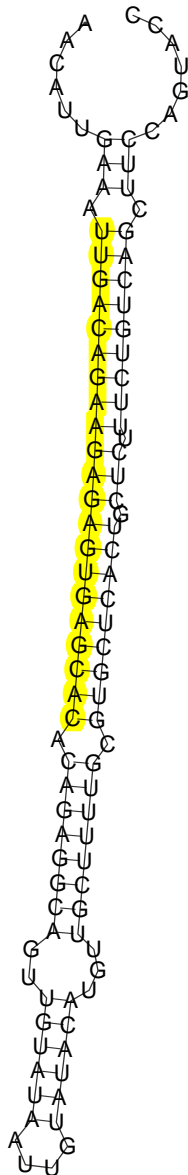

## Secondary structure for miR156a.2

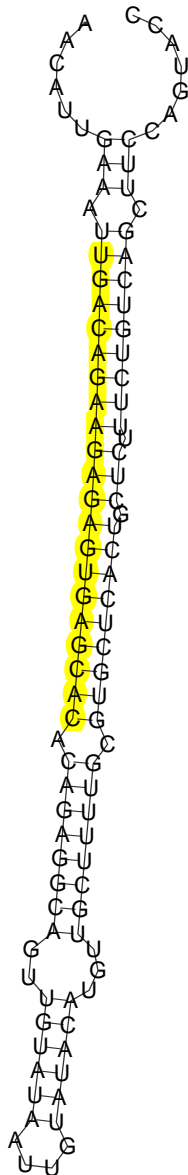

## Secondary structure for miR156b.1

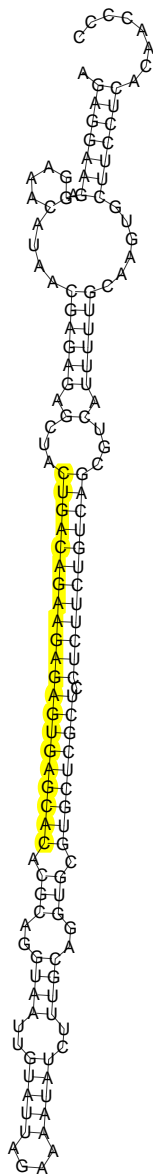

## Secondary structure for miR156c.1

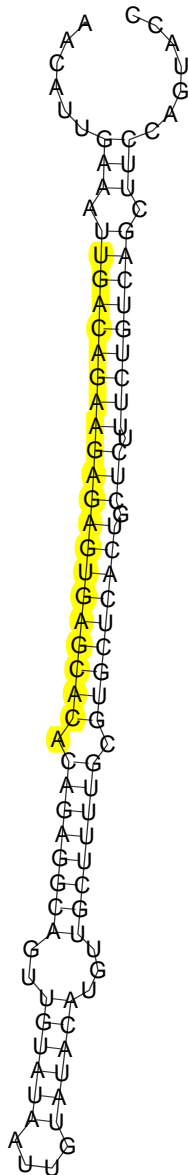

## Secondary structure for miR156d

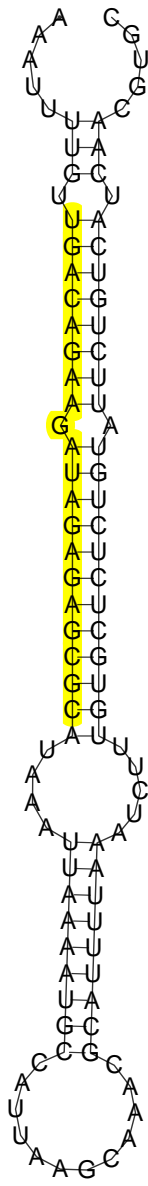

## Secondary structure for miR156e

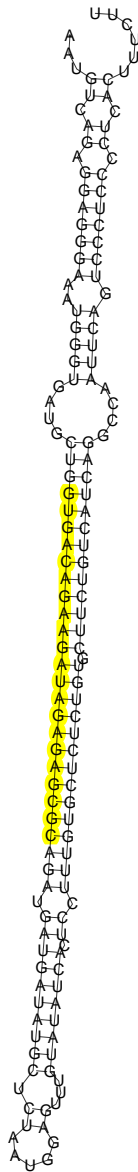

## Secondary structure for miR156f.2

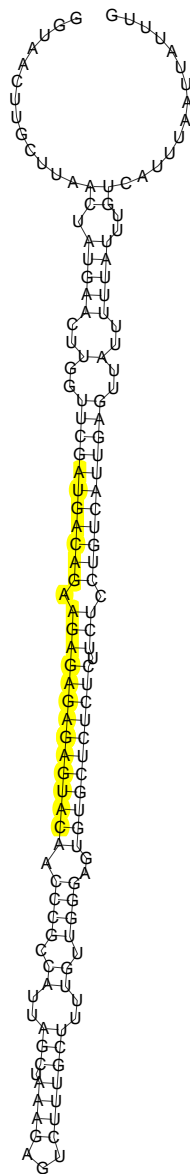

## Secondary structure for miR156g.1

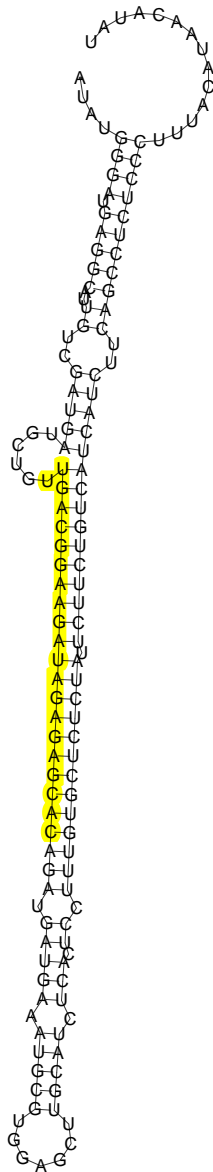

## Secondary structure for miR156g.2

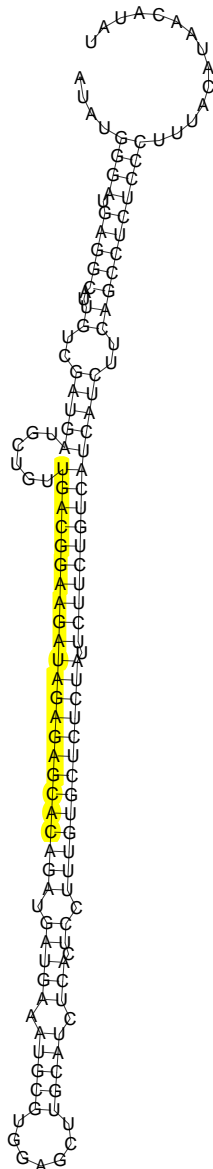

## Secondary structure for miR156h

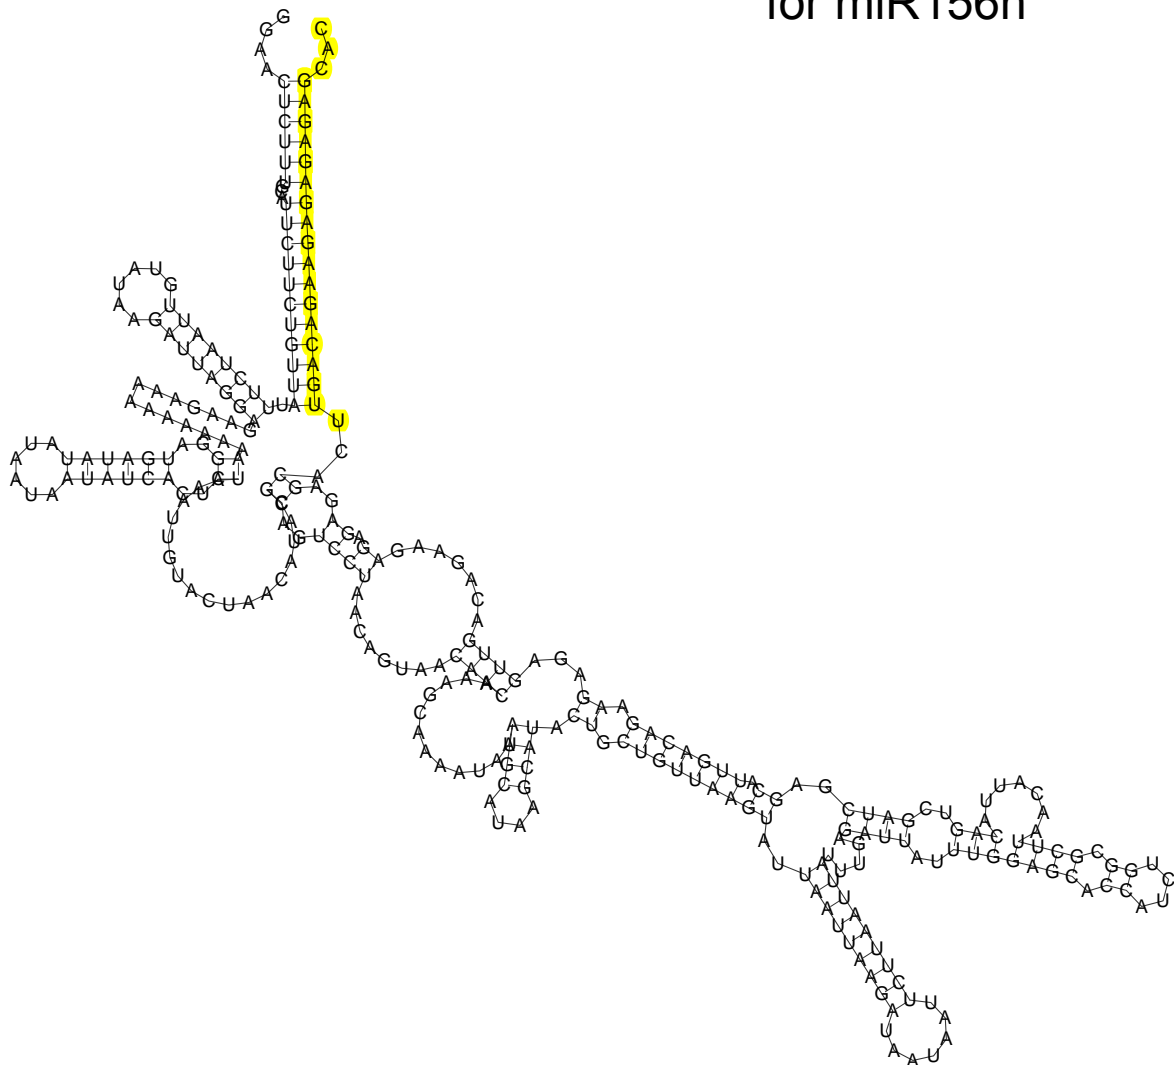

# Secondary structure for miR159

## Secondary structure for miR159b

## Secondary structure for miR160a-3p

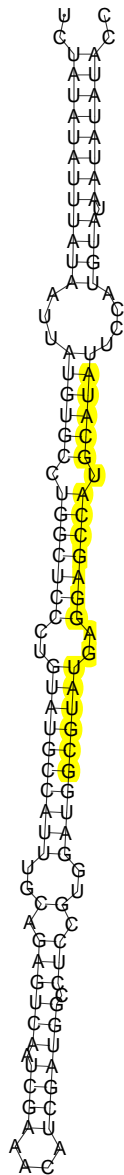

## Secondary structure for miR160a-5p

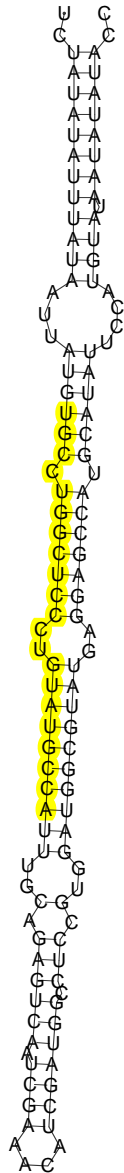

## Secondary structure for miR160b-3p

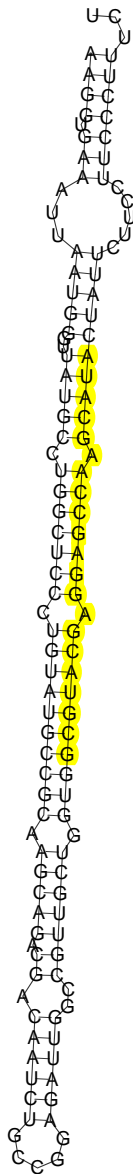

## Secondary structure for miR160b-5p

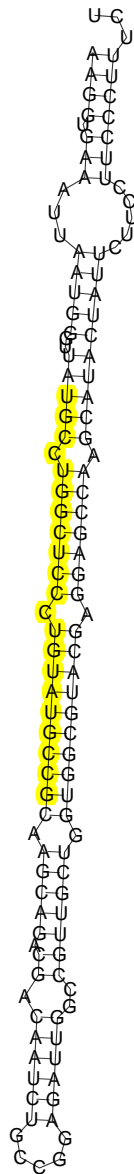

## Secondary structure for miR160c.1

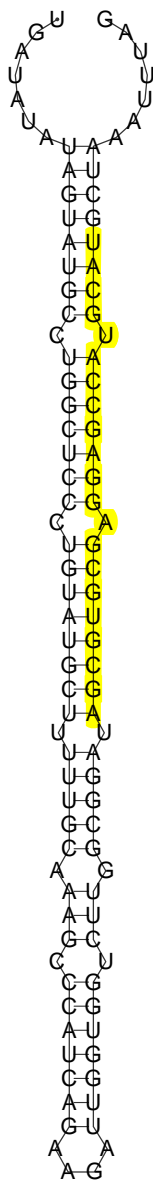

## Secondary structure for miR160c.2

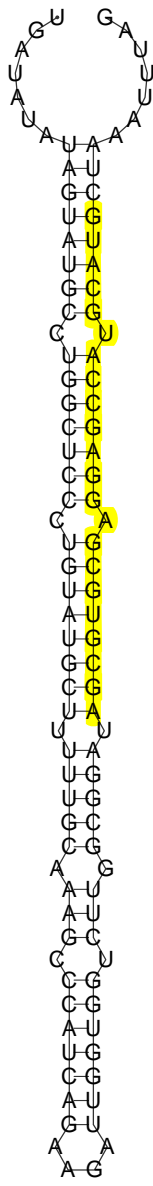

## Secondary structure for miR162-3p.1

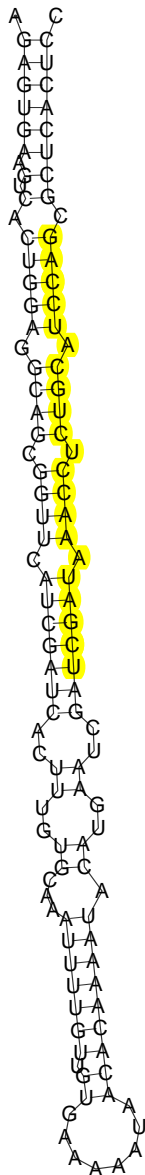

## Secondary structure for miR162-3p.2

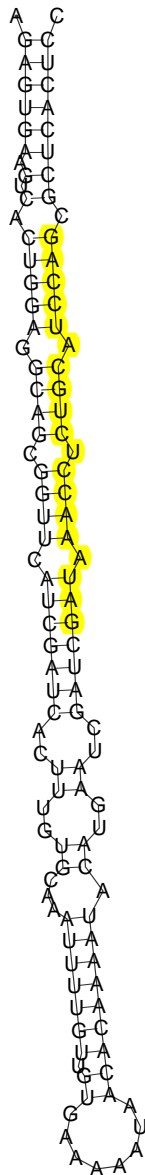

## Secondary structure I for miR164

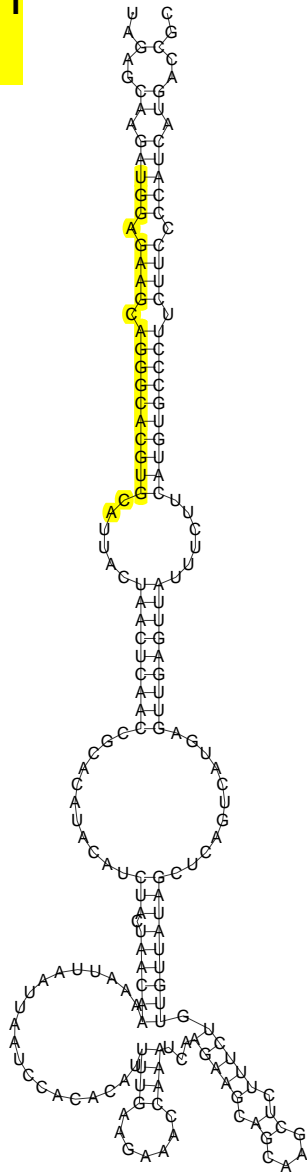

## Secondary structure II for miR164

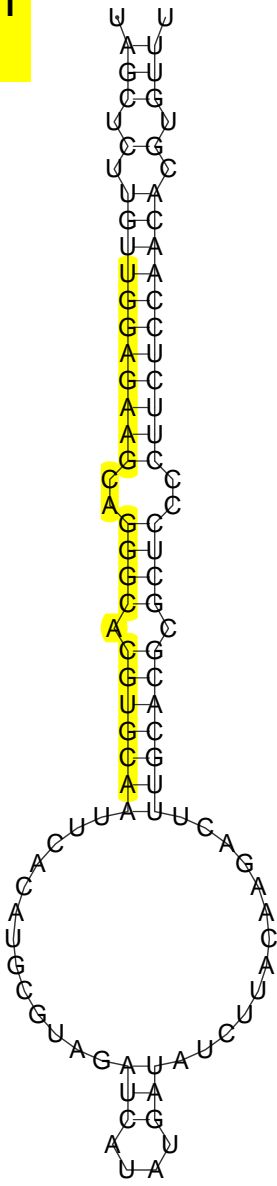

# Secondary structure I for miR166a.1

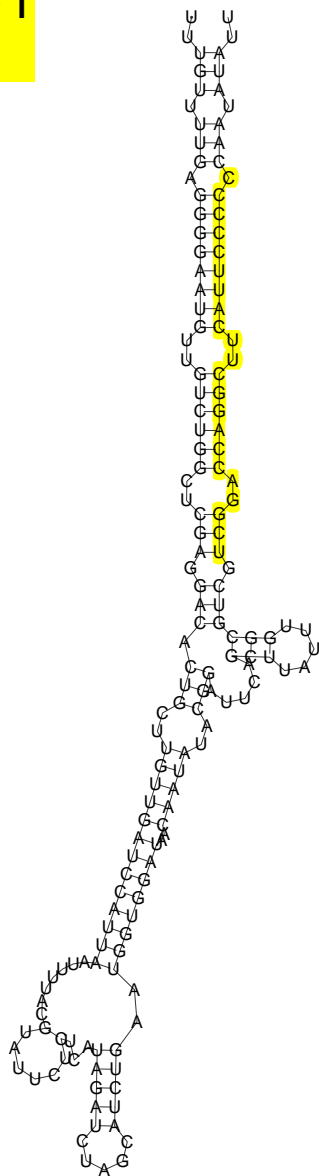

## Secondary structure II for miR166a.1

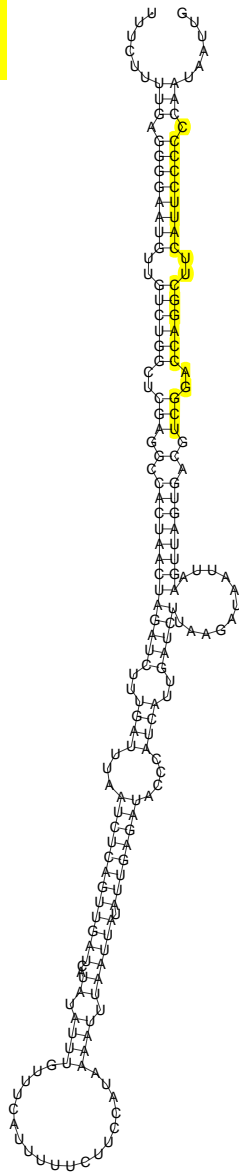

### Secondary structure III for miR166a.1

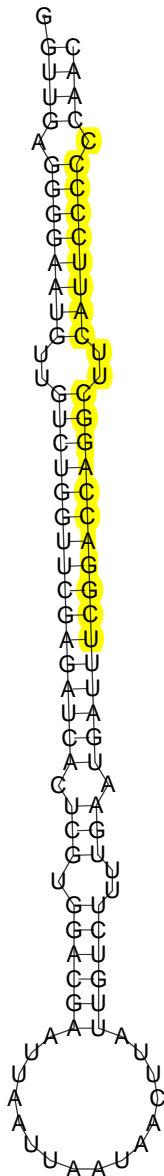

## Secondary structure I for miR166a.2

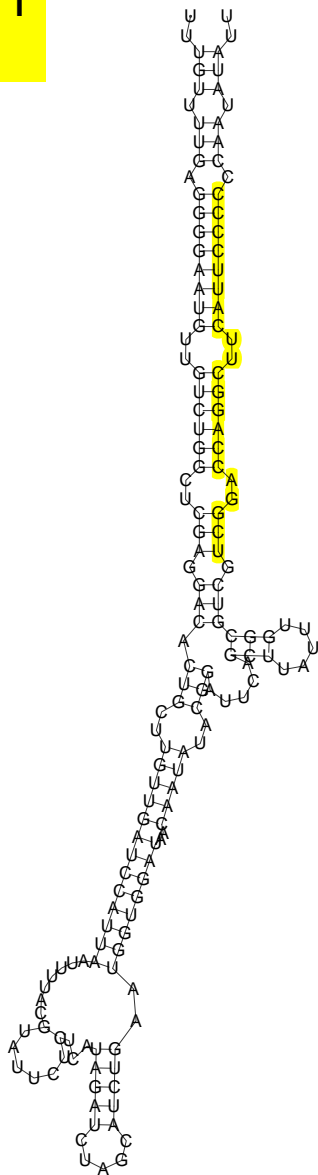

## Secondary structure II for miR166a.2

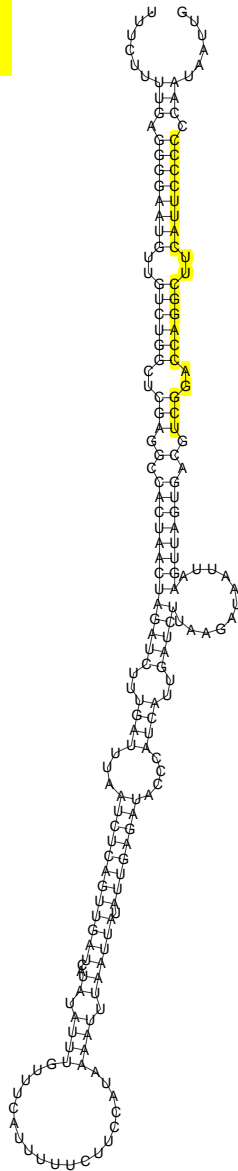

## Secondary structure III for miR166a.2

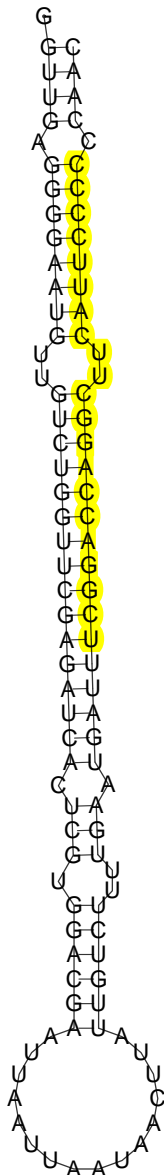

## Secondary structure for miR166b

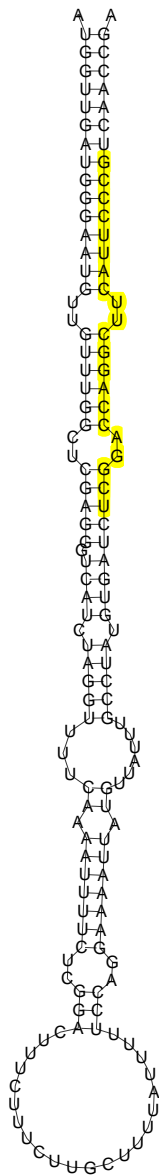

## Secondary structure I for miR166c.1

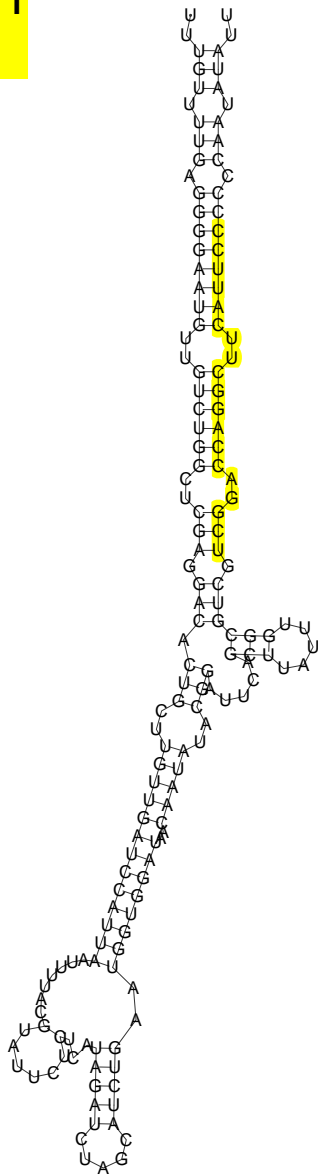

## Secondary structure II for miR166c.1

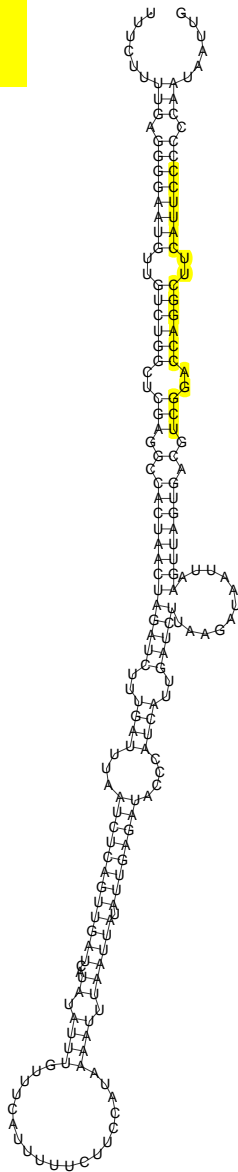

## Secondary structure III for miR166c.1

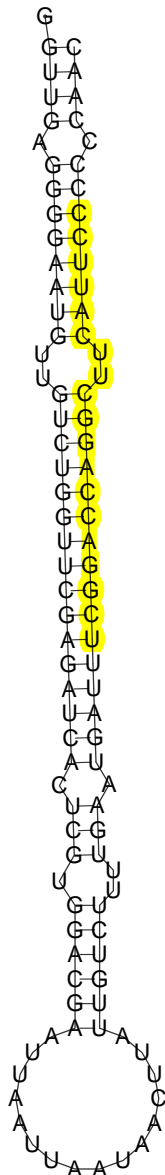

## Secondary structure I for miR166c.2

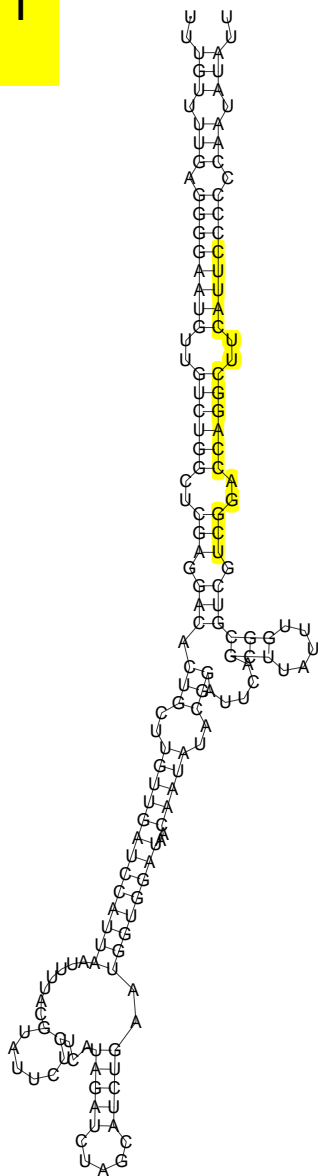

## Secondary structure II for miR166c.2

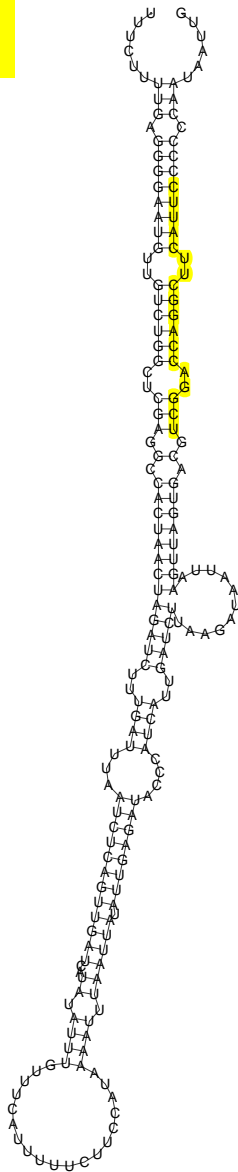

## Secondary structure III for miR166c.2

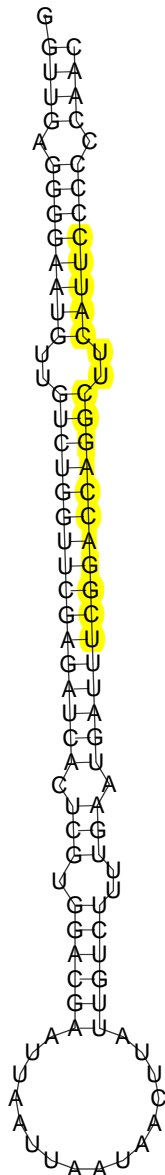

## Secondary structure I for miR166c.3

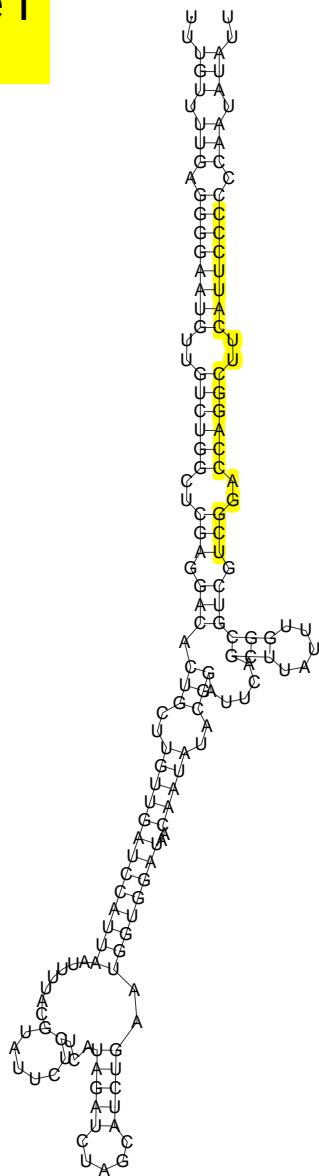

## Secondary structure II for miR166c.3

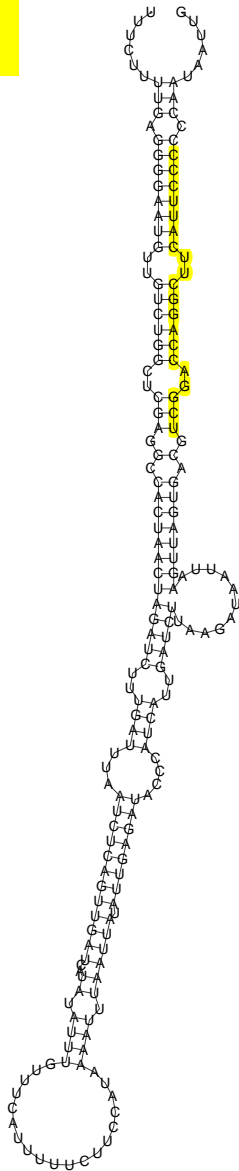

## Secondary structure III for miR166c.3

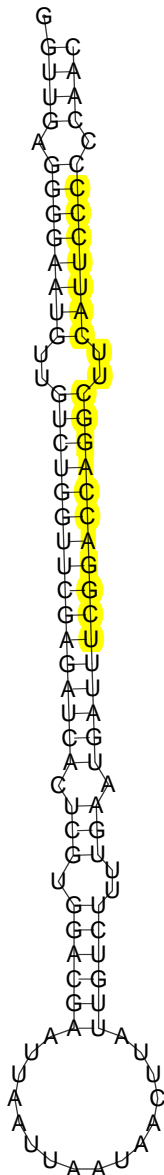

## Secondary structure IV for miR166c.3

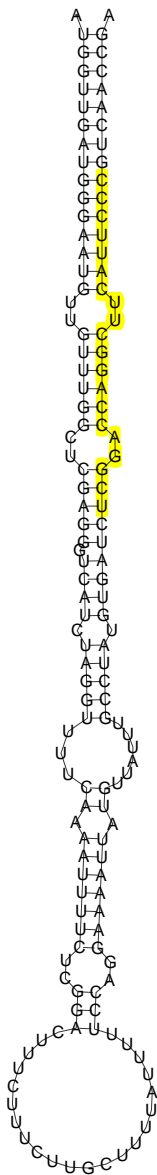

## Secondary structure for miR166c.4

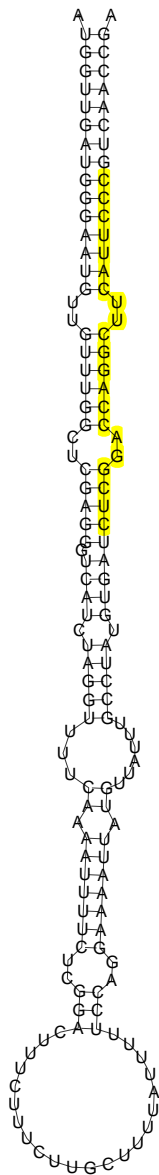

## Secondary structure for miR166c.5

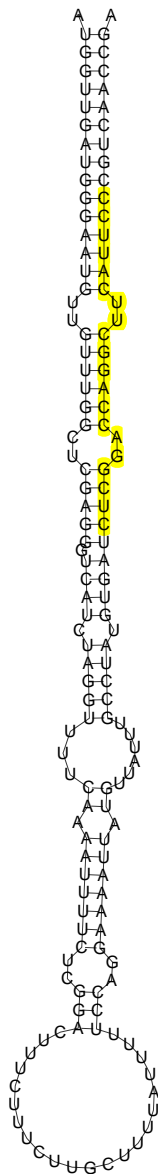

## Secondary structure for miR166d.1

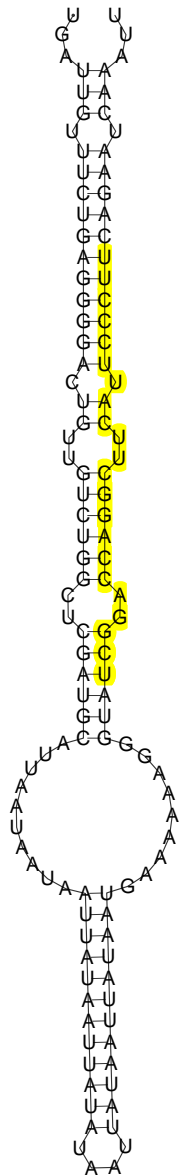

## Secondary structure for miR166d.2

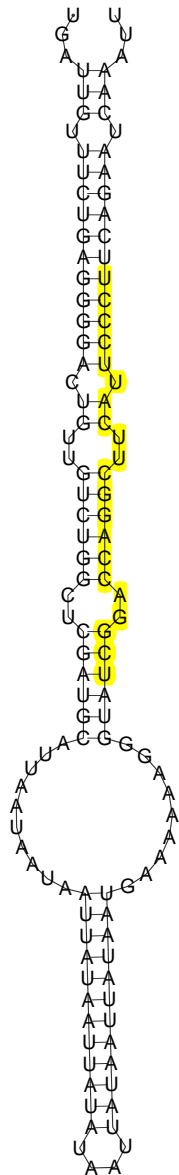

## Secondary structure for miR166g.1

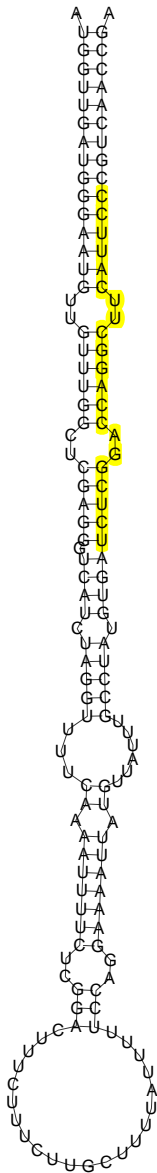

## Secondary structure for miR166i

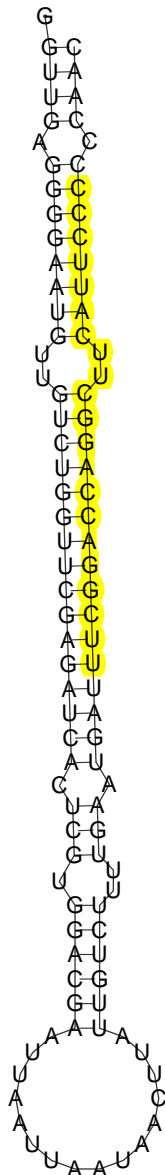

# Secondary structure for miR166j.1

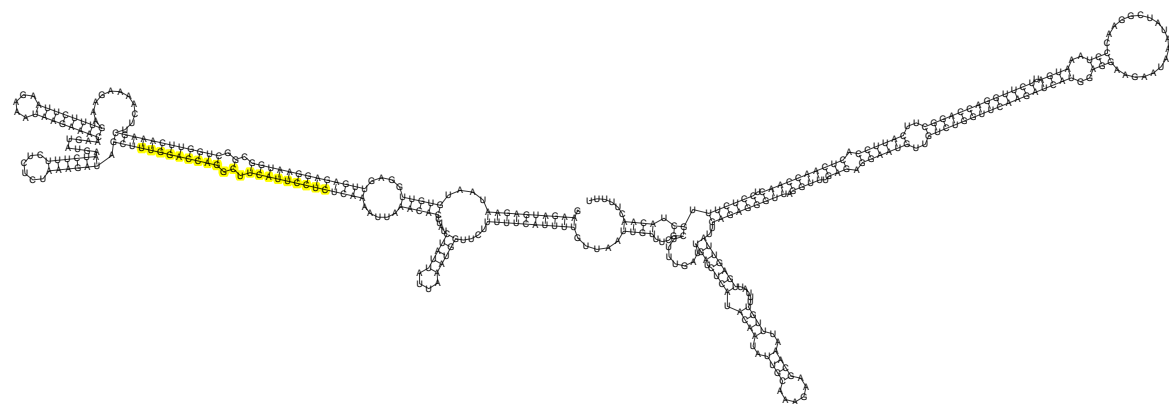

# Secondary structure for miR166j.2

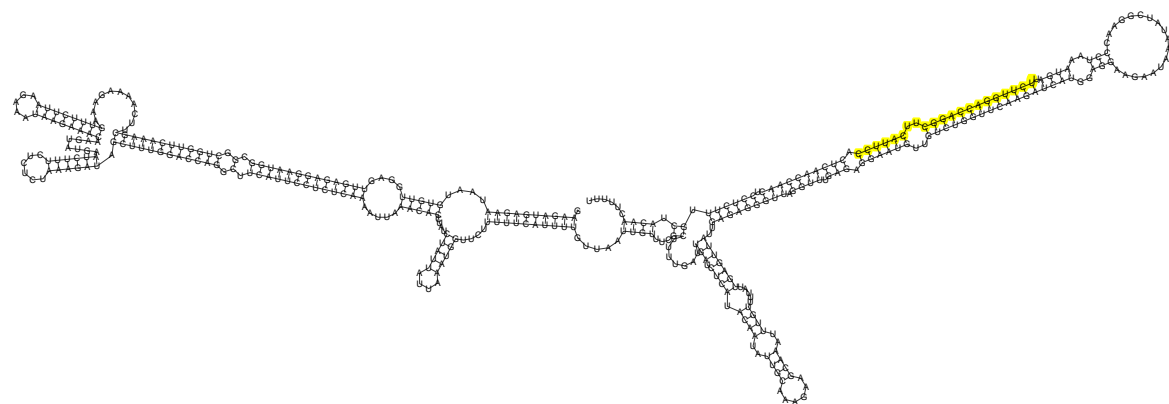

# Secondary structure for miR166j.3

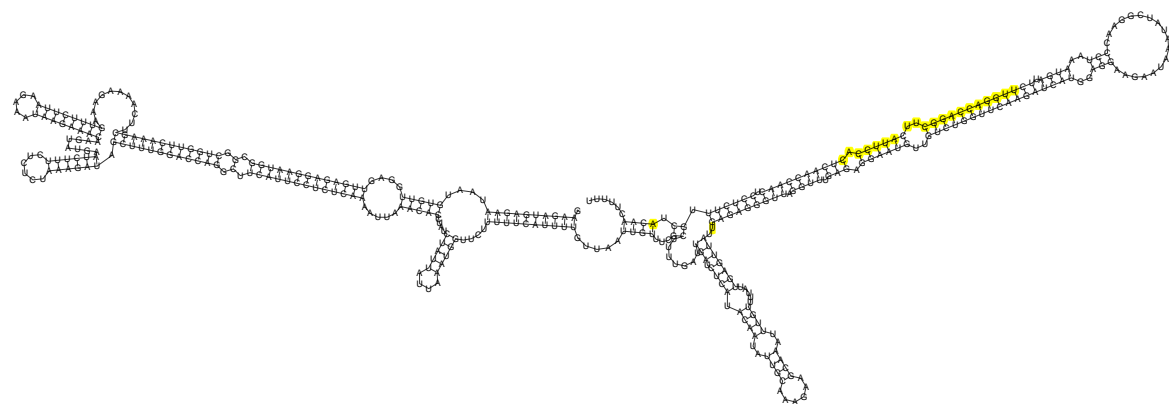

## Secondary structure I for miR167a.1

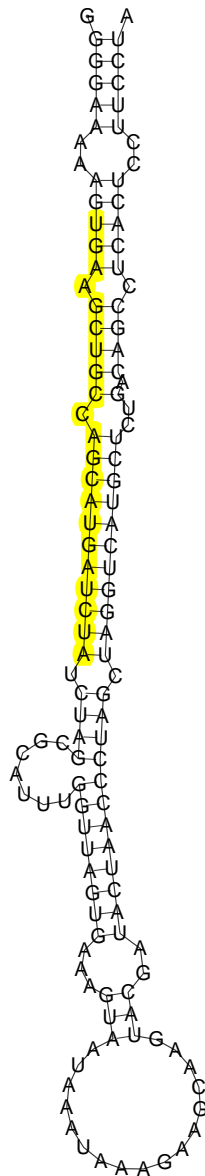

## Secondary structure II for miR167a.1

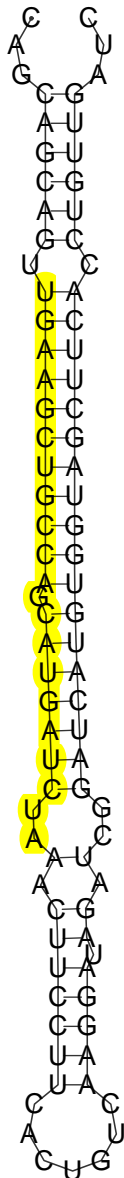

## Secondary structure for miR167b.1

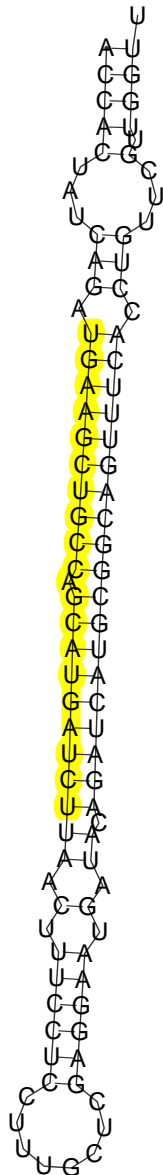

## Secondary structure for miR167b.2

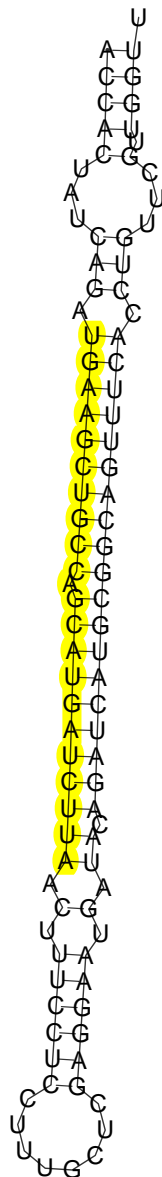

## Secondary structure for miR167b.3

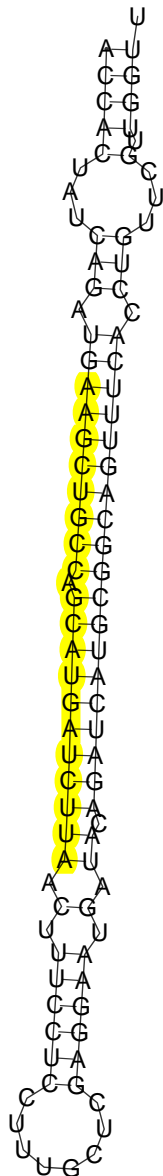

## Secondary structure for miR167b.4

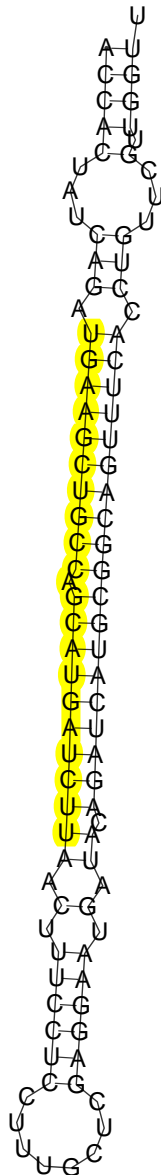

## Secondary structure for miR167d.1

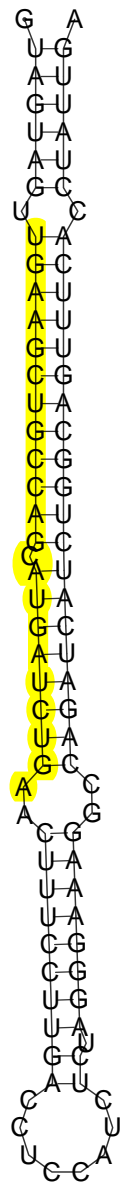

# Secondary structure for miR167d.2

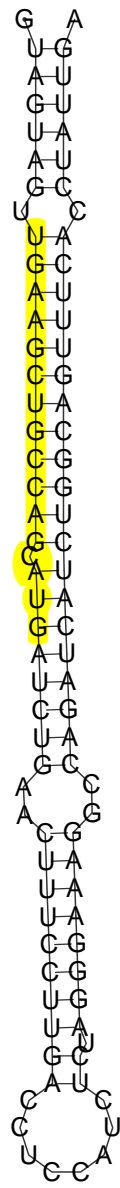

## Secondary structure for miR168a

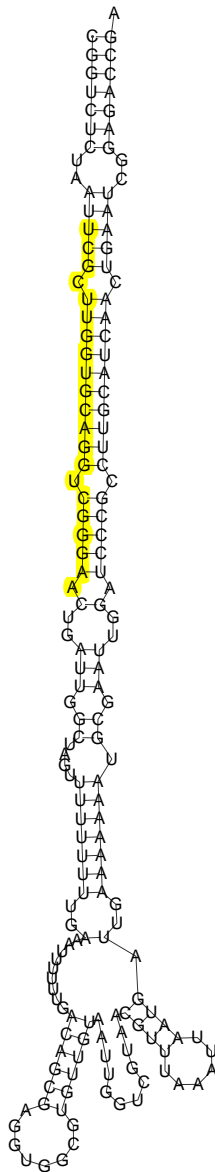

# Secondary structure I for miR169b.1

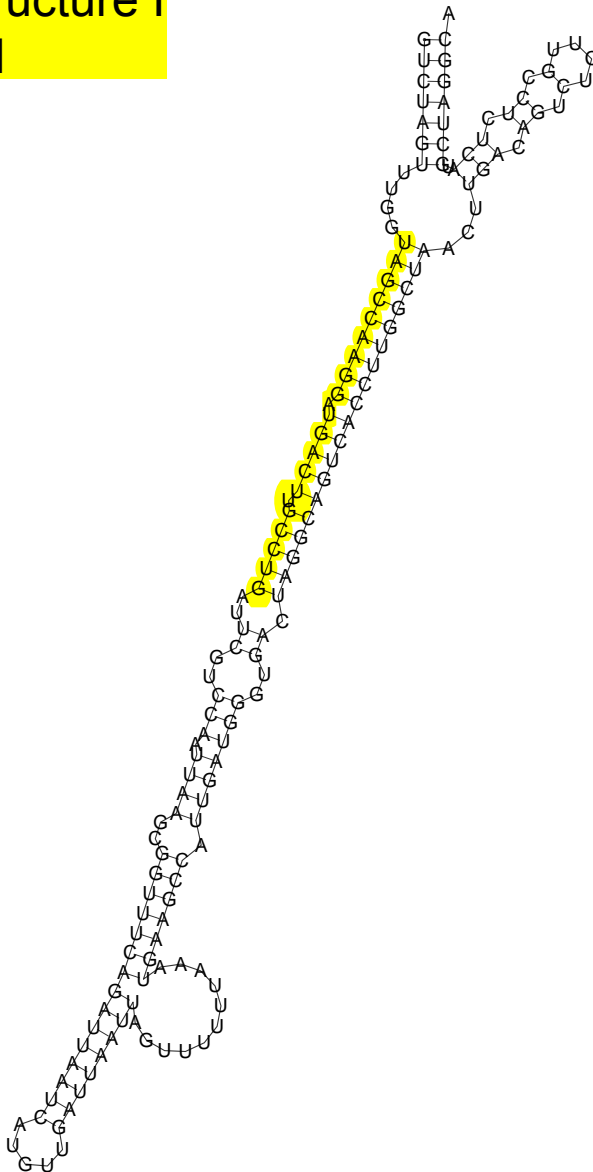

## Secondary structure II for miR169b.1

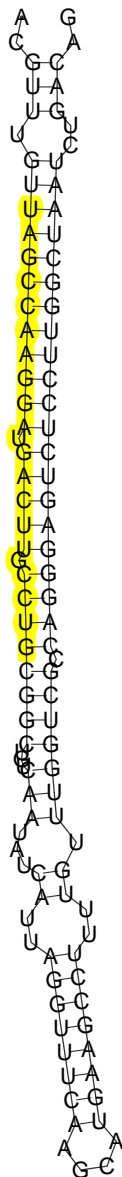

## Secondary structure III for miR169b.1

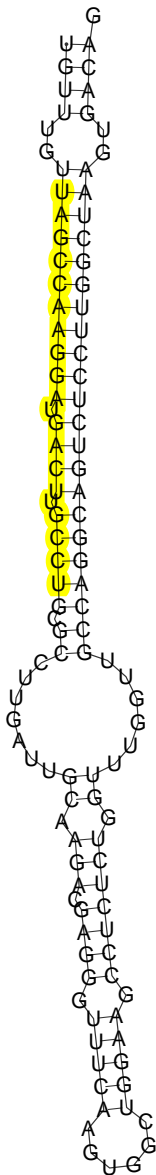

## Secondary structure I for miR169b.1-3p

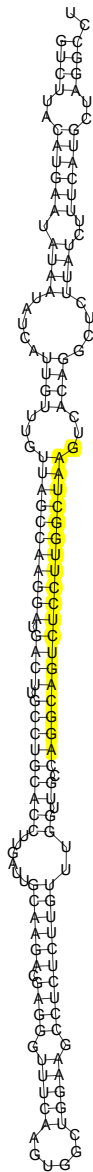

## Secondary structure II for miR169b.1-3p

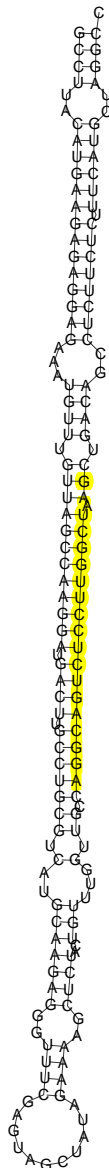

### Secondary structure III for miR169b.1-3p

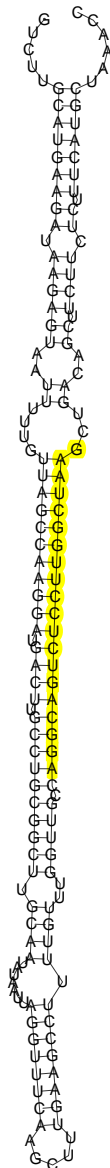

# Secondary structure I for miR169i.1

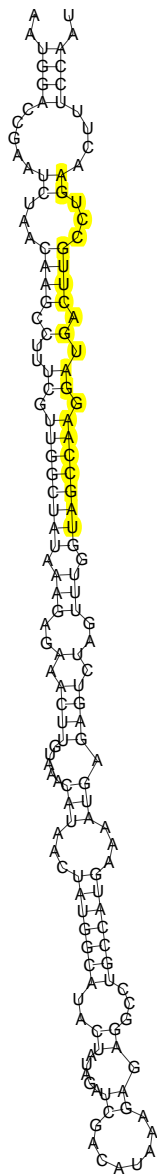

# Secondary structure II for miR169i.1

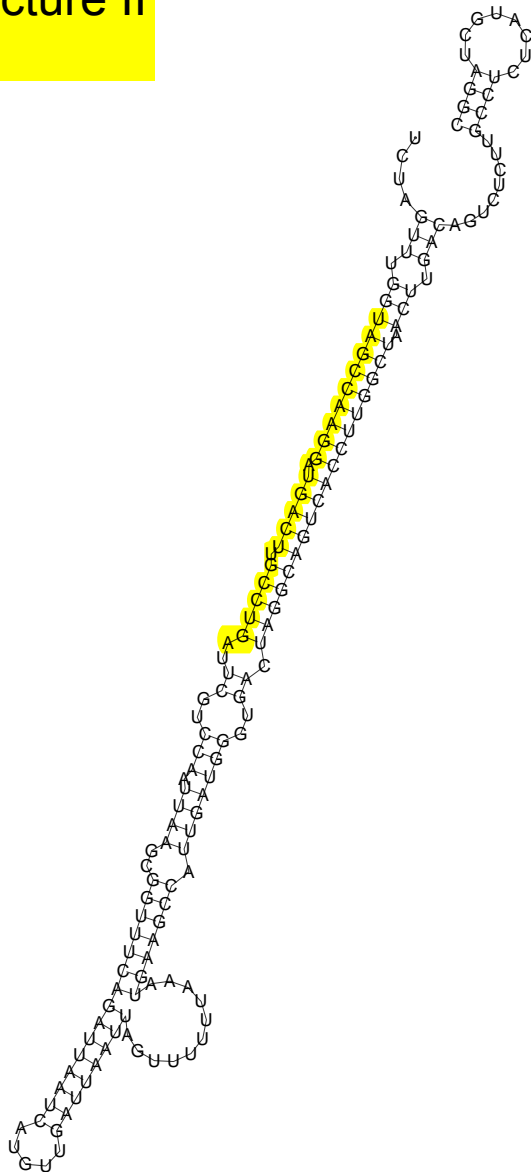

# Secondary structure I for miR169m.1

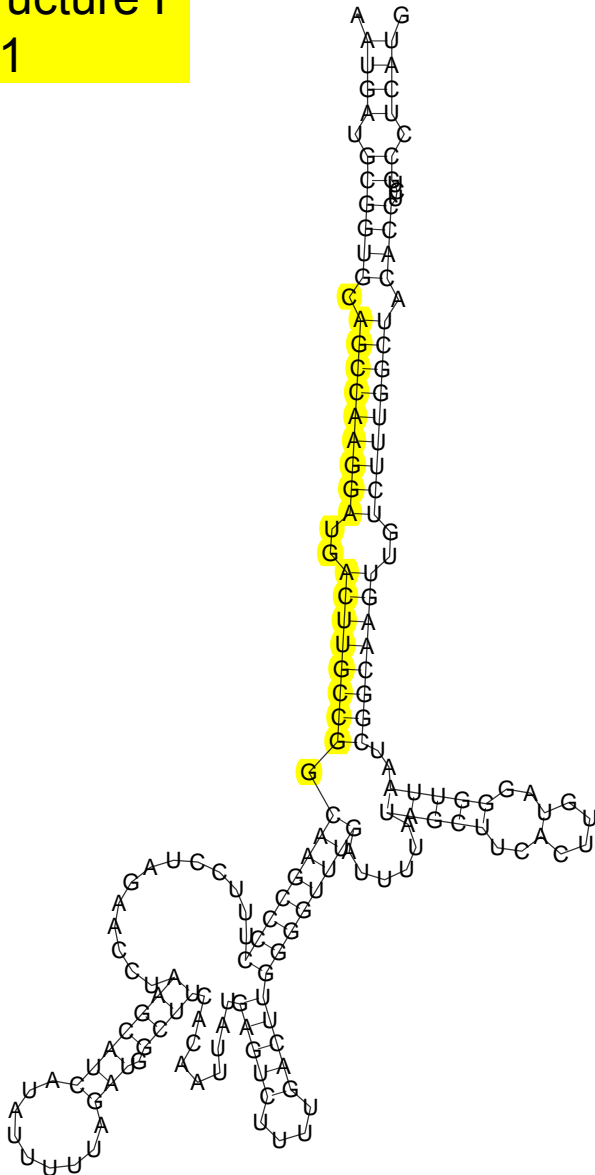

## Secondary structure II for miR169m.1

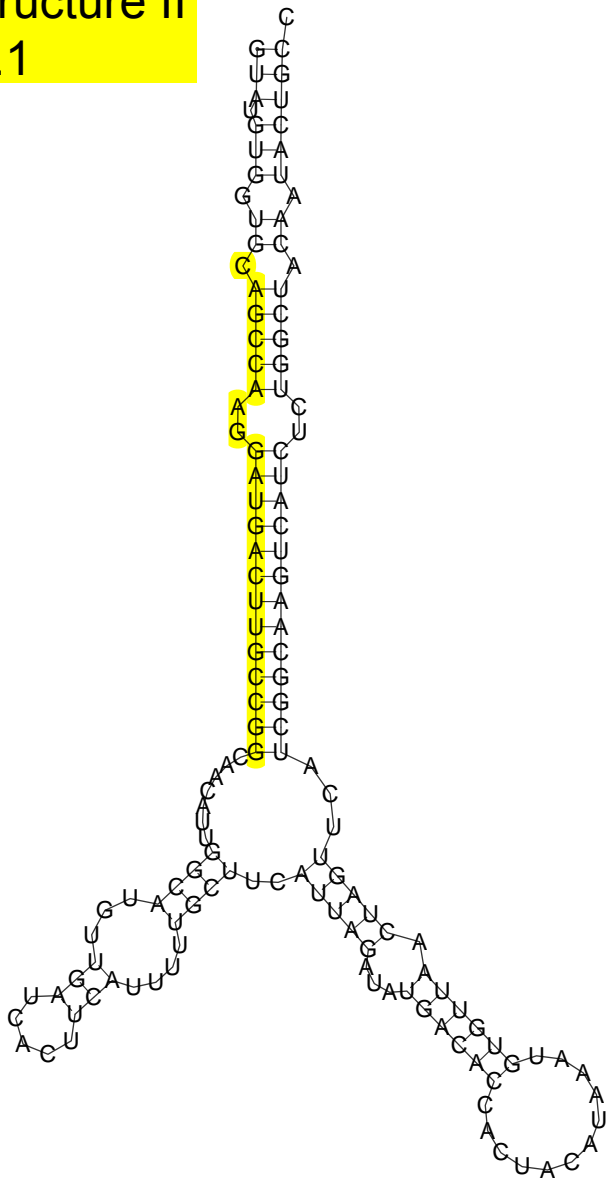

## Secondary structure I for miR169m.2

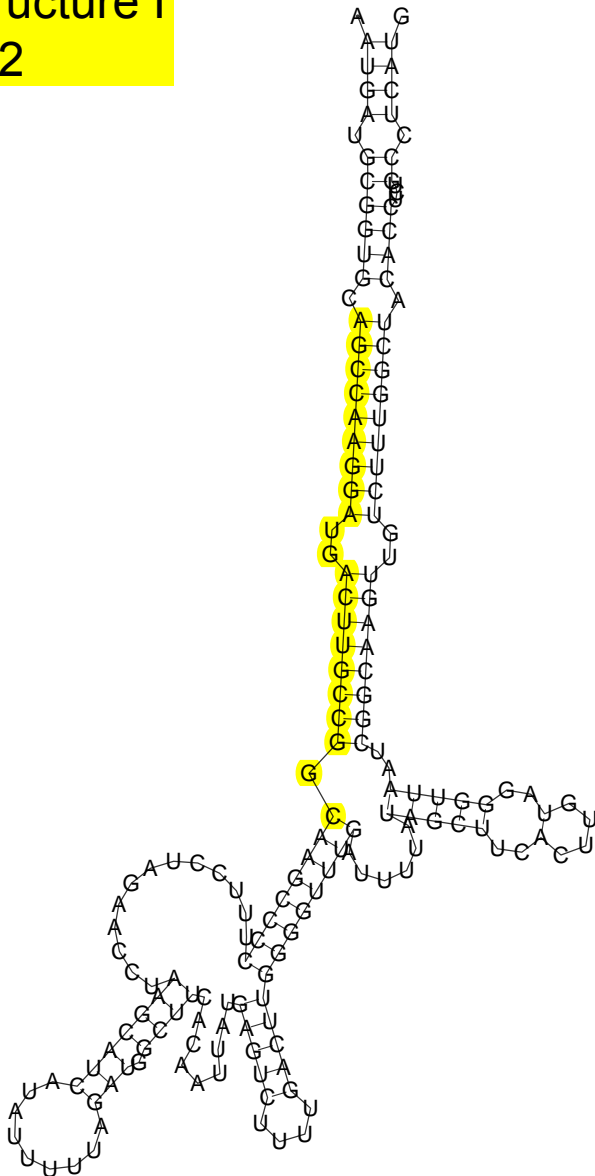

## Secondary structure II for miR169m.2

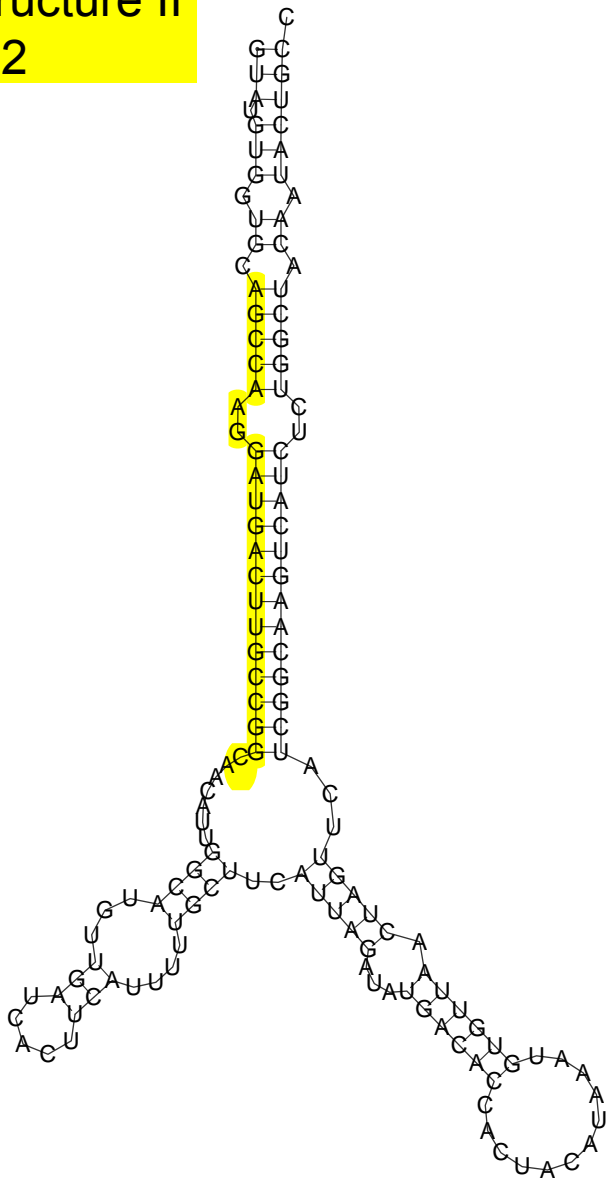

## Secondary structure I for miR169m.3

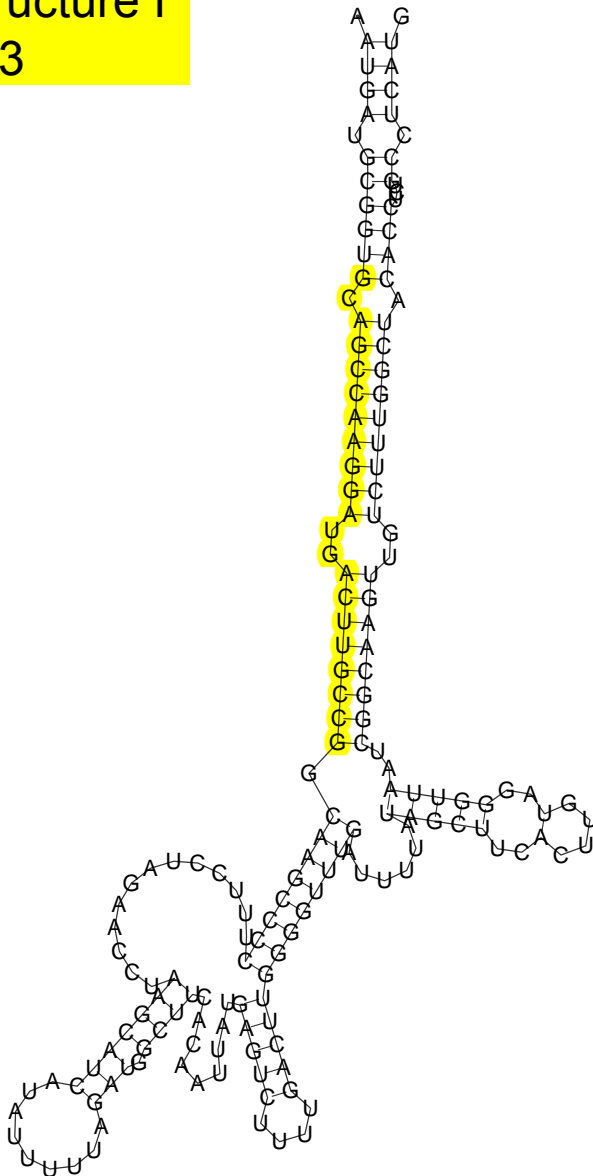

## Secondary structure for miR171a.1

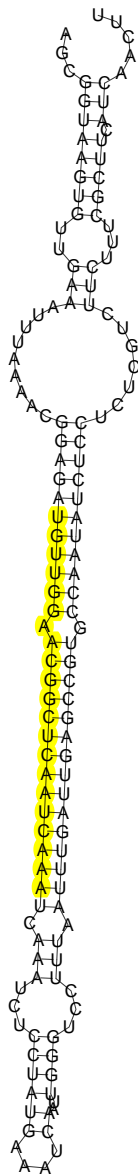

# Secondary structure for miR171b

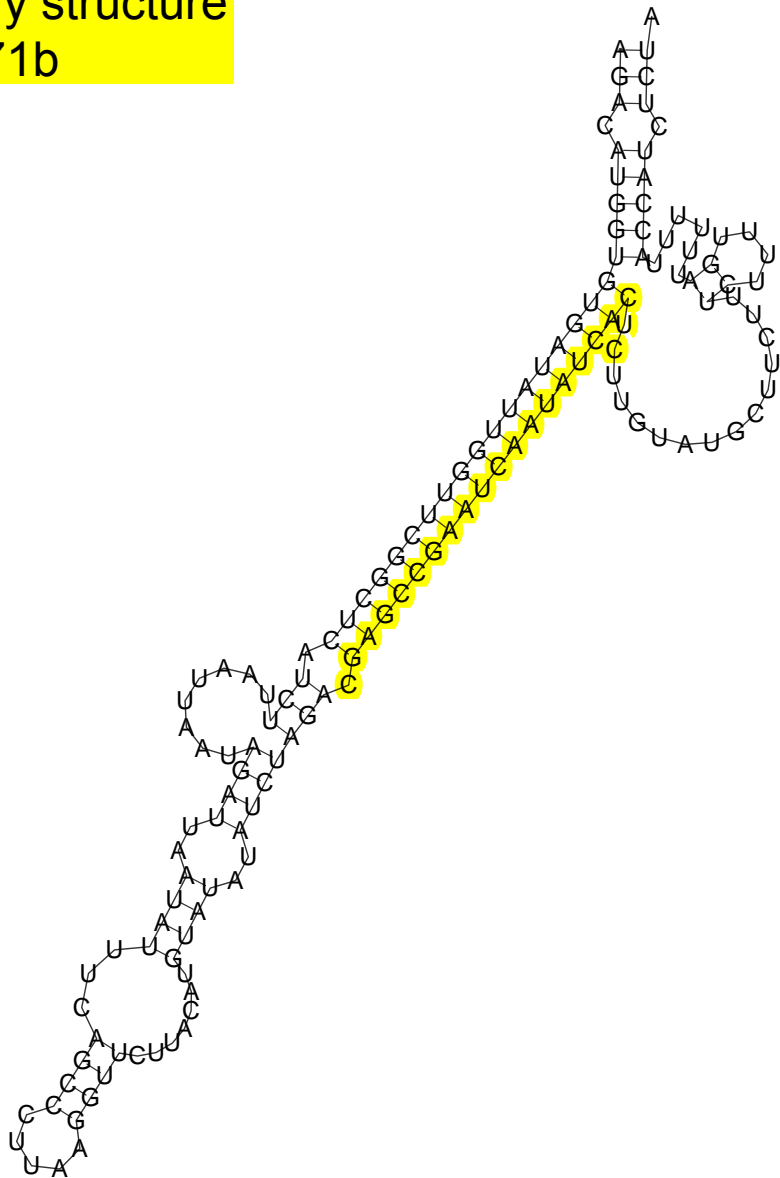

## Secondary structure for miR171d

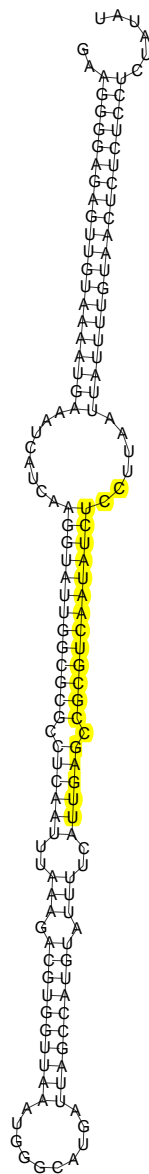

## Secondary structure I for miR171g.1

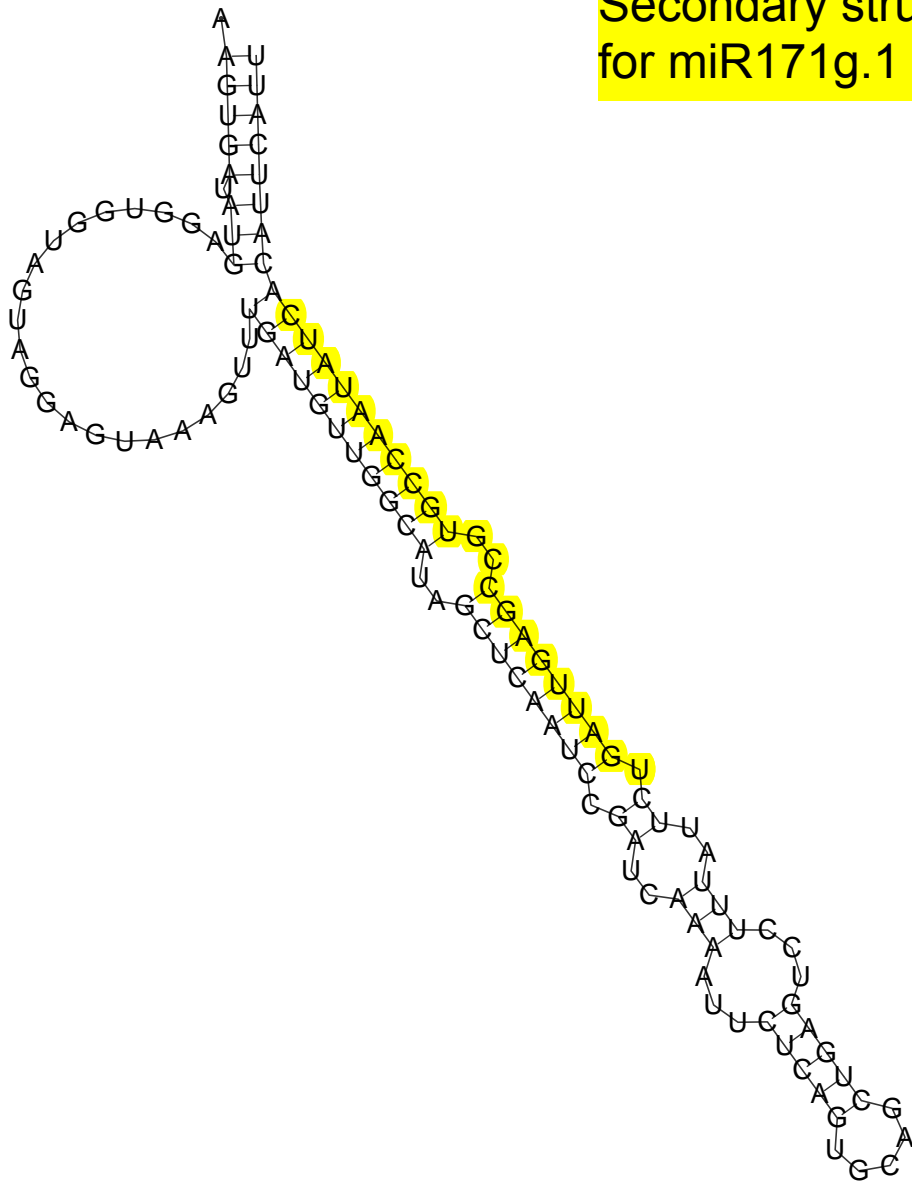

# Secondary structure II for miR171g.1

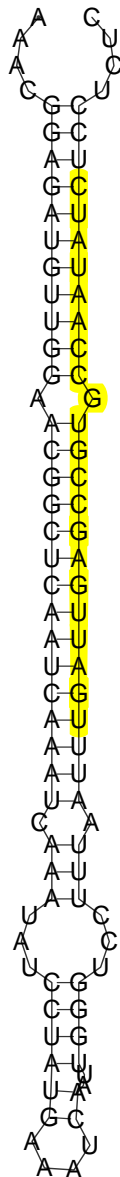

## Secondary structure IV for miR171g.1

## Secondary structure I for miR172a-3p.1

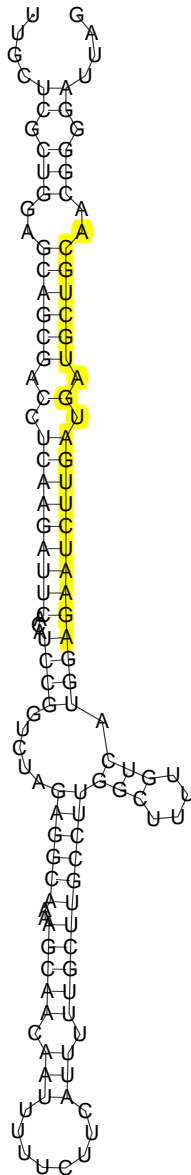

## Secondary structure II for miR172a-3p.1

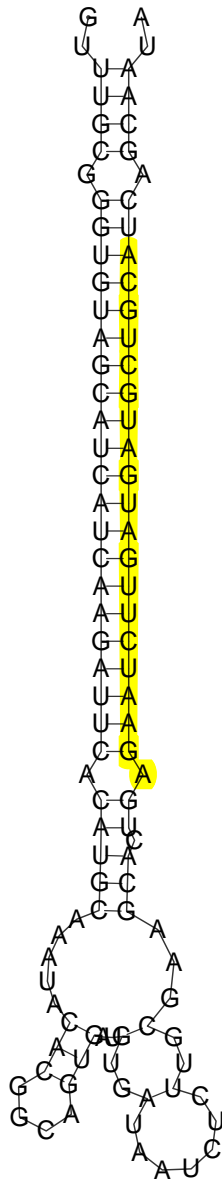

## Secondary structure for miR172a-3p.2

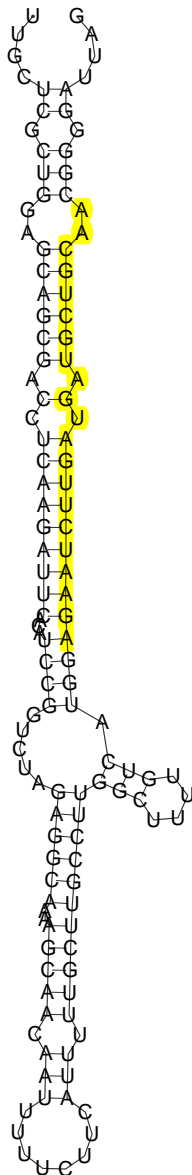

## Secondary structure for miR172a-3p.3

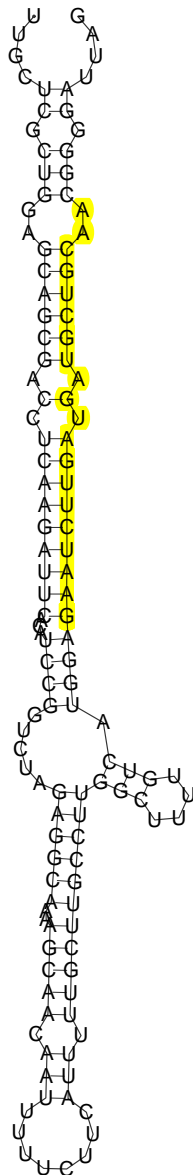

# Secondary structure for miR172c.1

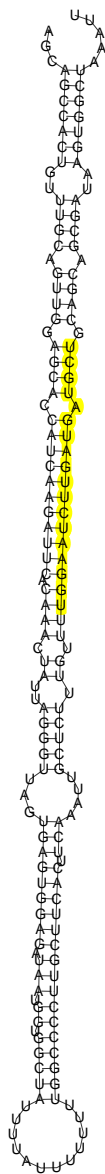

## Secondary structure for miR172c.2

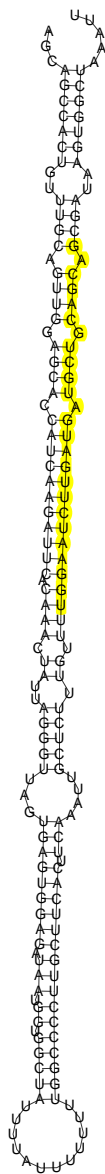

## Secondary structure I for miR172d

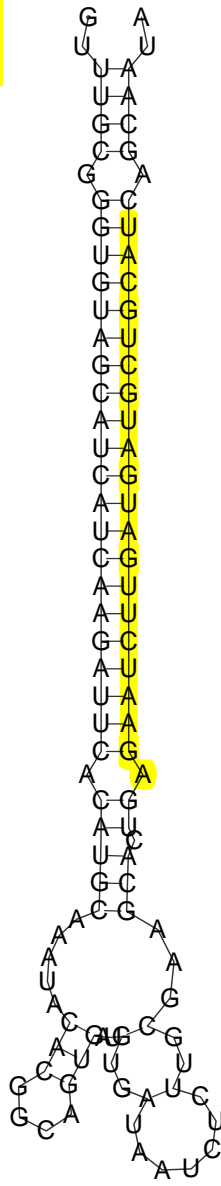

## Secondary structure II for miR172d

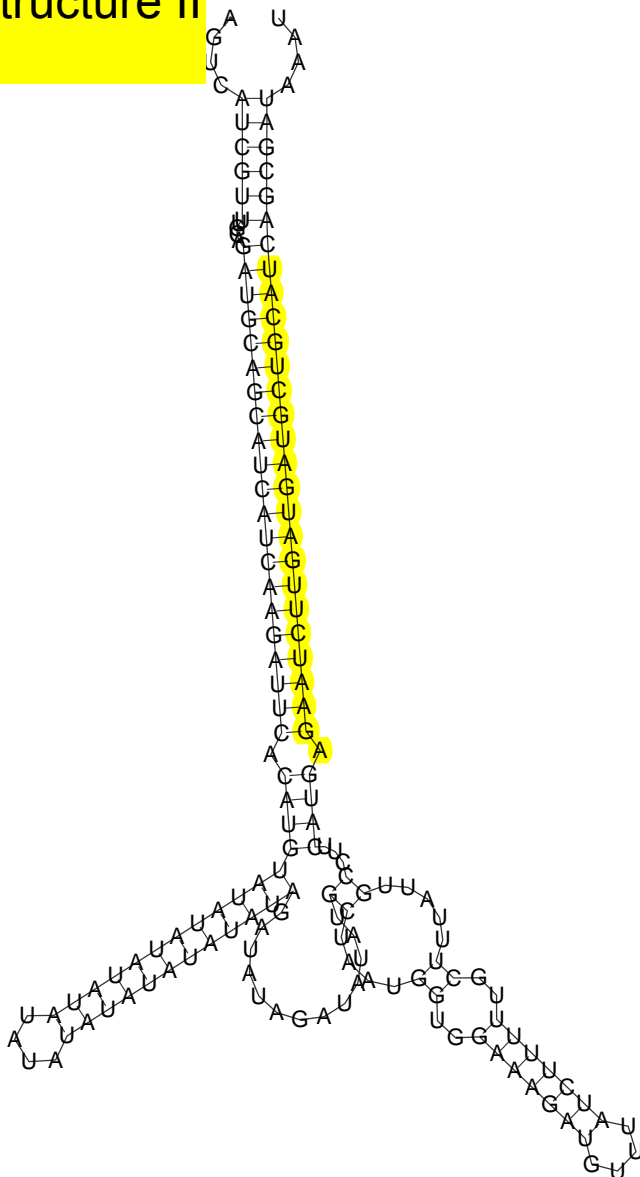

## Secondary structure for miR172d-3p

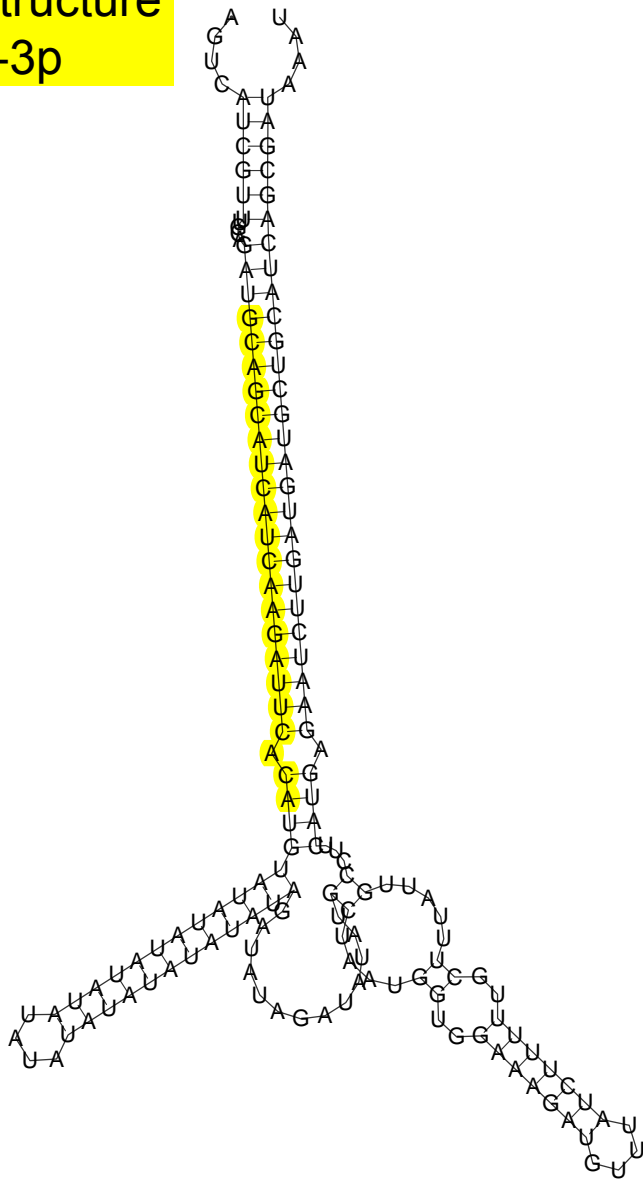

## Secondary structure for miR172e.2

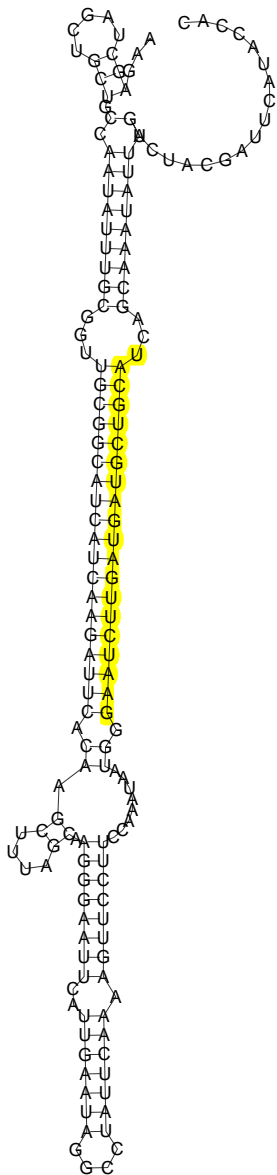

## Secondary structure for miR172k

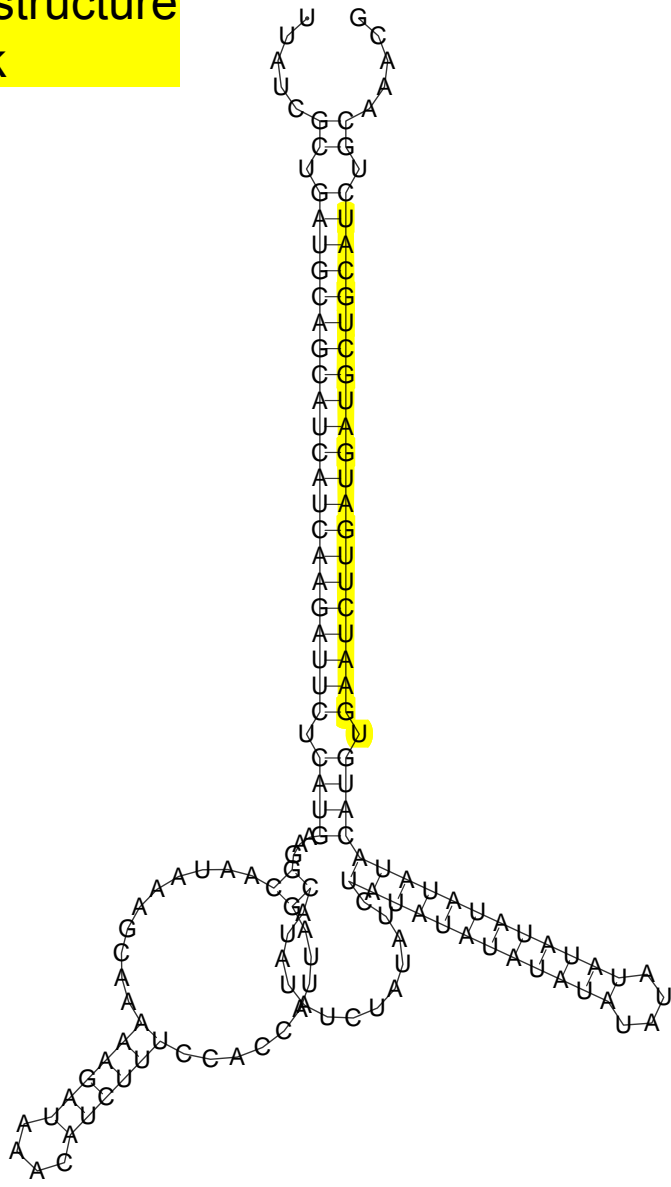

## Secondary structure for miR2111

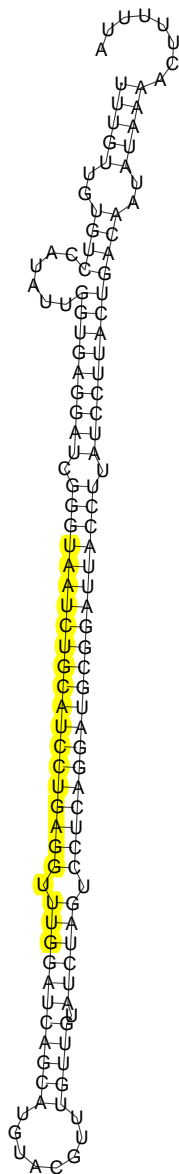

## Secondary structure for miR2118.1

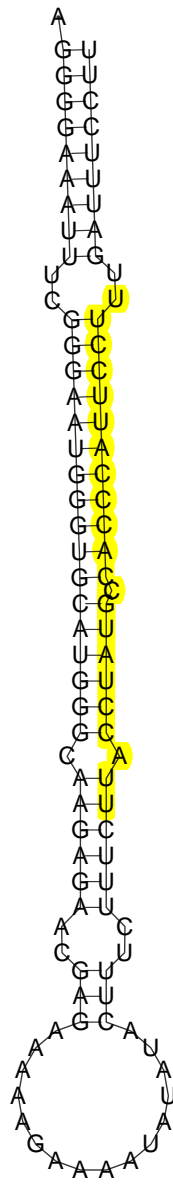

## Secondary structure for miR2118.2

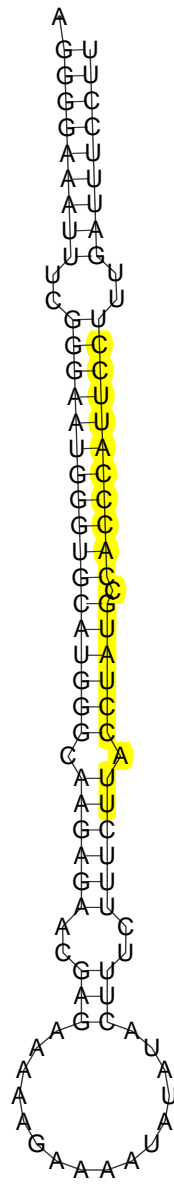

## Secondary structure for miR2275a

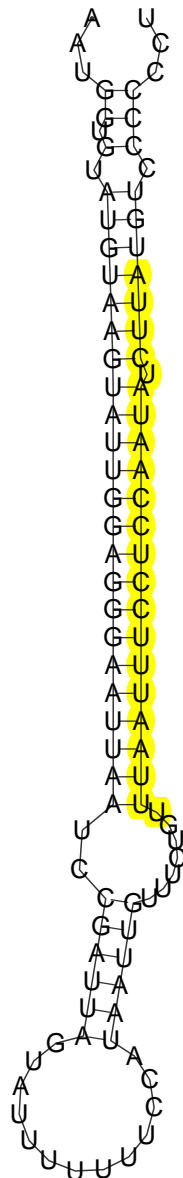

## Secondary structure for miR2275b

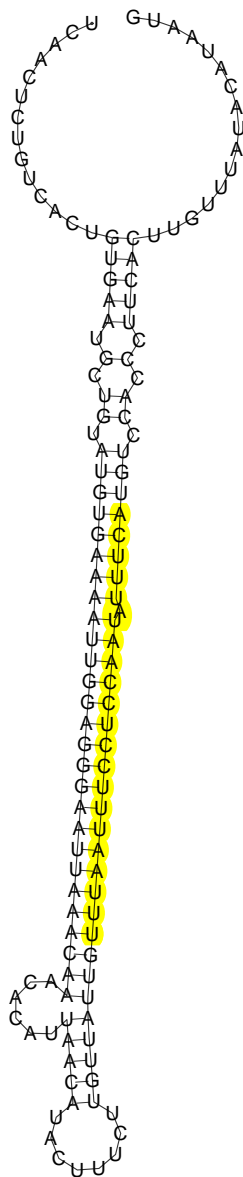

## Secondary structure for miR2275c.1

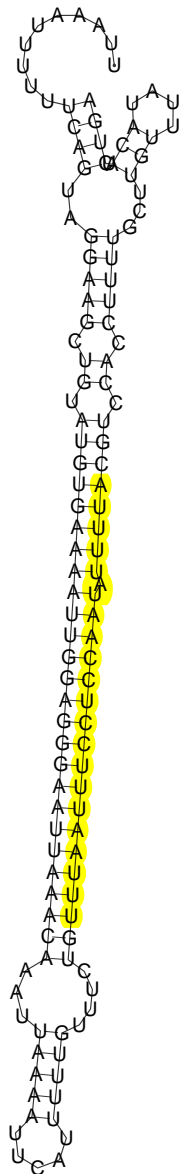

# Secondary structure I for miR2275d

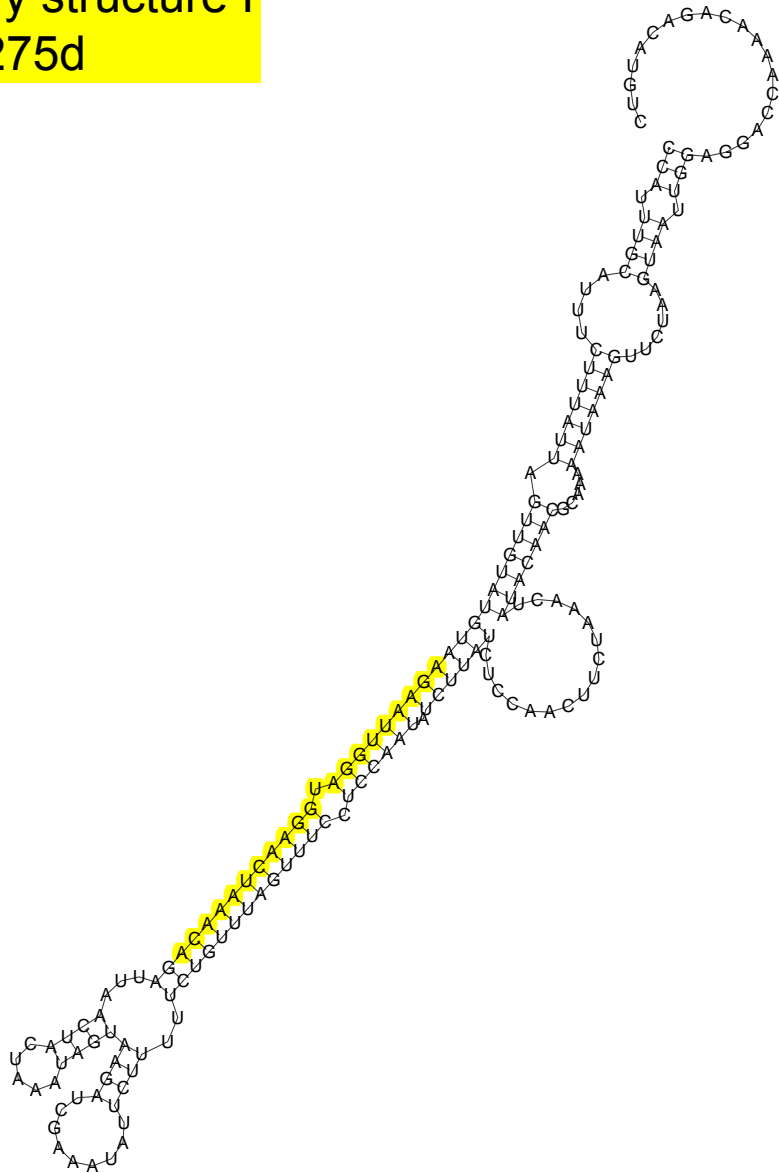

# Secondary structure I for miR2275d-3p

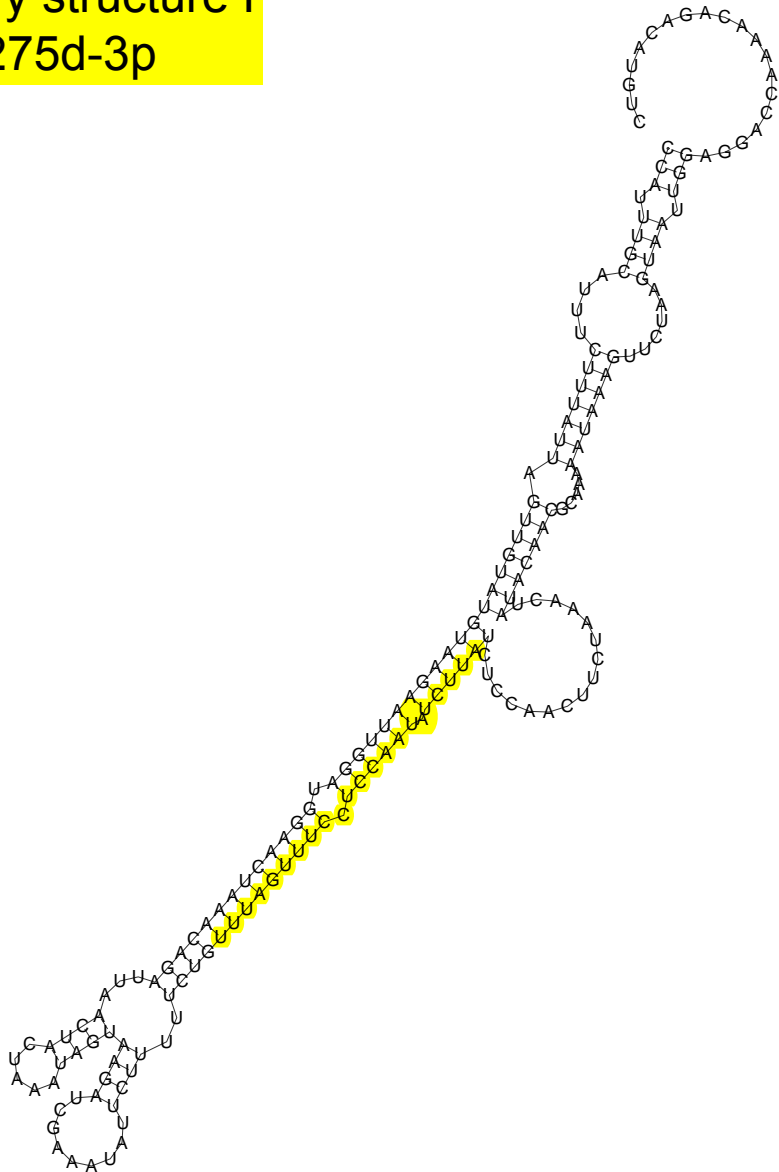

## Secondary structure I for miR2275d-3p

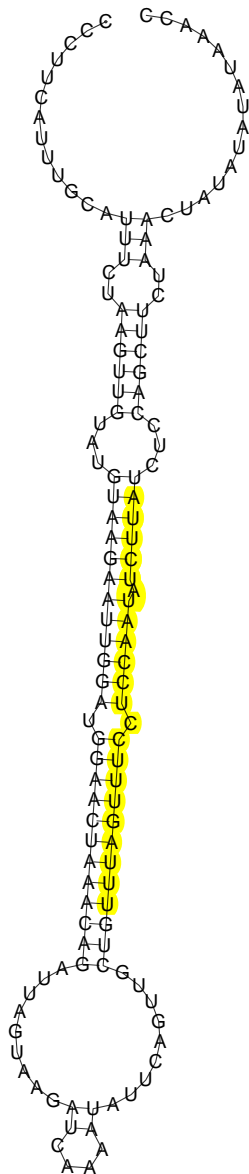

## Secondary structure for miR2275e

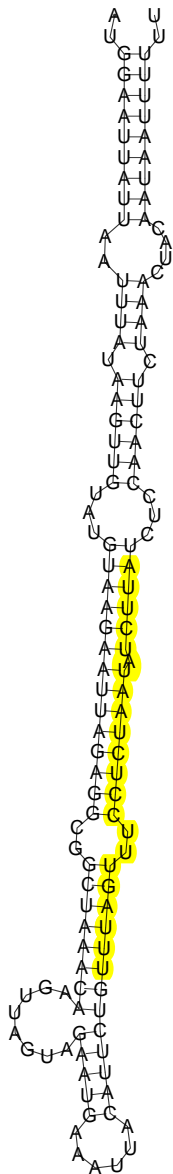

# Secondary structure for miR2275f

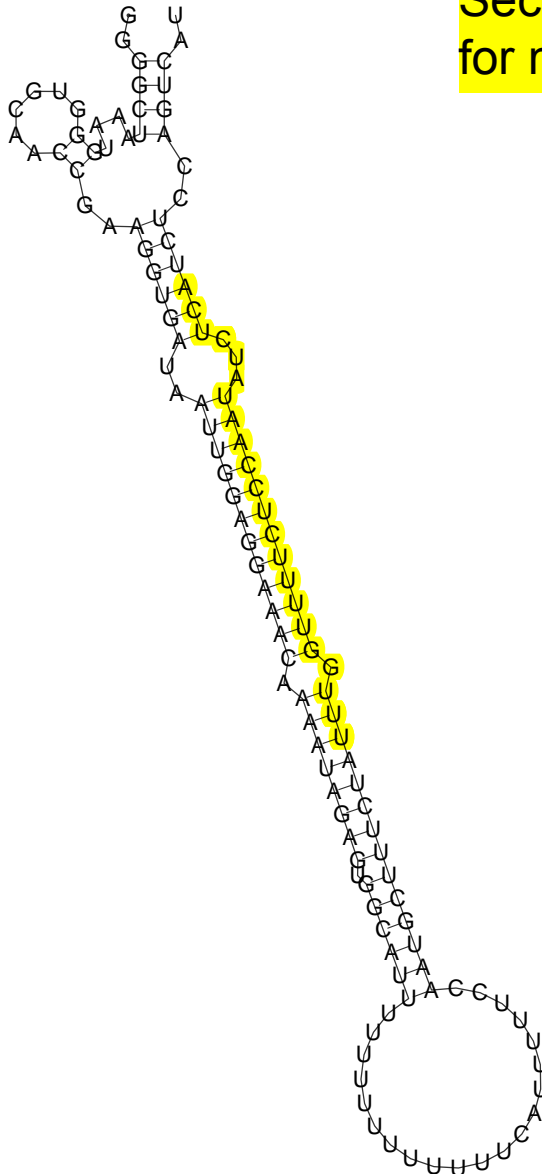

# Secondary structure for miR2911

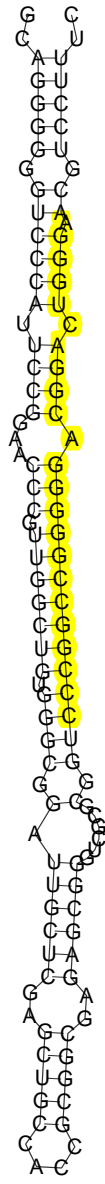

## Secondary structure for miR319

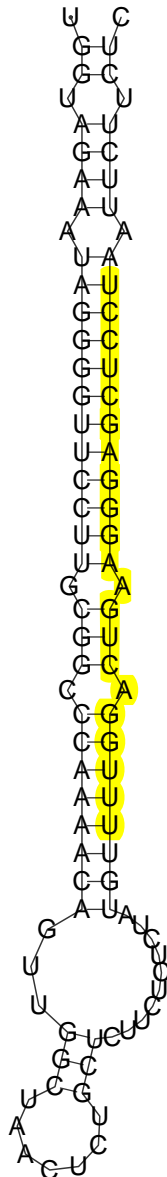

# Secondary structure for miR319a

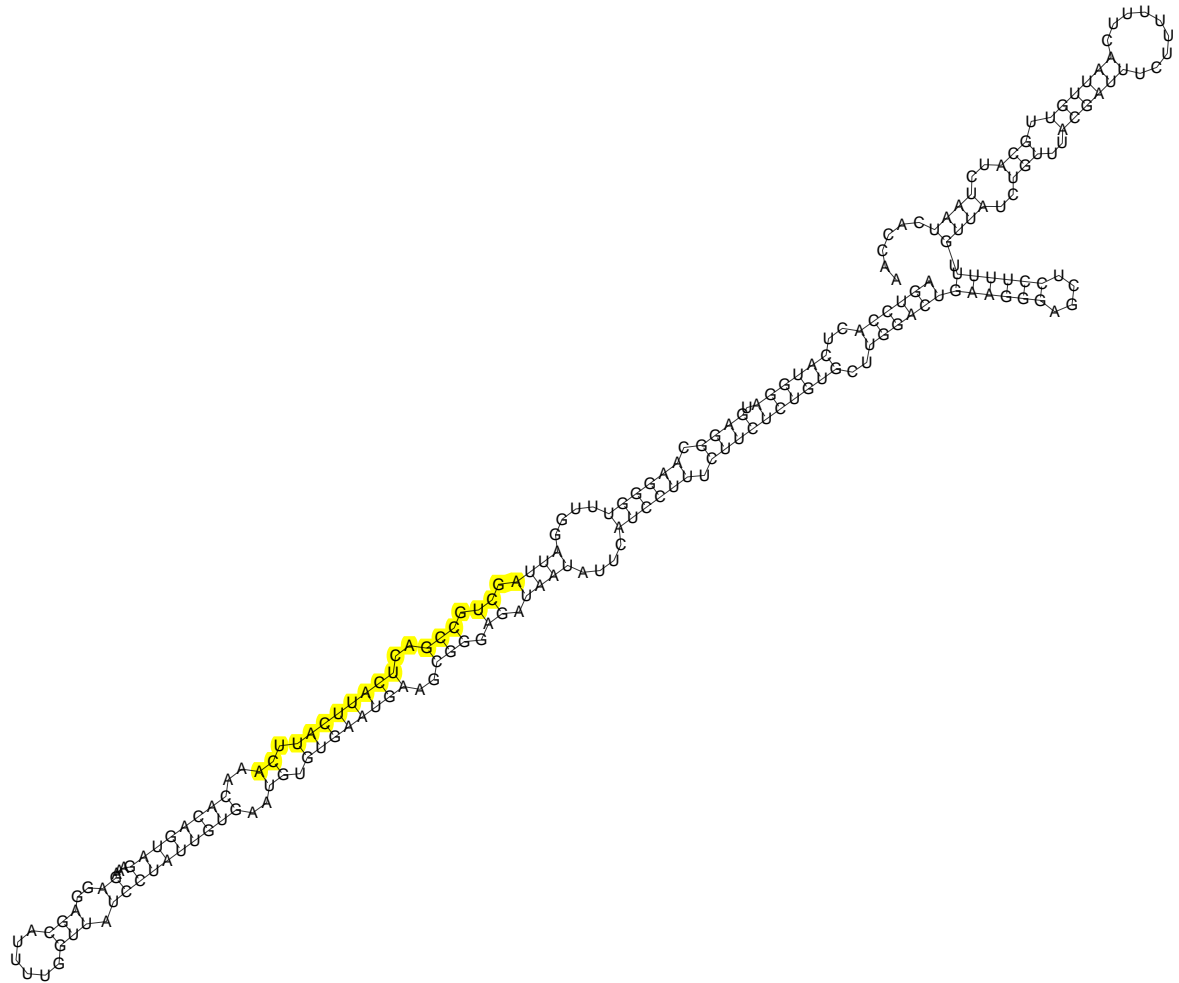

# Secondary structure for miR319b

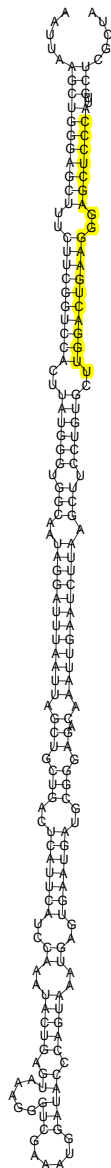

## Secondary structure I for miR390.1

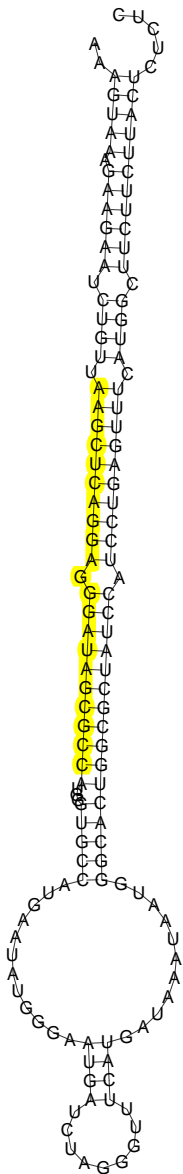

# Secondary structure II for miR390.1

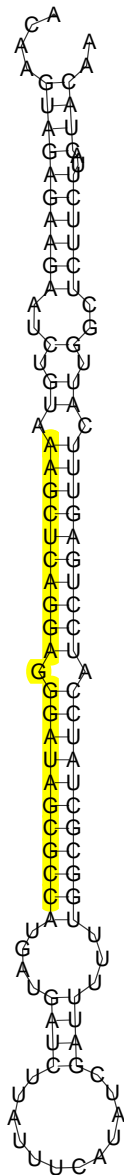

# Secondary structure III for miR390.1

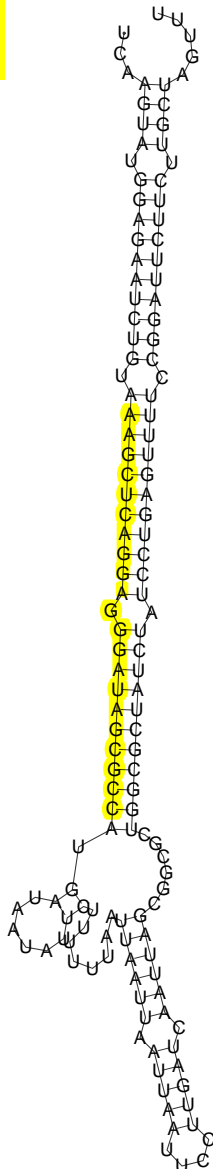

## Secondary structure I for miR390.2

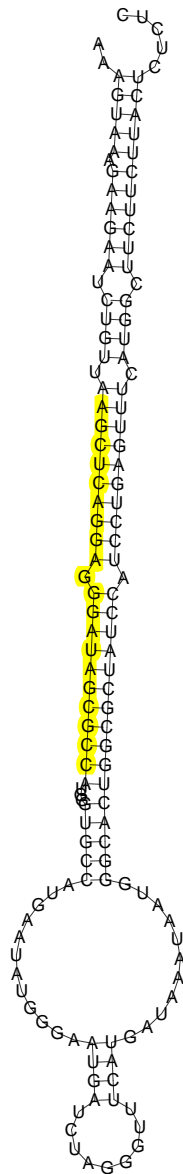

## Secondary structure II for miR390.2

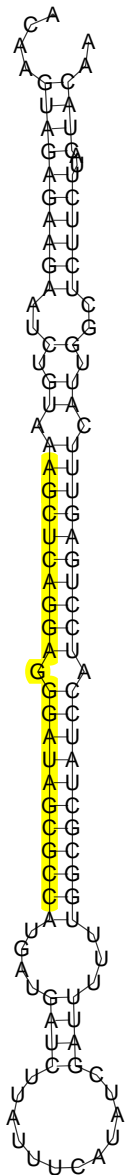

### Secondary structure III for miR390.2

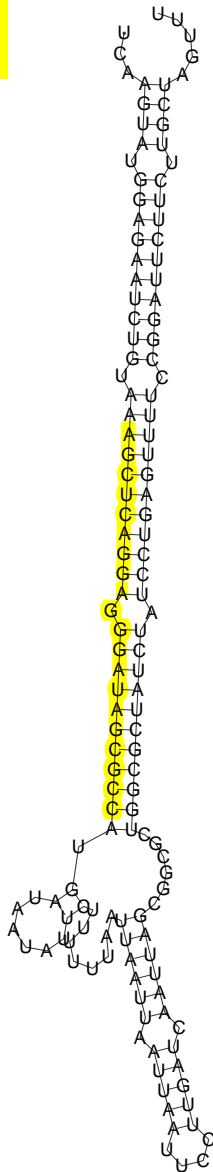

## Secondary structure I for miR390-3p.1

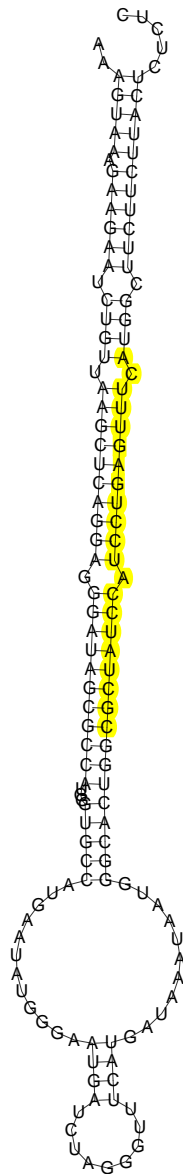

## Secondary structure II for miR390-3p.1

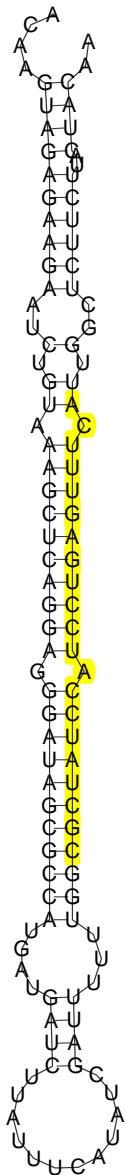

# Secondary structure for miR390b

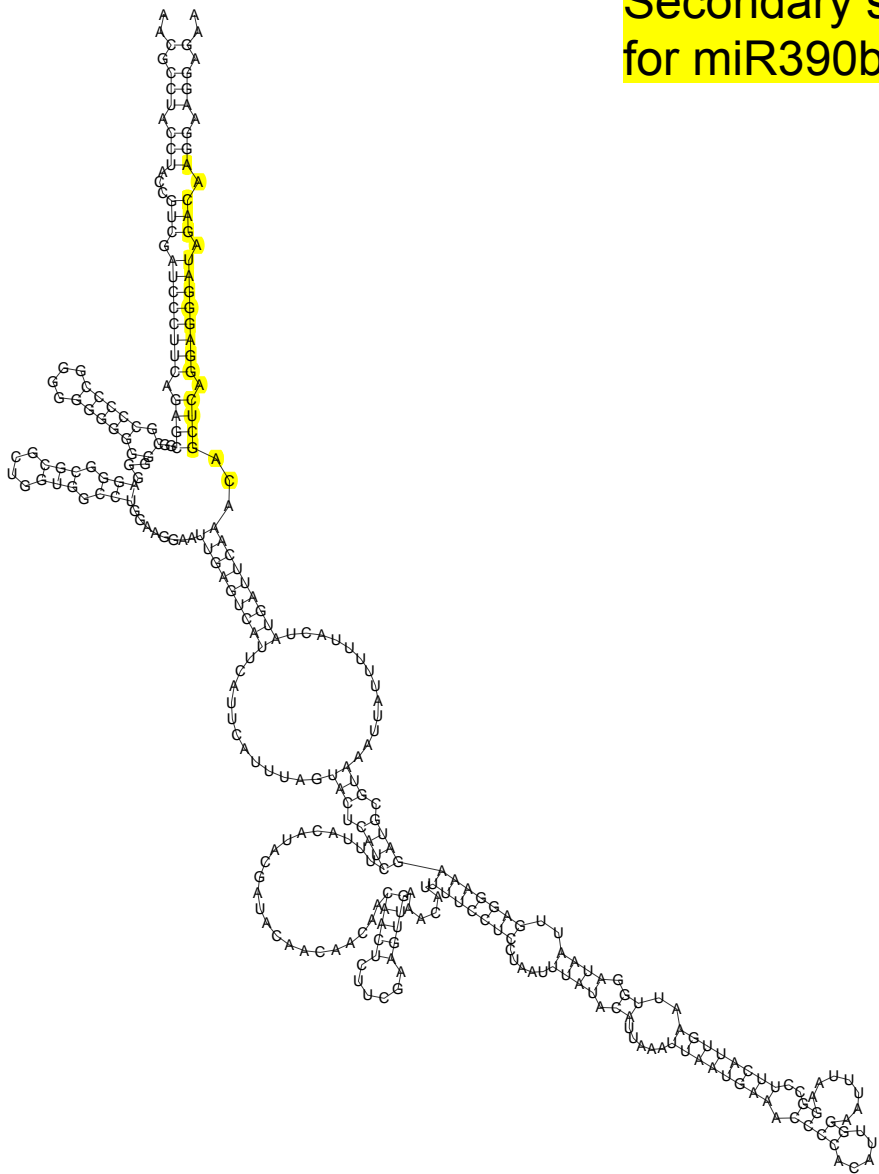

# Secondary structure for miR391b

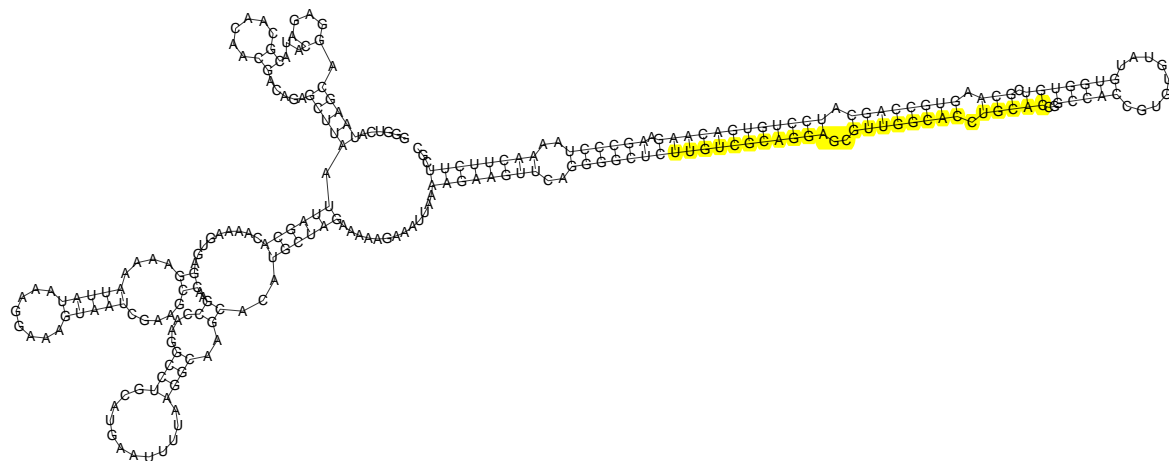

# Secondary structure for miR393a.2

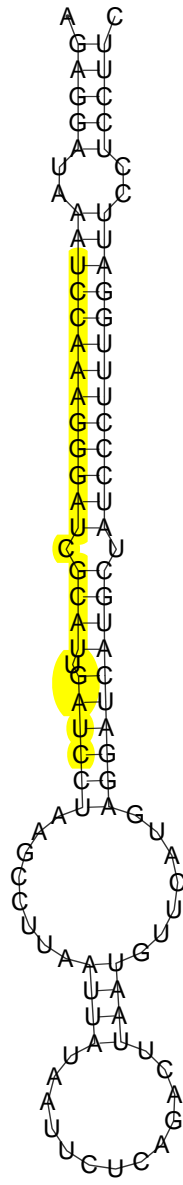

## Secondary structure for miR393a.2-3p

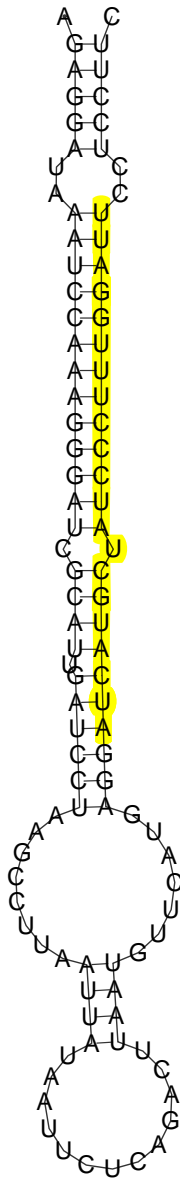

## Secondary structure for miR393b

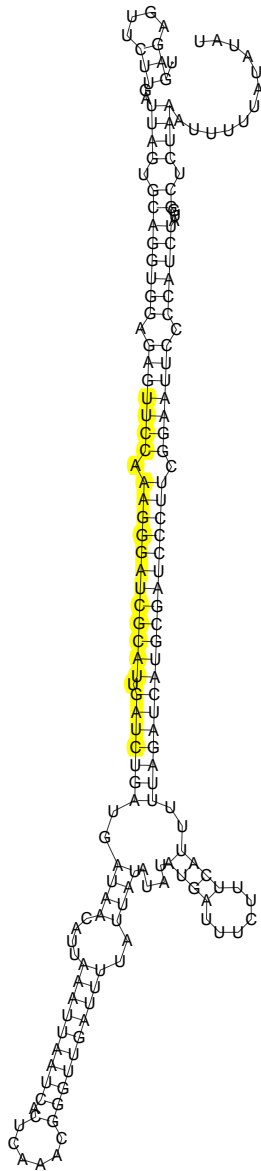

## Secondary structure for miR393b-3p

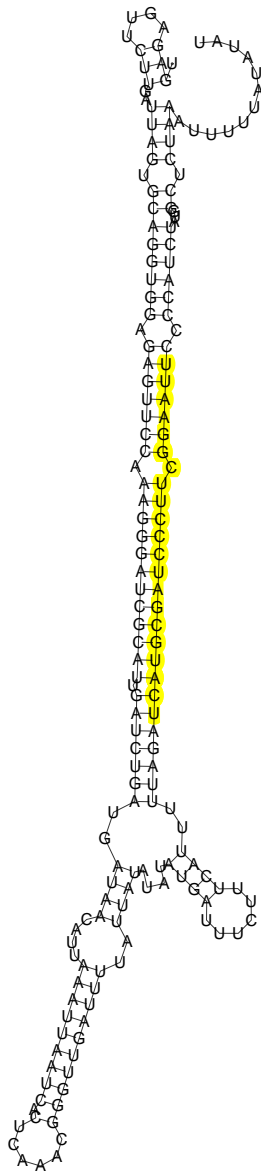

## Secondary structure for miR394

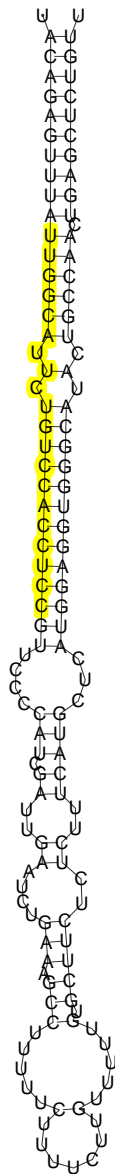

# Secondary structure for miR394-3p.2

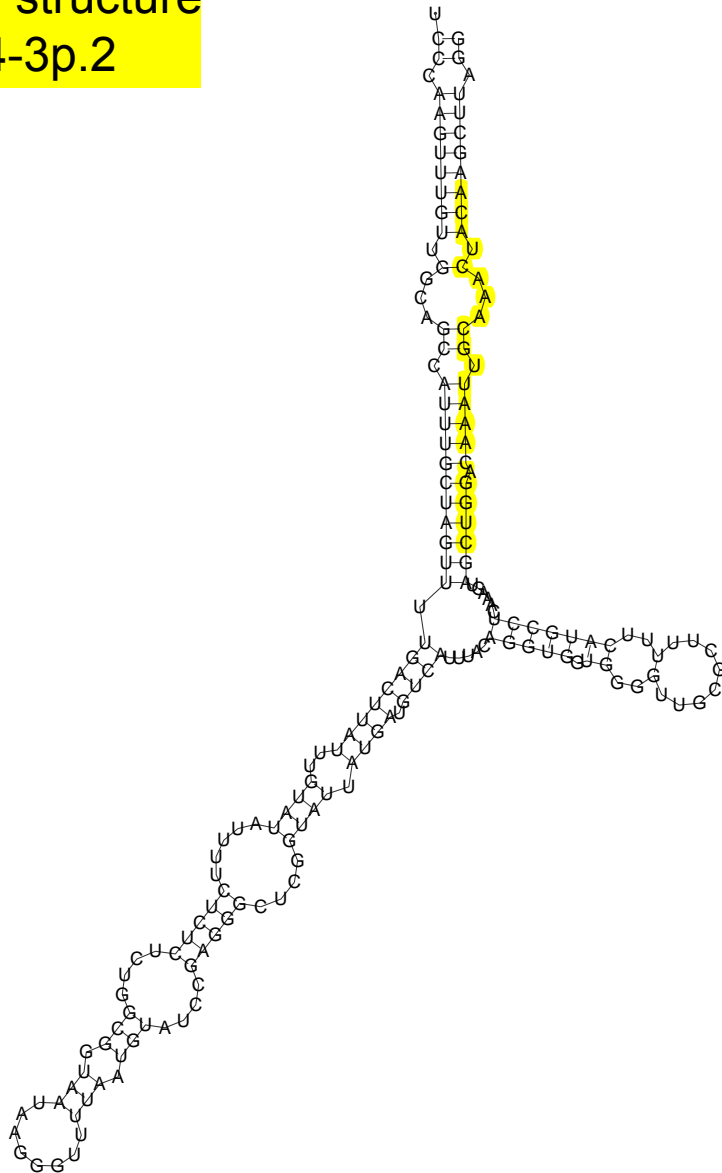

# Secondary structure for miR394-3p.3

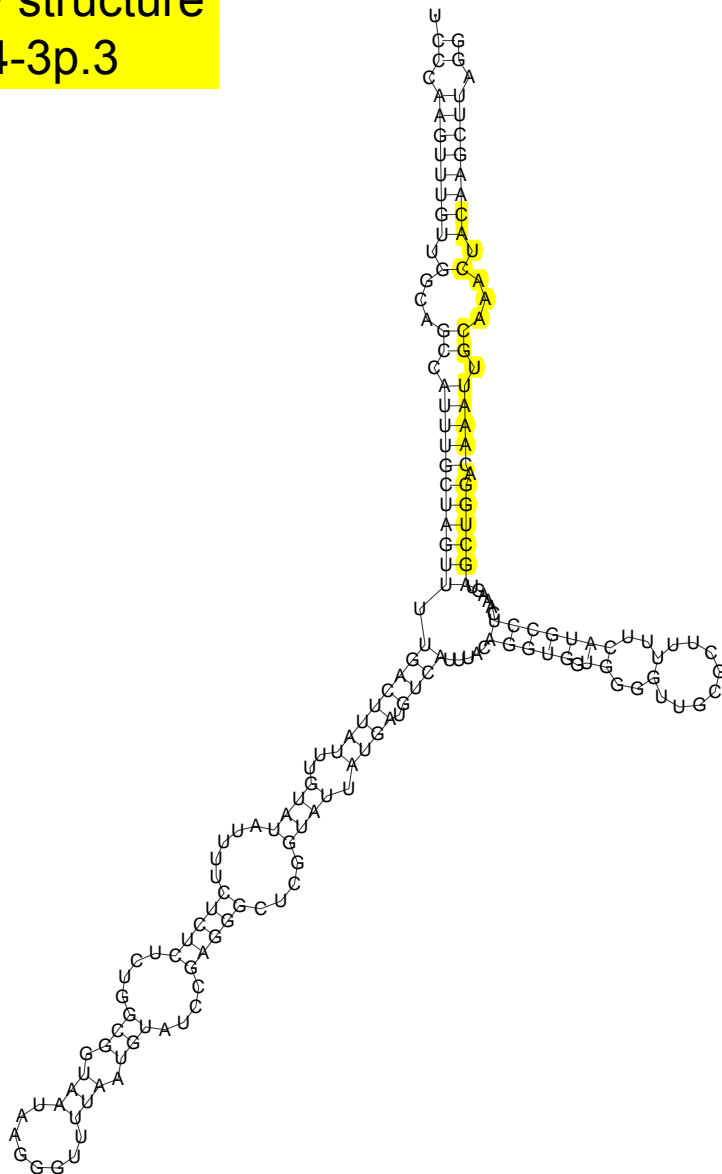

# Secondary structure I for miR395.1

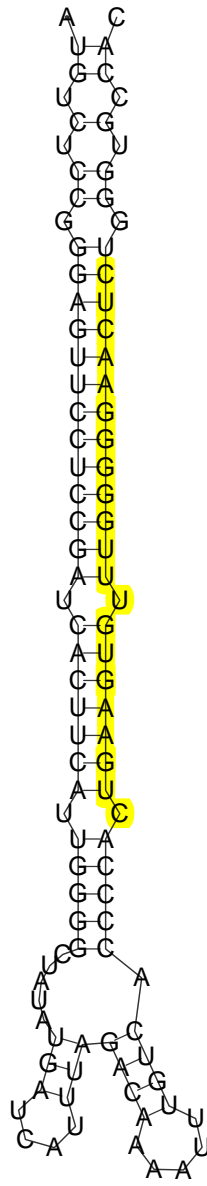

## Secondary structure II for miR395.1

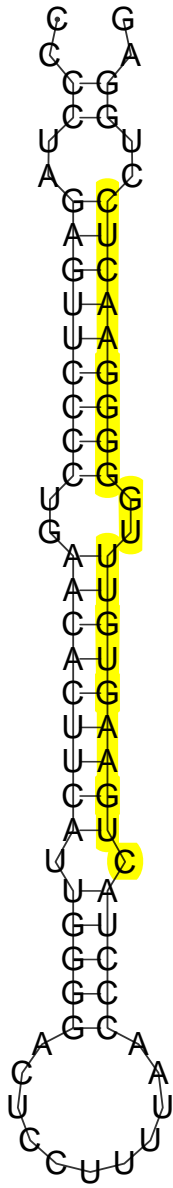

## Secondary structure III for miR395.1

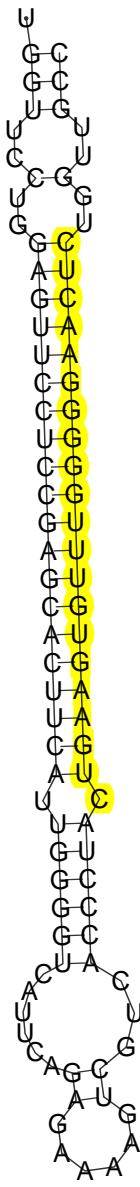

# Secondary structure IV for miR395.1

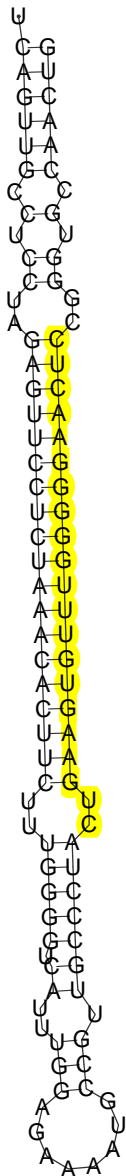

## Secondary structure V for miR395.1

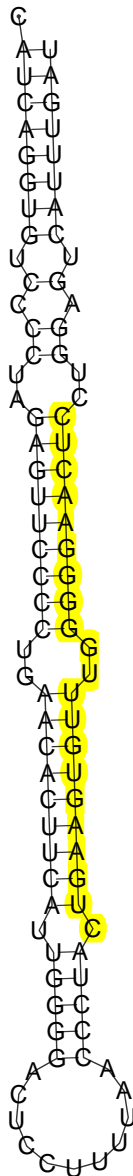

## Secondary structure I for miR395.2

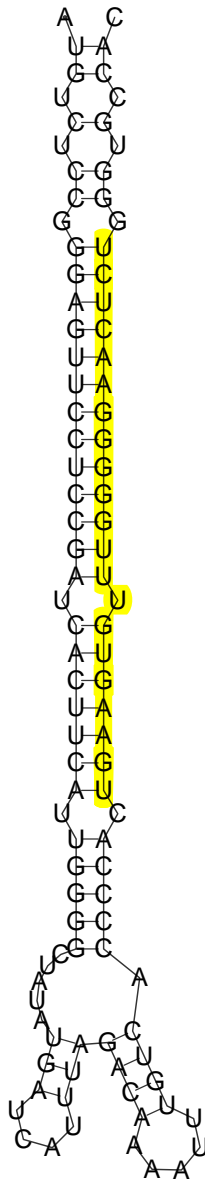

## Secondary structure II for miR395.2

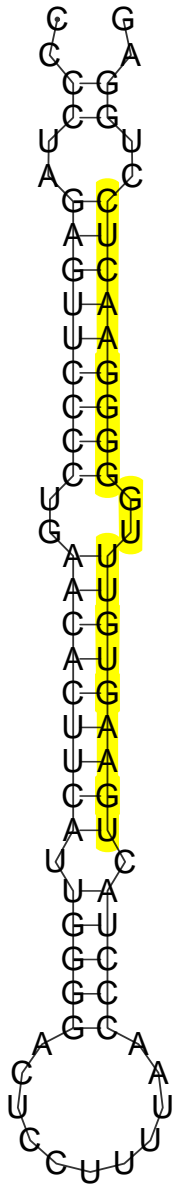

## Secondary structure III for miR395.2

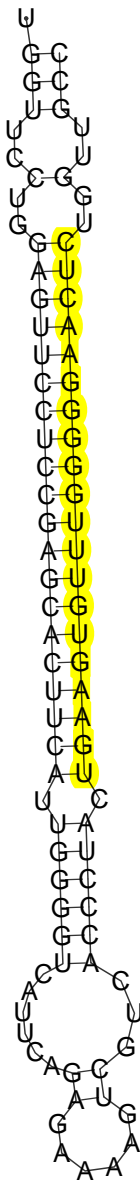

# Secondary structure IV for miR395.2

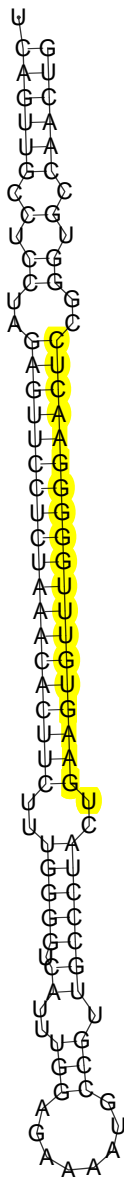

# Secondary structure V for miR395.2

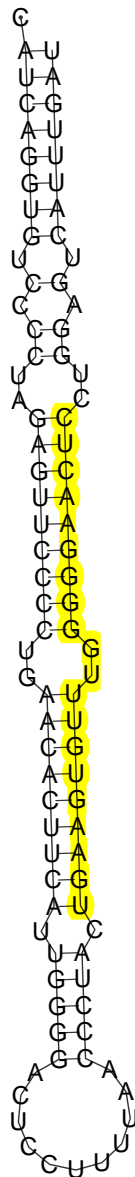

## Secondary structure for miR3951

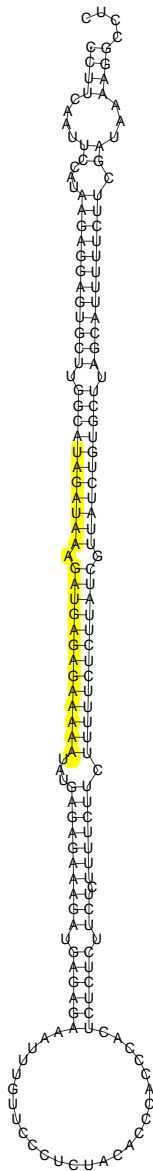

## Secondary structure for miR3951-3p

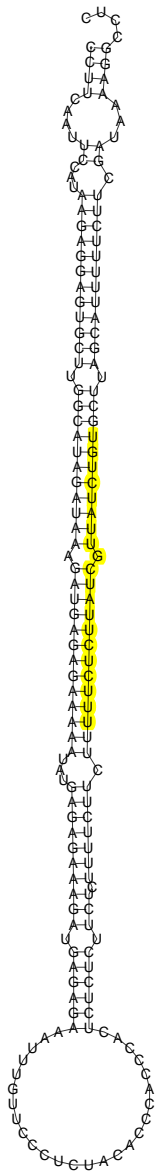

# Secondary structure for miR3952.1

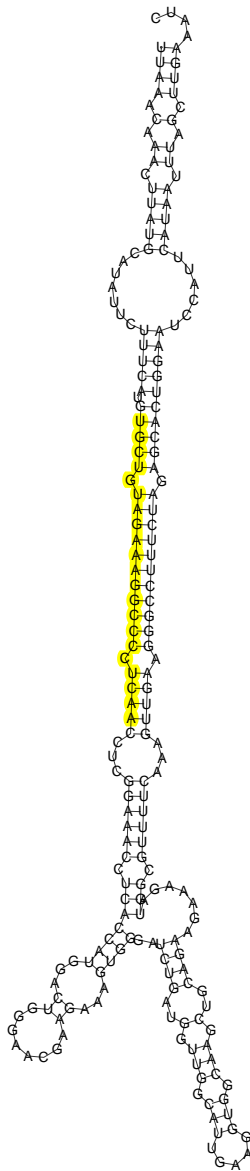

# Secondary structure for miR3952.2

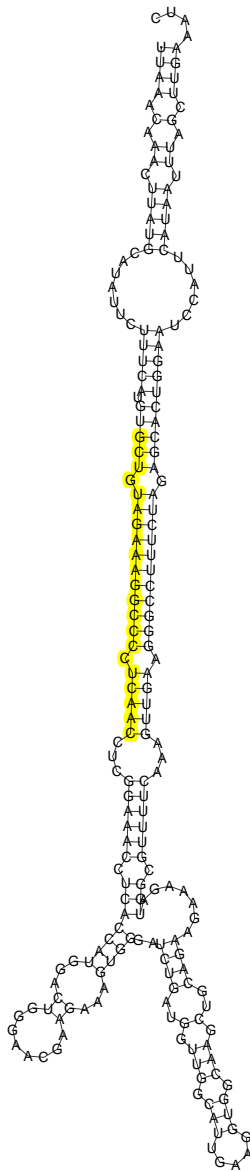

## Secondary structure II for miR3952-3p

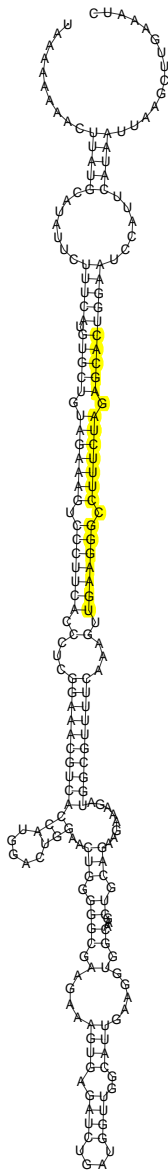

# Secondary structure I for miR3952-3p

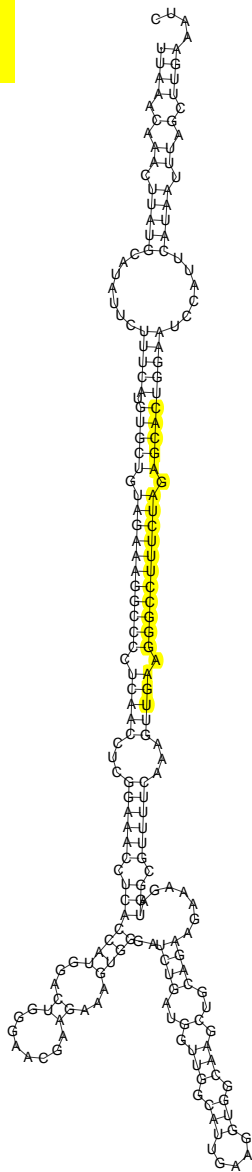

## Secondary structure for miR3954a

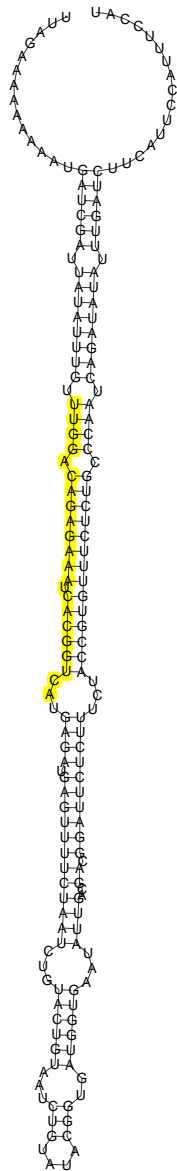

## Secondary structure for miR3954b

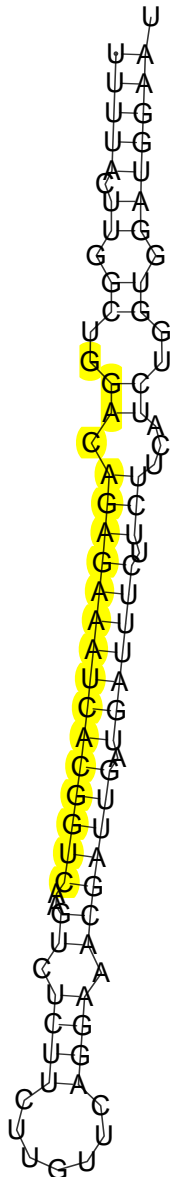

# Secondary structure I for miR396a

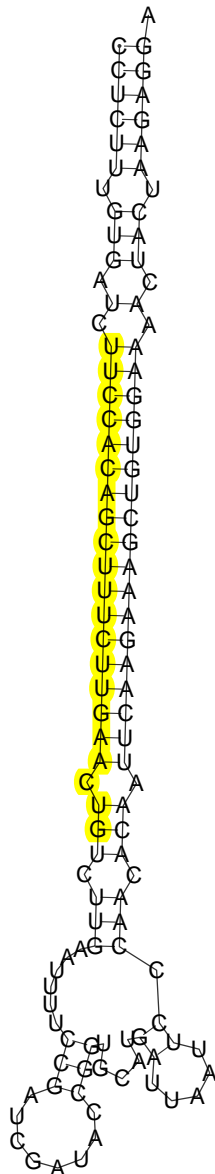

# Secondary structure II for miR396a

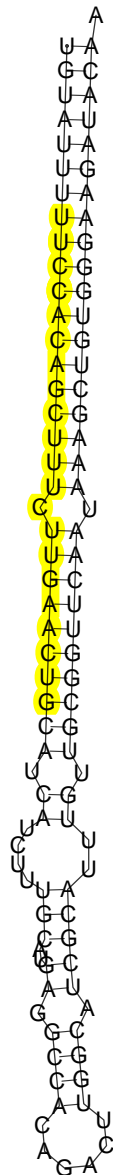

# Secondary structure II for miR396b.1

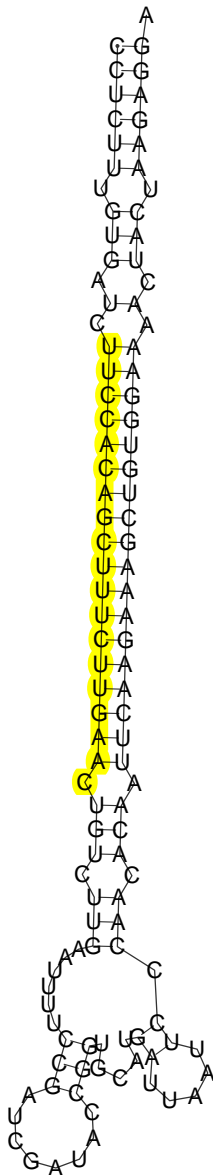

# Secondary structure III for miR396b.1

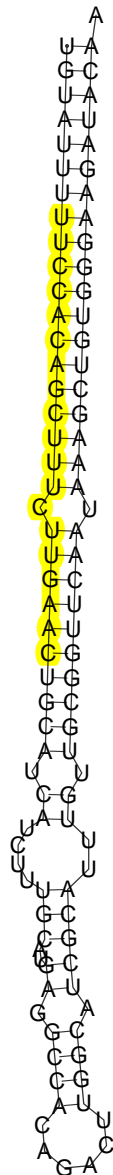

# Secondary structure II for miR396b.2

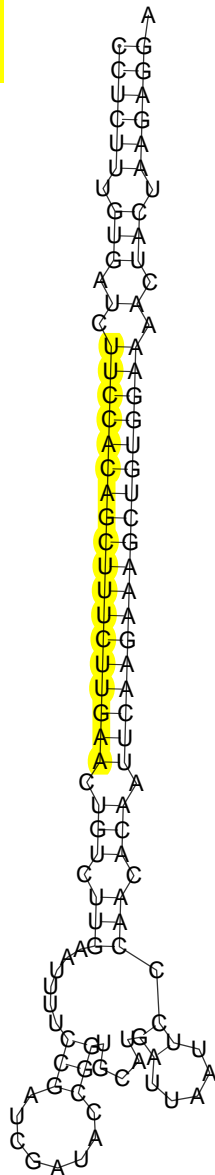

## Secondary structure III for miR396b.2

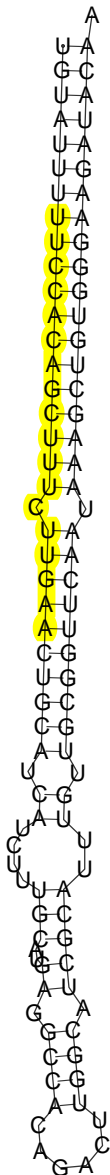

# Secondary structure I for miR396b.3

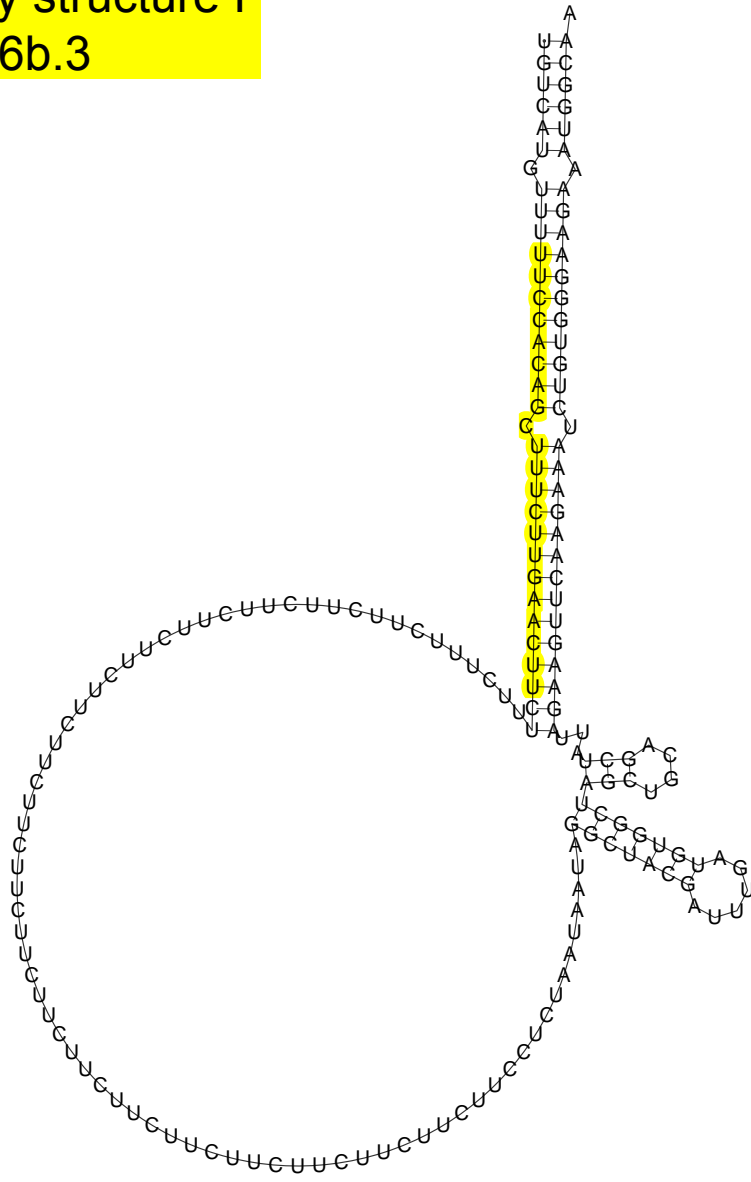

# Secondary structure for miR396b-3p.1

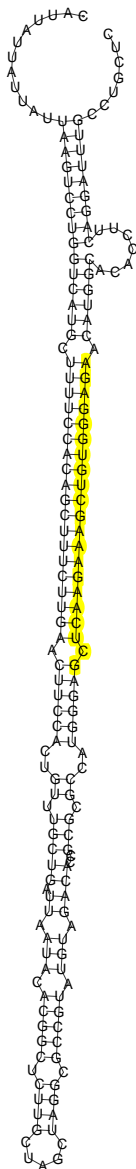

# Secondary structure for miR396b-3p.2

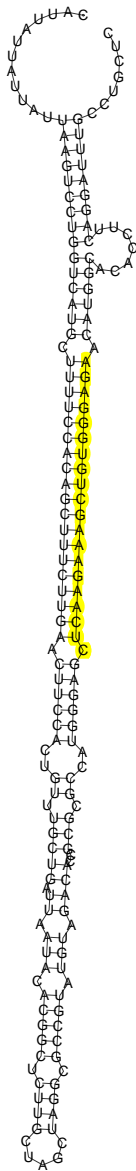

# Secondary structure I for miR396c

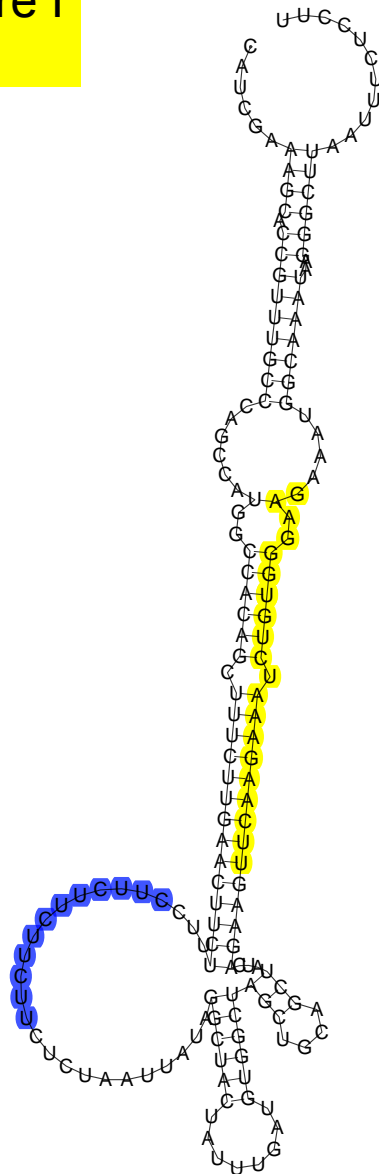

# Secondary structure II for miR396c

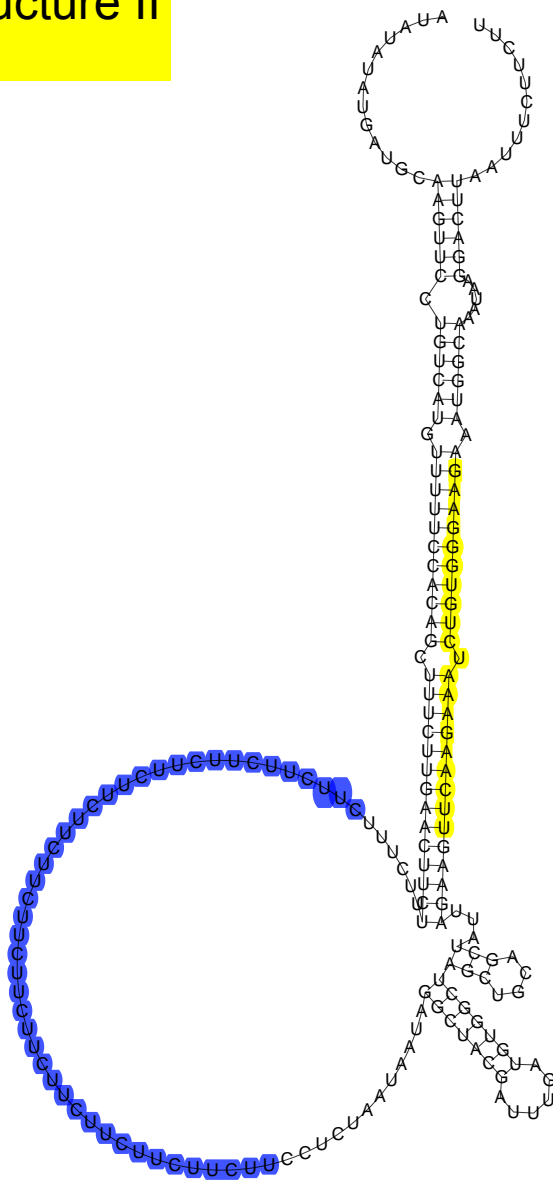

# Secondary structure III for miR396c

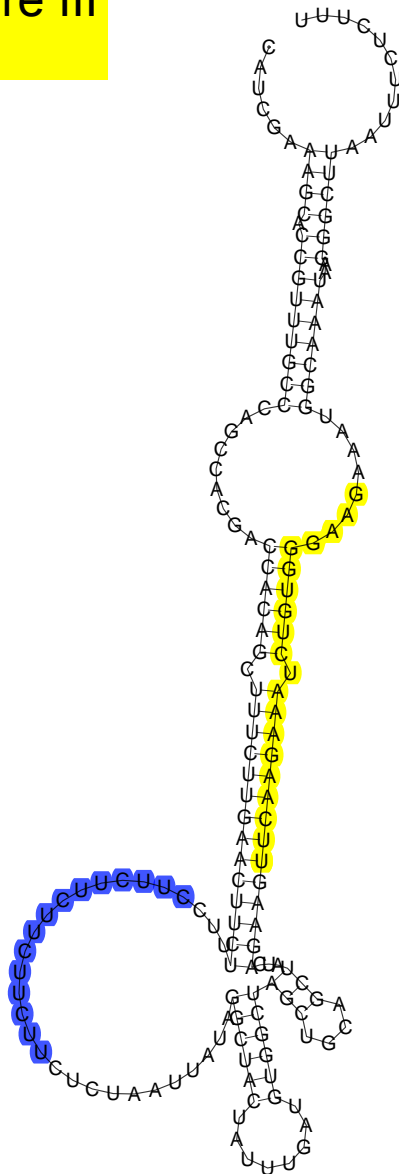

# Secondary structure IV for miR396c

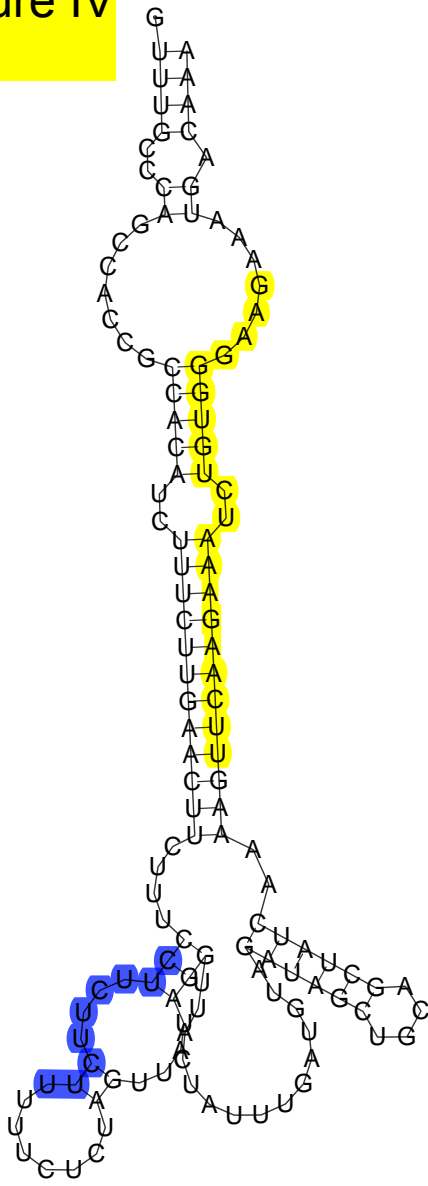

## Secondary structure for miR396d.1

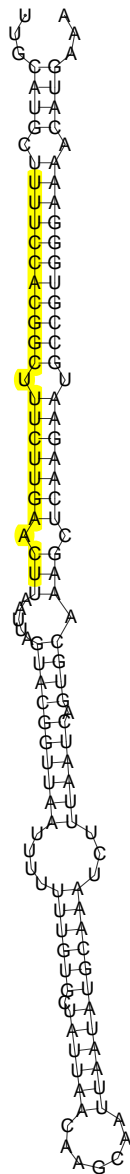

# Secondary structure for miR396d.4

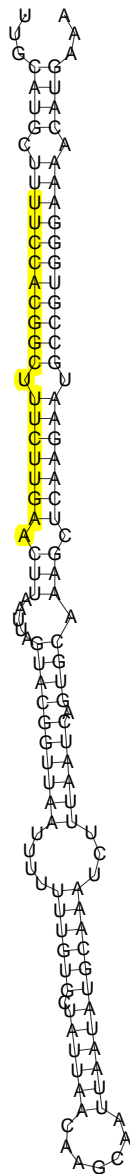

## Secondary structure for miR396d-3p

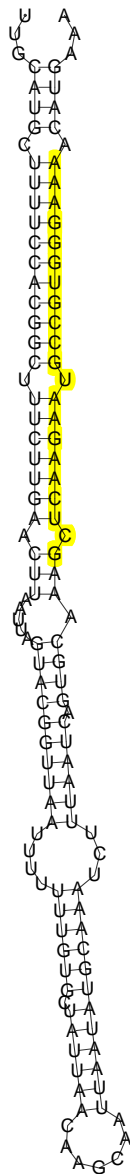

## Secondary structure for miR397.1

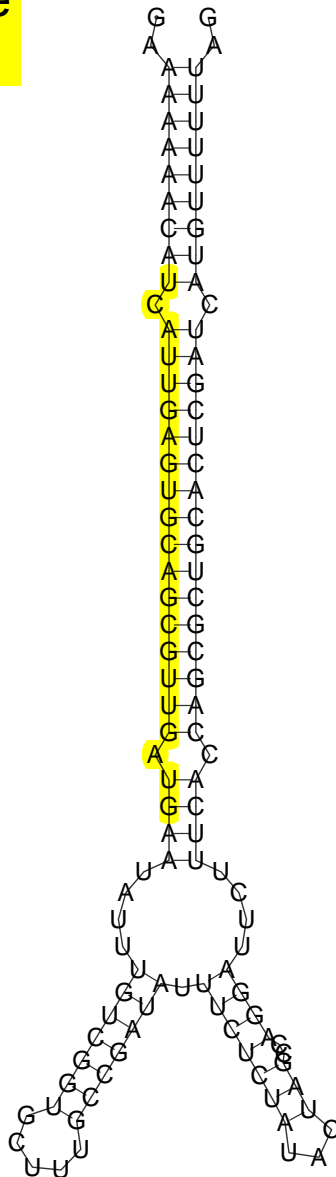

## Secondary structure for miR397.2

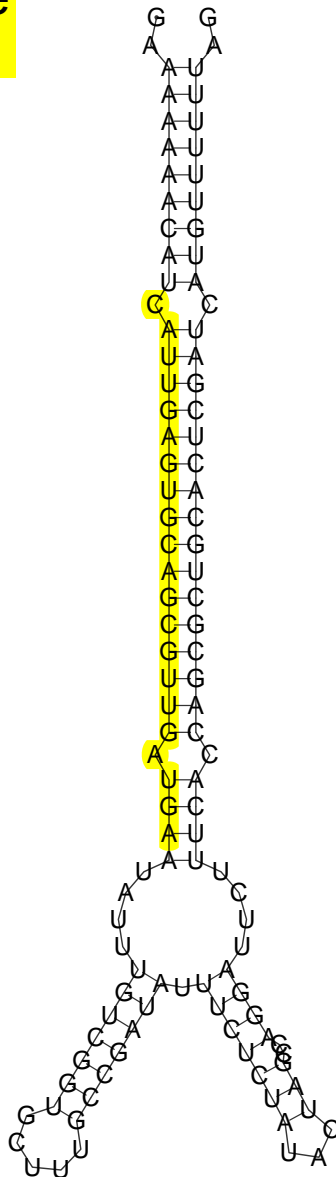

## Secondary structure for miR398b

## Secondary structure I for miR399a

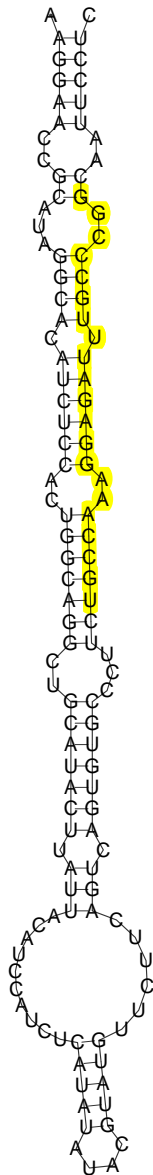

# Secondary structure II for miR399a

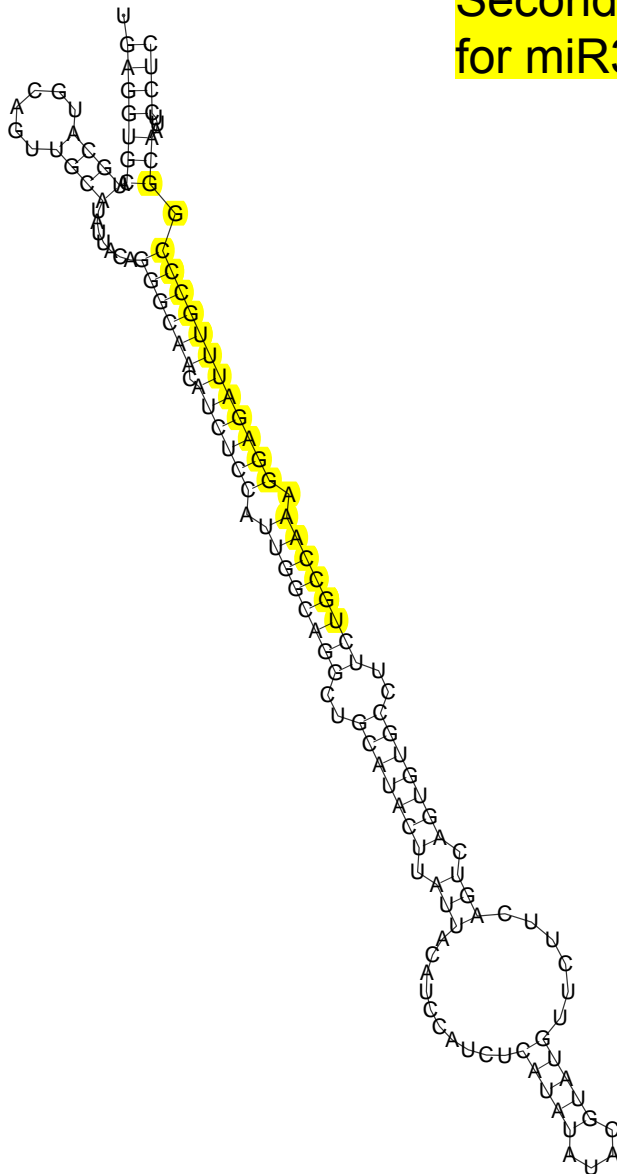

# Secondary structure for miR399b

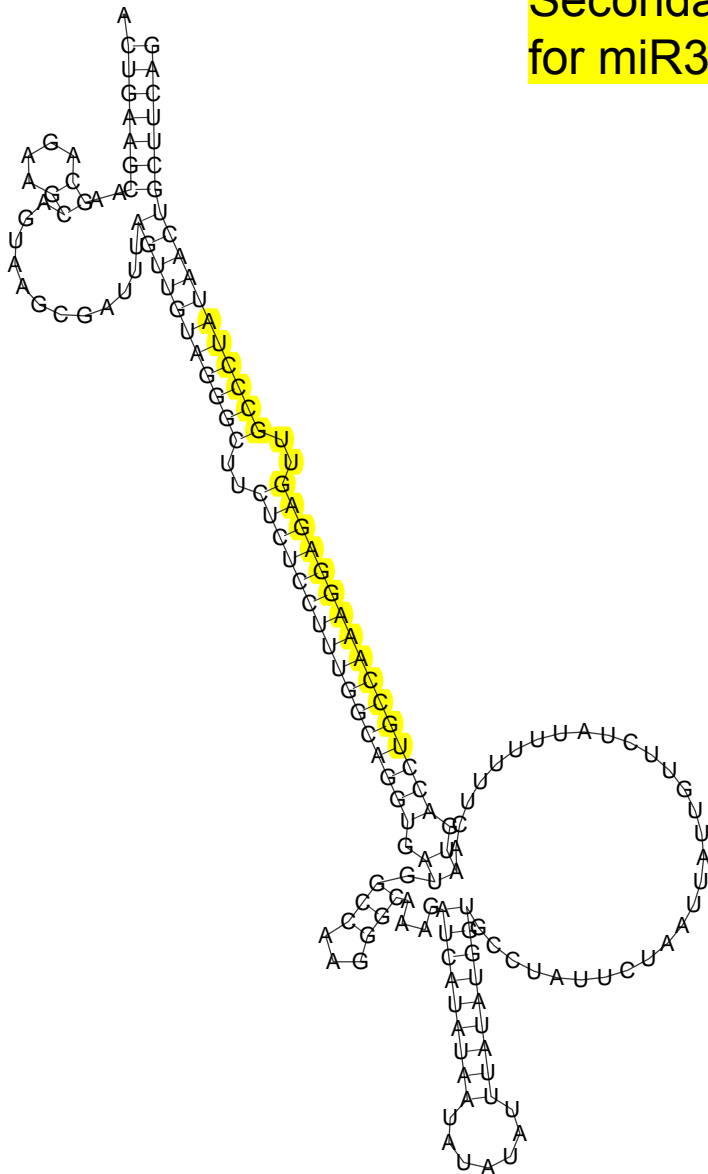

## Secondary structure for miR399c

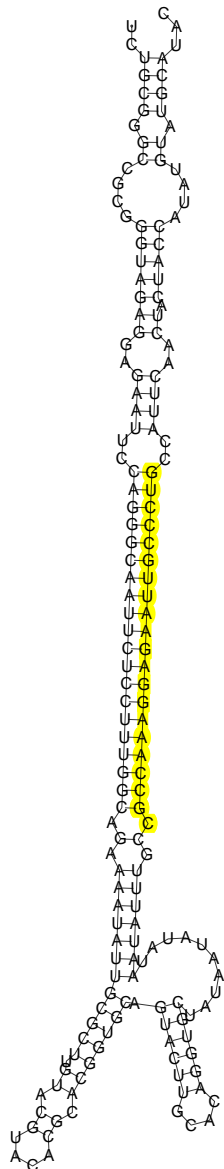

## Secondary structure for miR399d

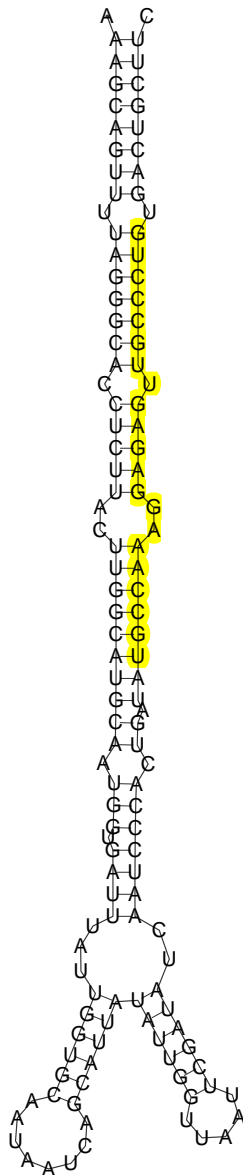

# Secondary structure for miR399e

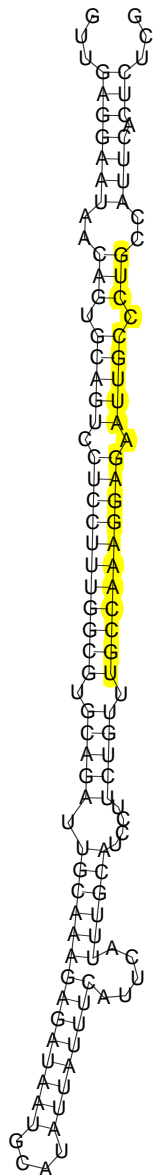

## Secondary structure for miR399e-5p

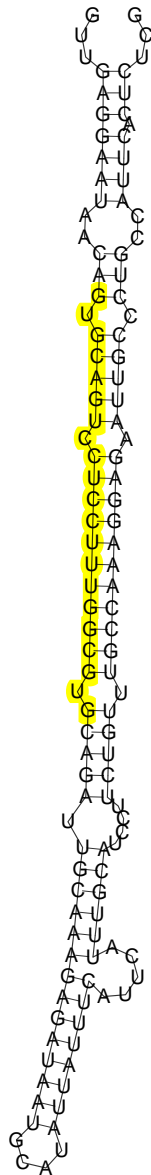

## Secondary structure I for miR403.1

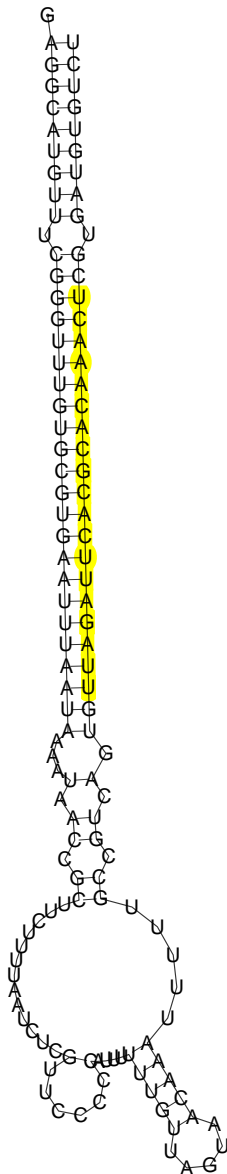

## Secondary structure II for miR403.1

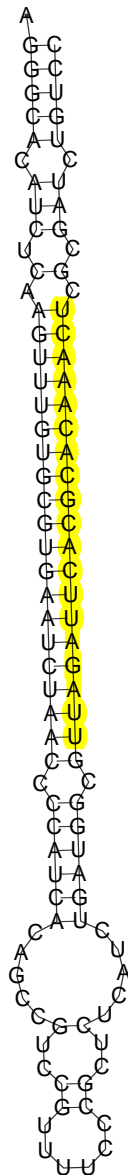

## Secondary structure I for miR403.2

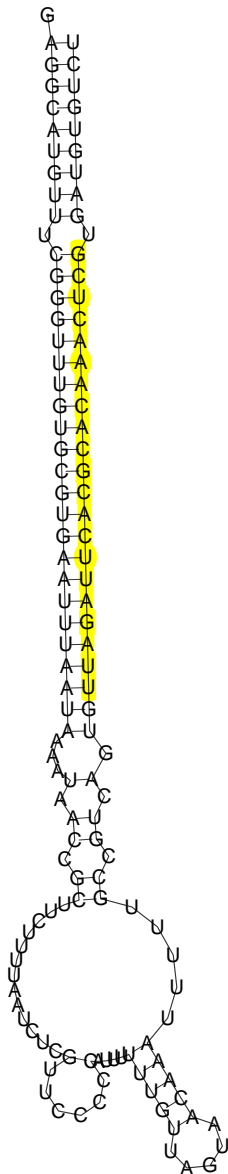

## Secondary structure I for miR403.3

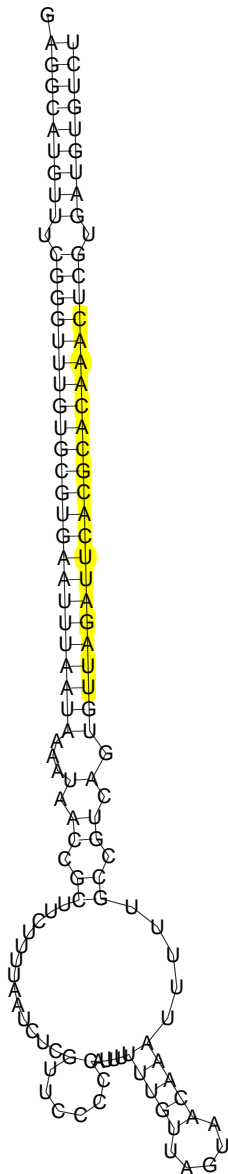

## Secondary structure II for miR403.3

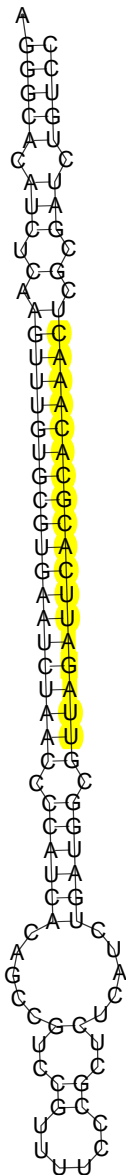

## Secondary structure for miR408.1

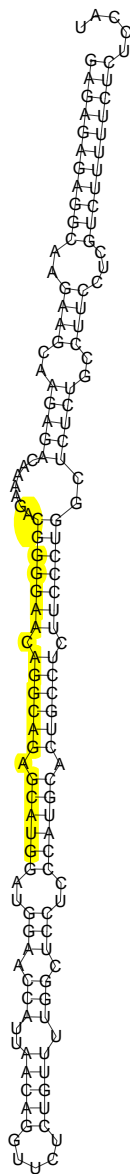

## Secondary structure for miR408.2

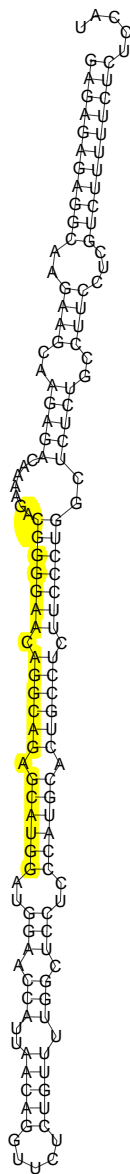

## Secondary structure for miR4369

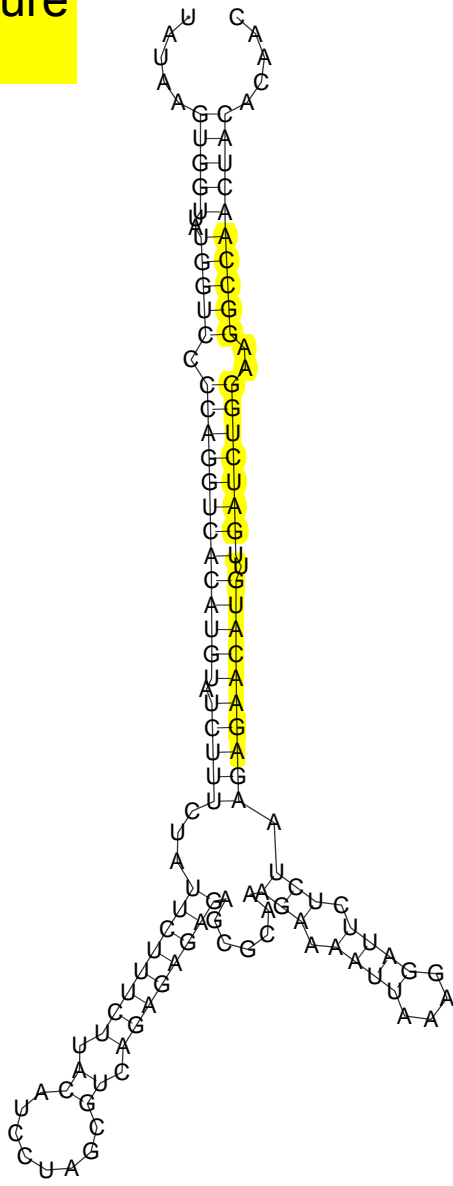

## Secondary structure for miR4414.1

# Secondary structure for miR4414.2

## Secondary structure for miR443b.1

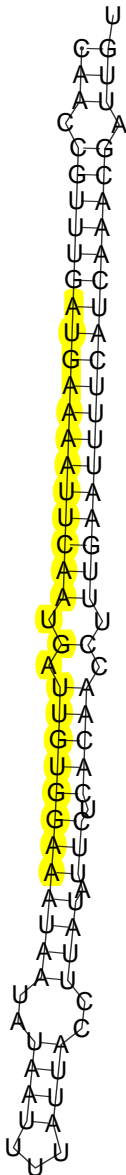

## Secondary structure for miR443b.2

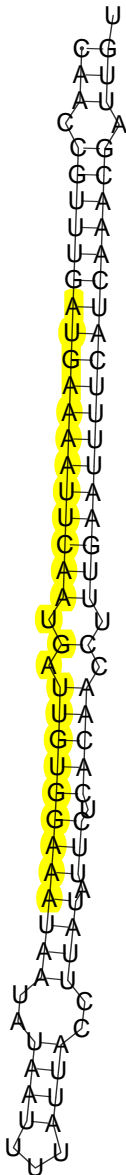

# Secondary structure for miR444a.1

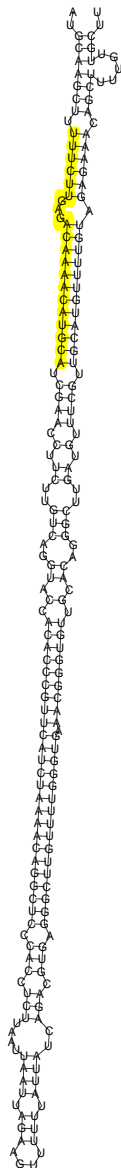

# Secondary structure for miR444a.2

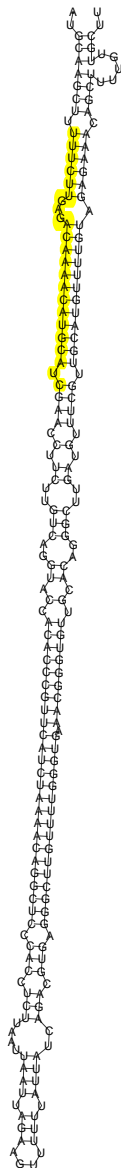

# Secondary structure for miR472

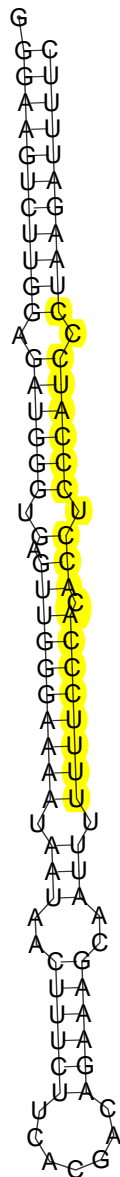

# Secondary structure for miR473

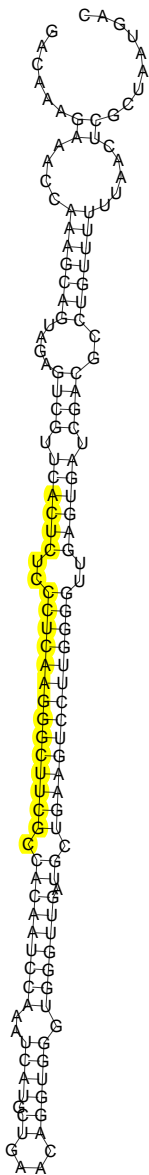

## Secondary structure for miR473-3p

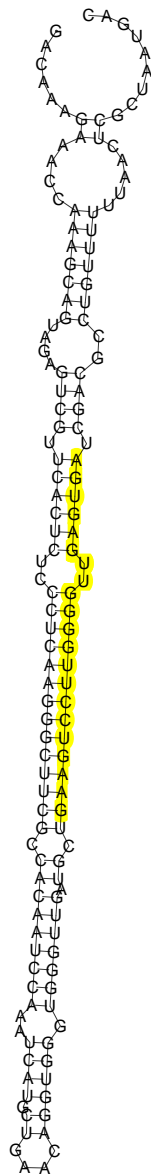

## Secondary structure for miR477a.1

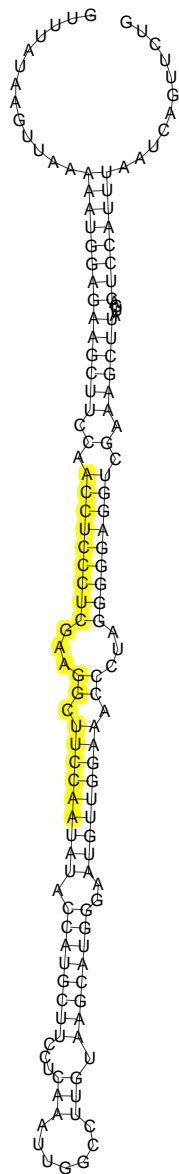

## Secondary structure for miR477a.2

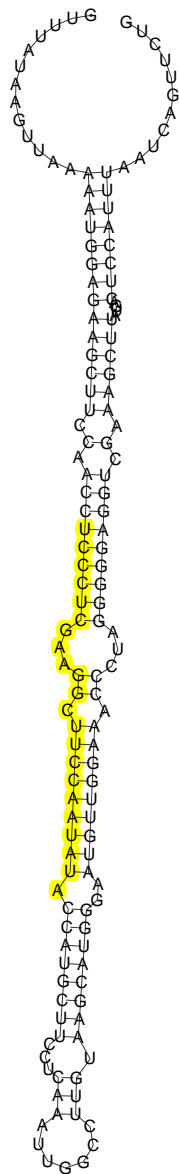

# Secondary structure for miR477b.2

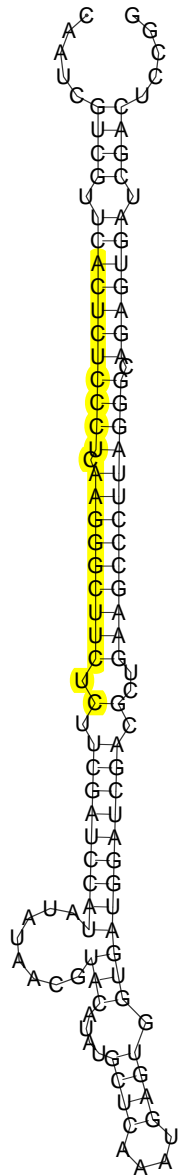

# Secondary structure for miR477d.1-3p

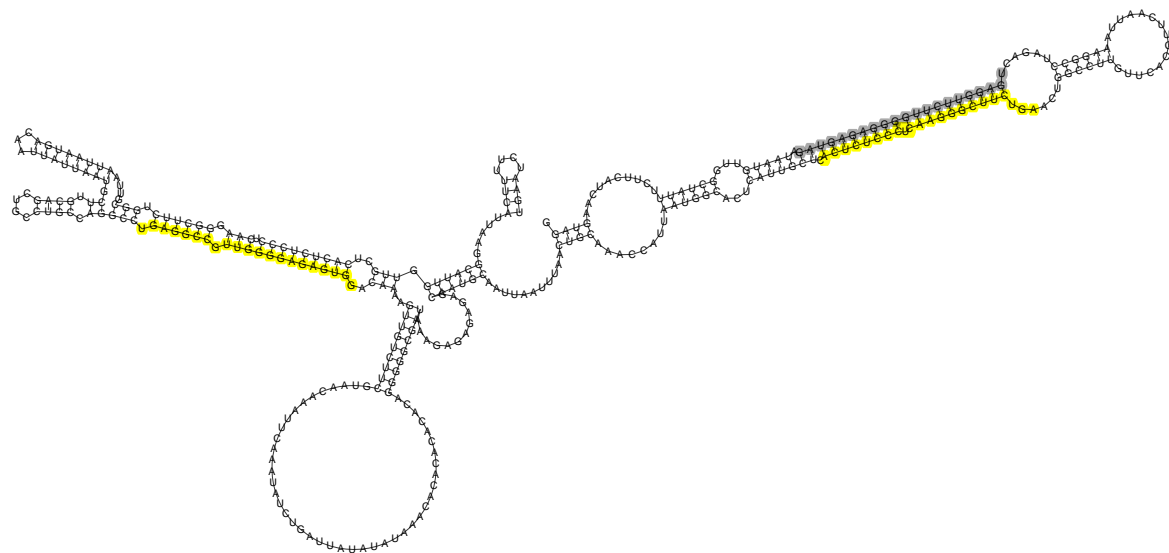

# Secondary structure for miR477d.2-5p

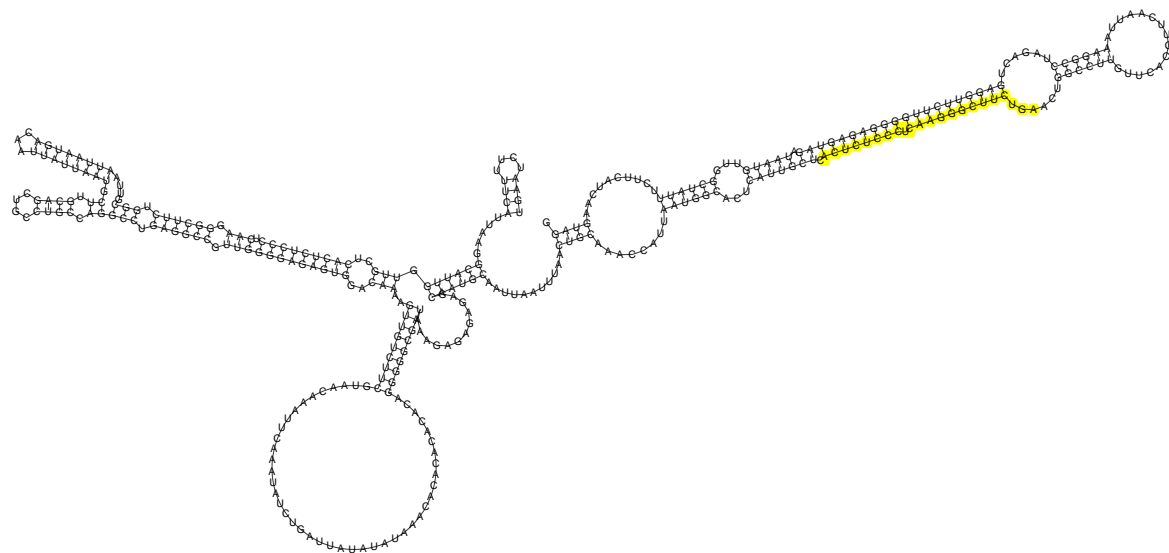

# Secondary structure for miR479.1

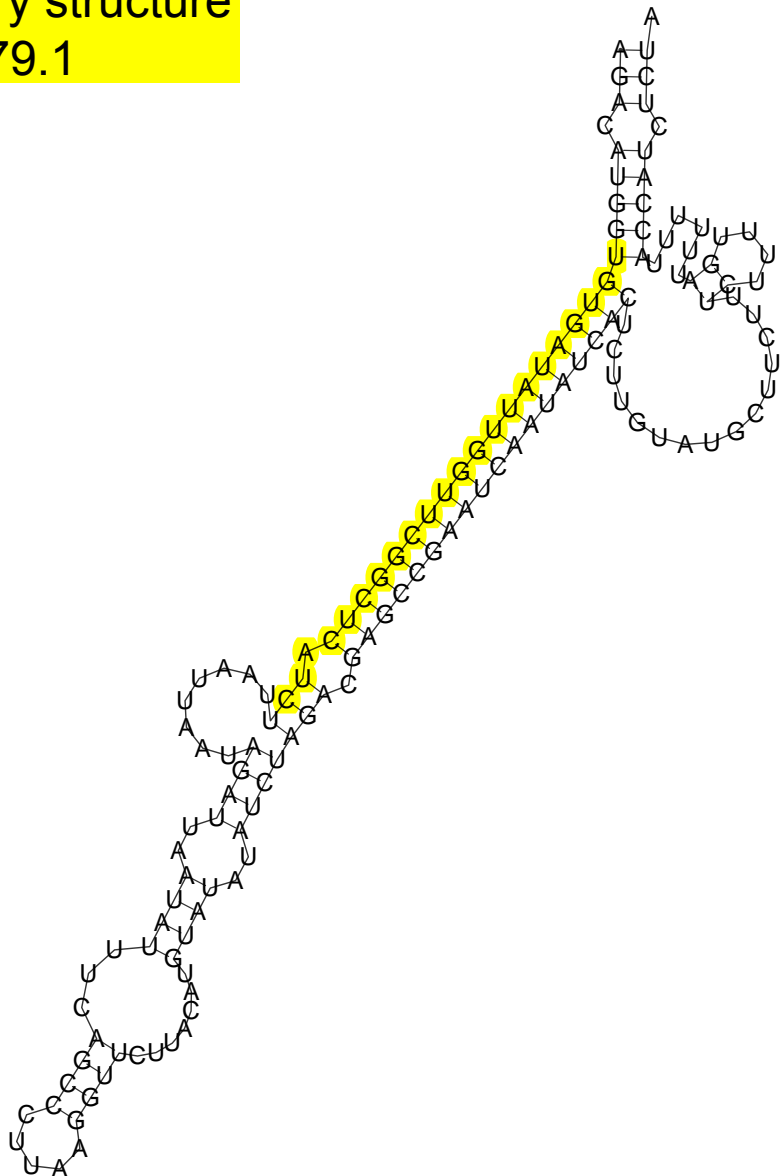

# Secondary structure for miR479.2

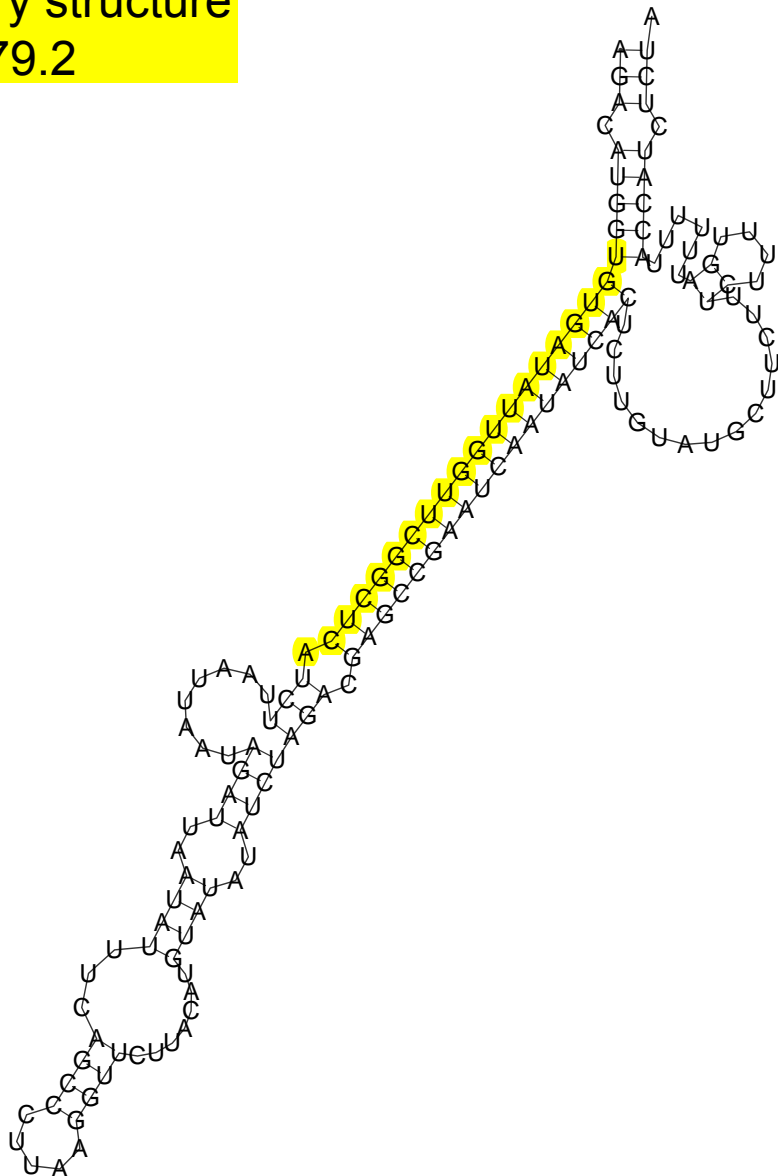

## Secondary structure for miR482a-3p

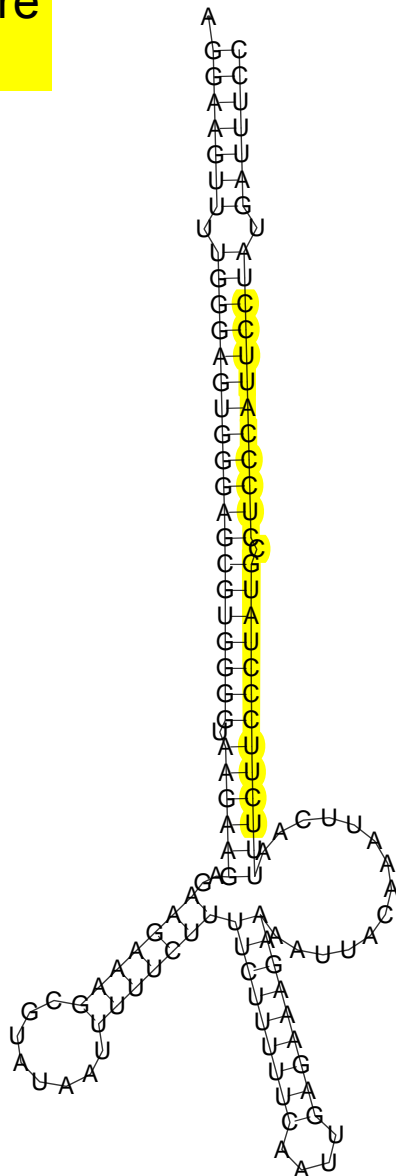

# Secondary structure for miR482a-5p

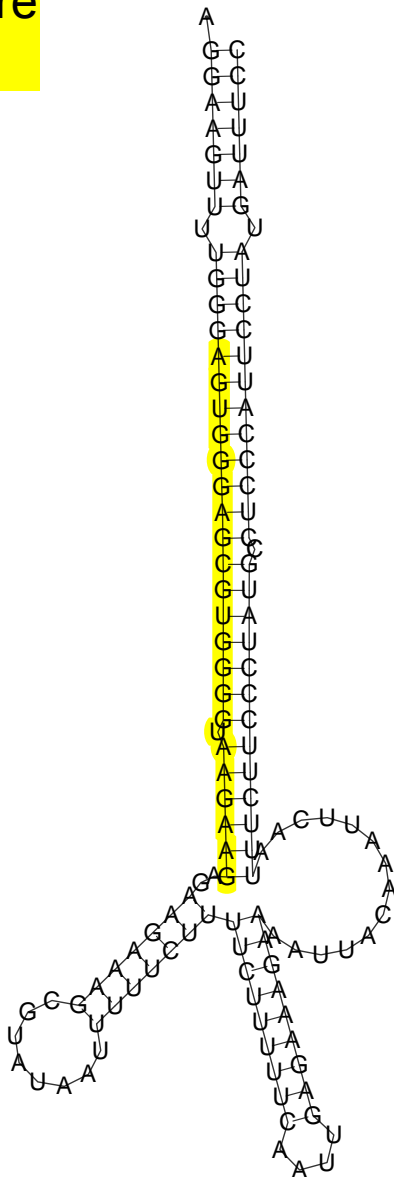

## Secondary structure for miR482b

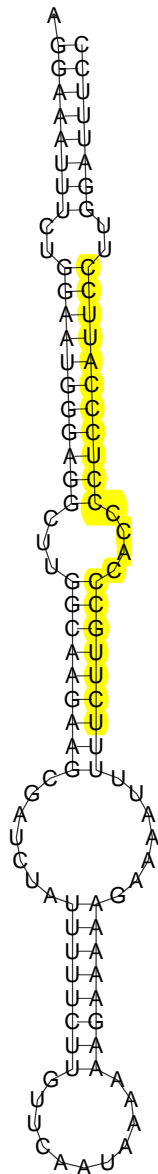

# Secondary structure for miR482c

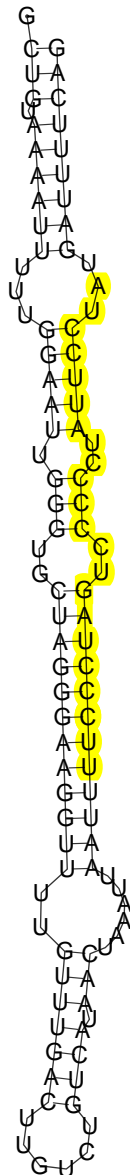

## Secondary structure for miR482d

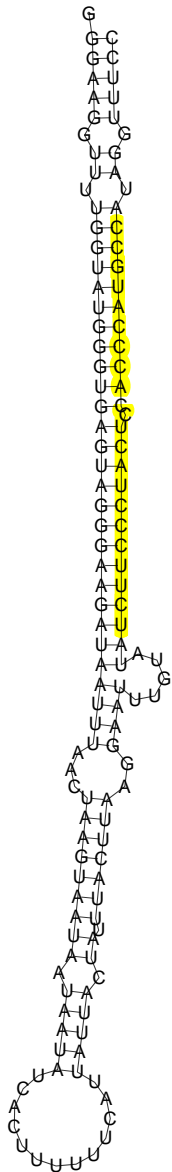

## Secondary structure for miR482d-5p.1

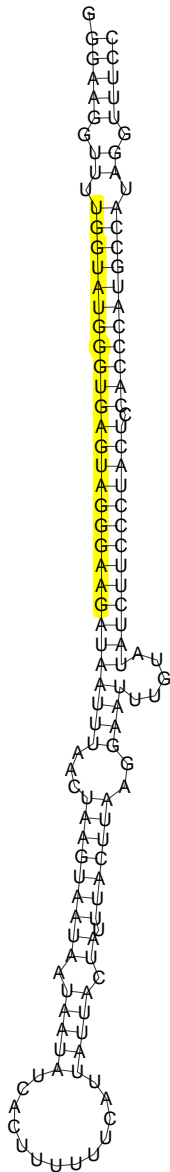

## Secondary structure for miR482d-5p.2

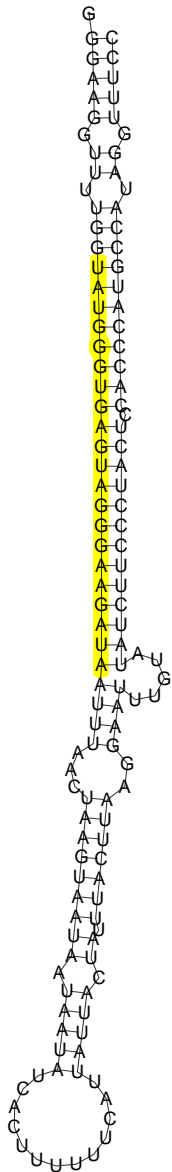

# Secondary structure for miR5054.1

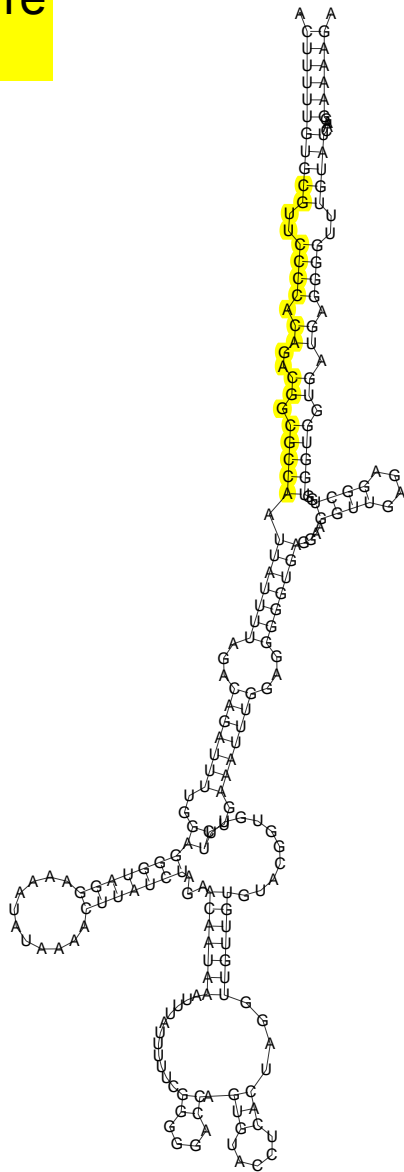

## Secondary structure for miR5177

## Secondary structure for miR5179

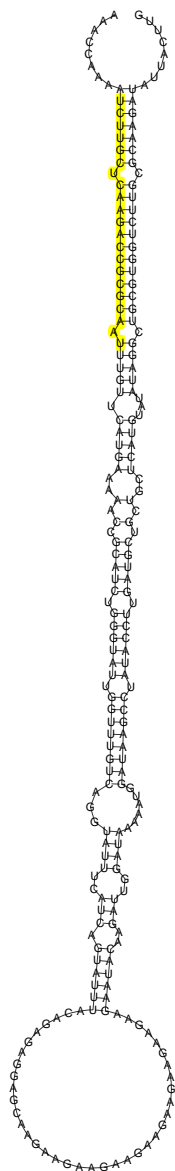

# Secondary structure for miR5225a

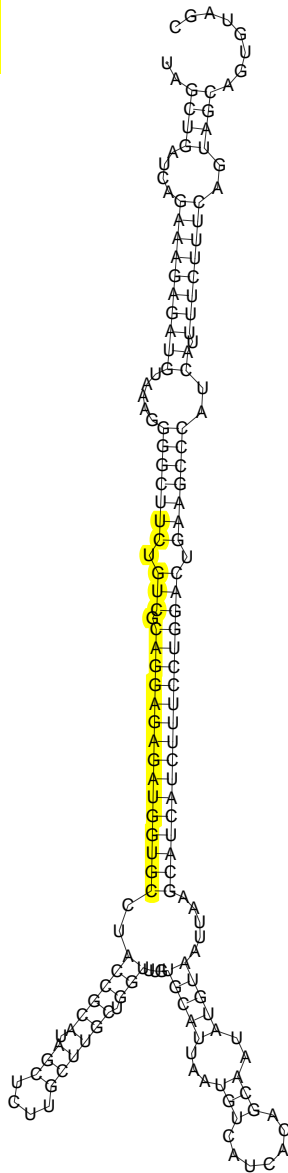

# Secondary structure for miR5291a

## Secondary structure for miR530a

## Secondary structure for miR530b

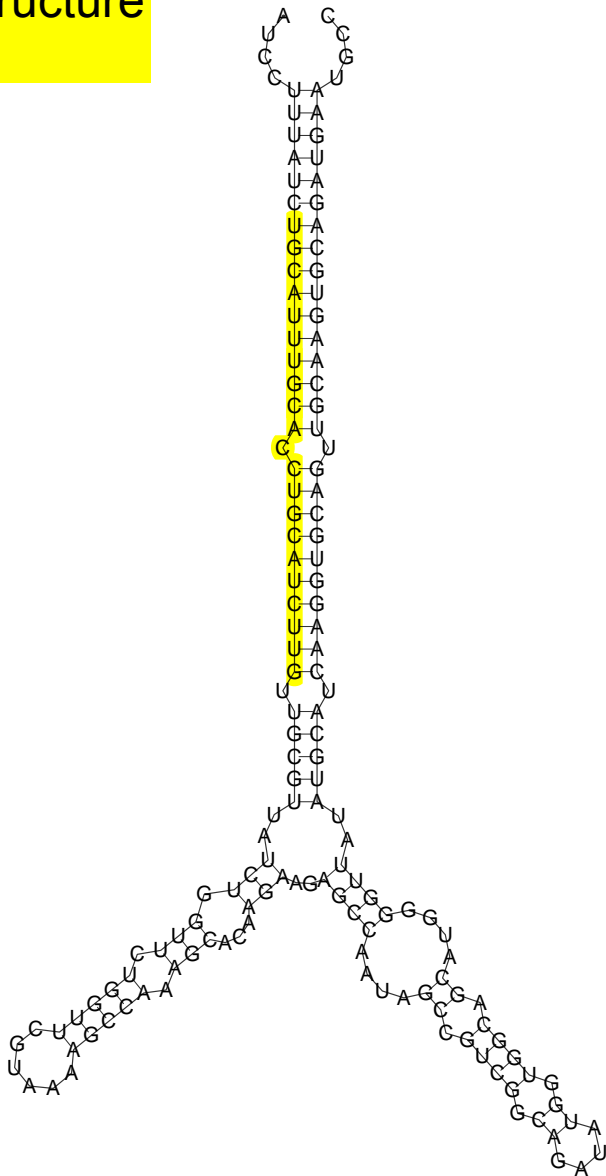

## Secondary structure for miR535.1

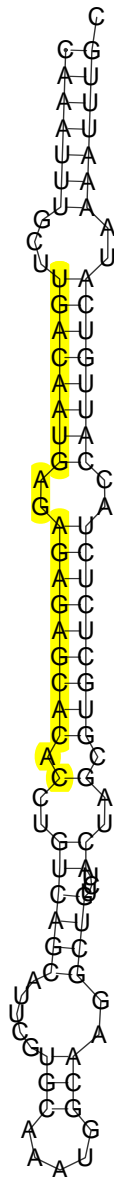

# Secondary structure for miR535.2

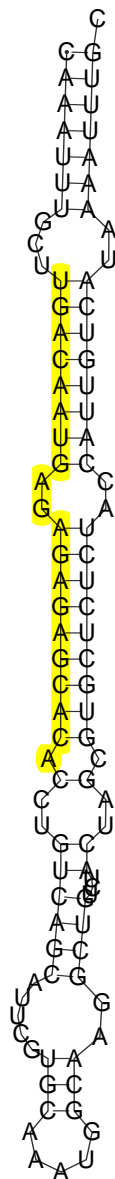

# Secondary structure for miR536-3p

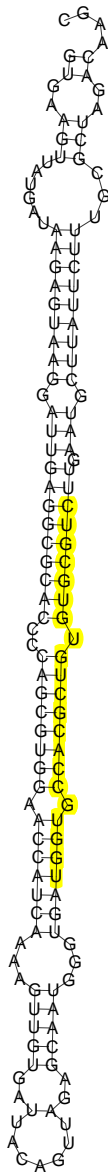

# Secondary structure for miR536-5p

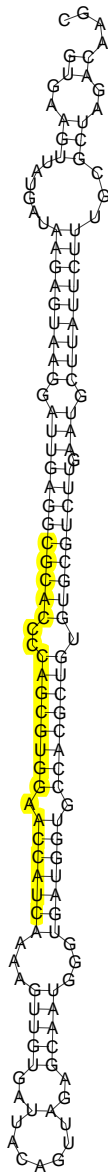

# Secondary structure for miR814

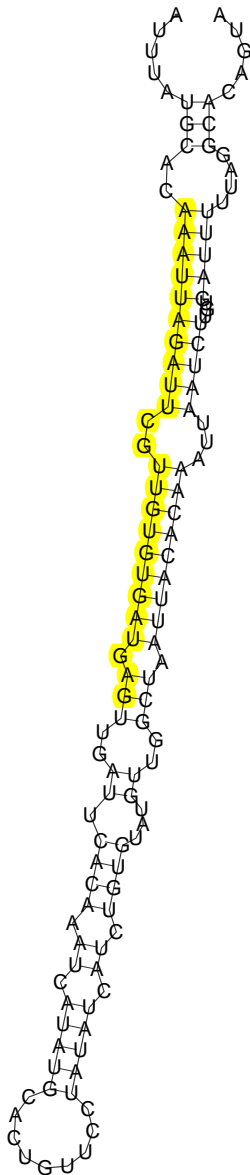

## Secondary structure for miR827.1

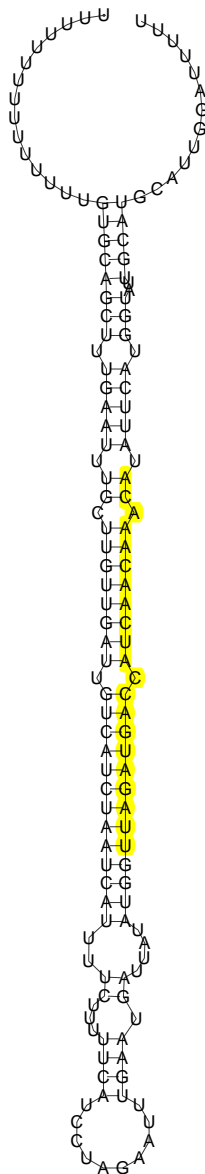

## Secondary structure for miR827.2

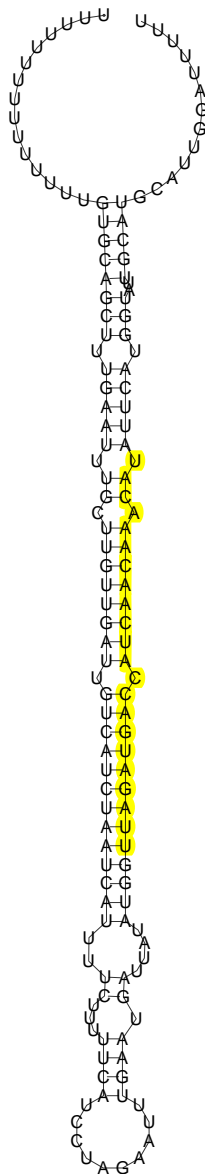

## Secondary structure for miR827-5p.1

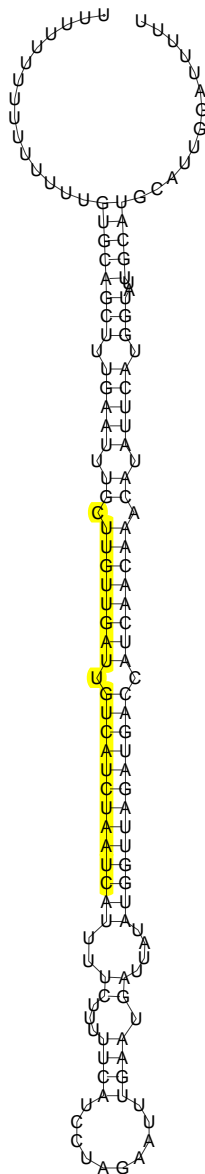

# Secondary structure for miR828

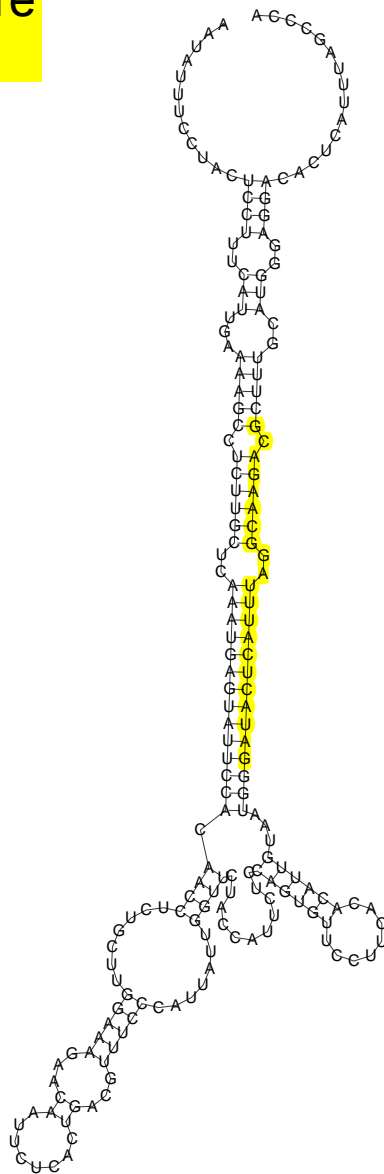

## Secondary structure for miR833.1

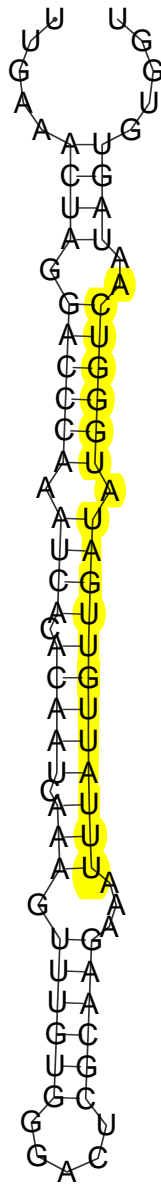

## Secondary structure for miR845a

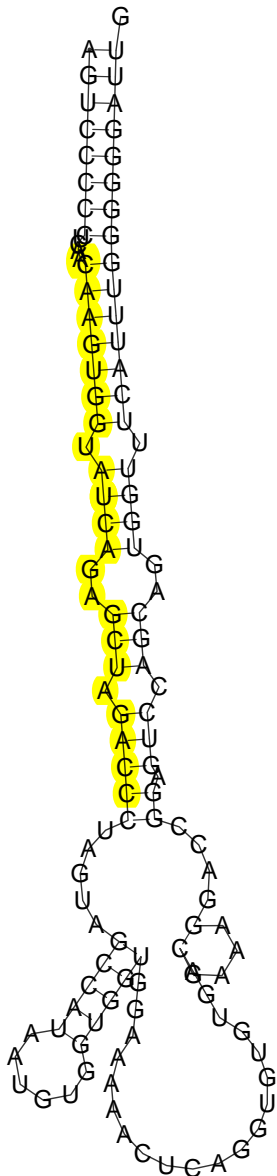

# Secondary structure for miR896

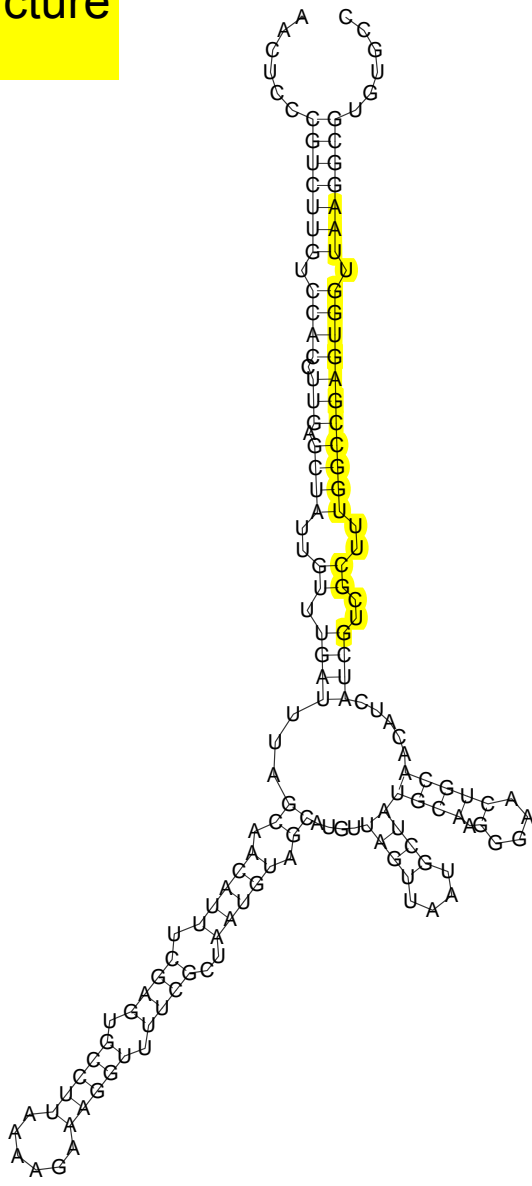

## Secondary structure for miRN01

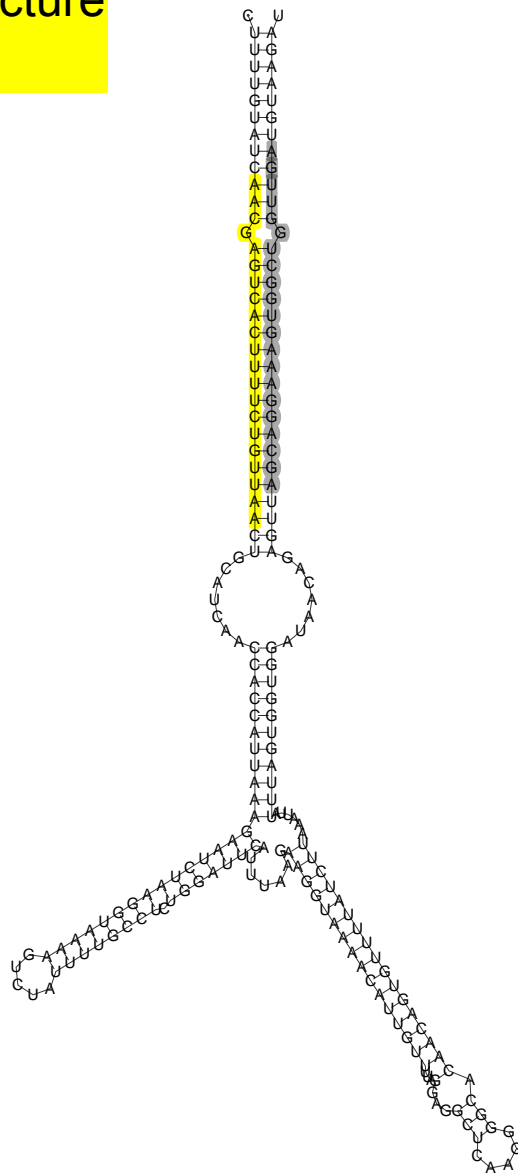

# Secondary structure for miRN02

# Secondary structure for miRN04

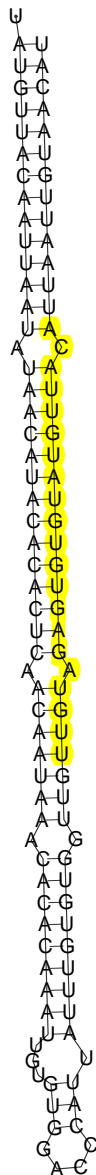

## Secondary structure for miRN06

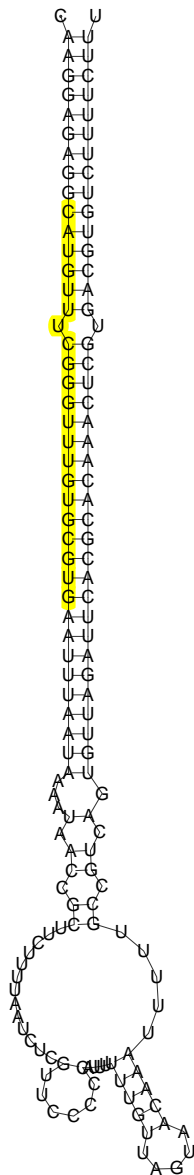

# Secondary structure for miRN07

# Secondary structure for miRN08

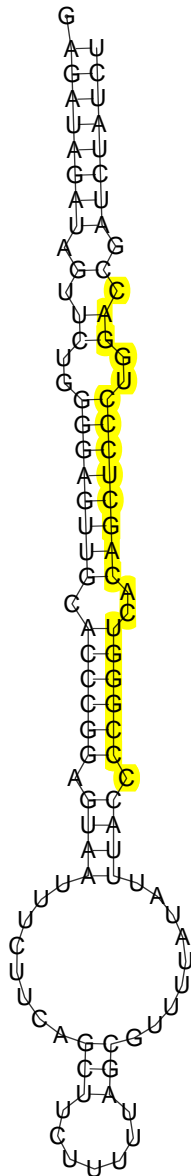

## Secondary structure for miRN09

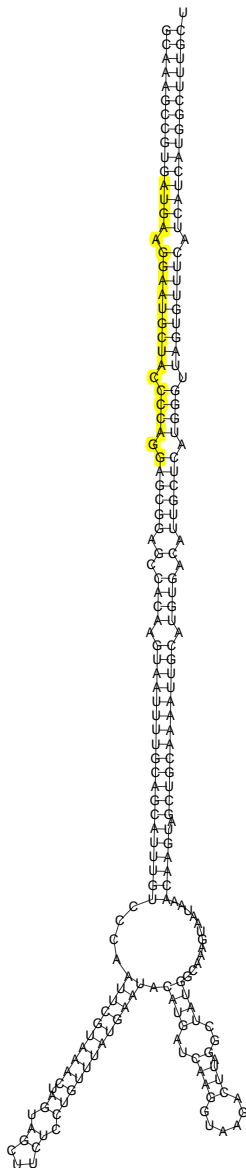

## Secondary structure for miRN10

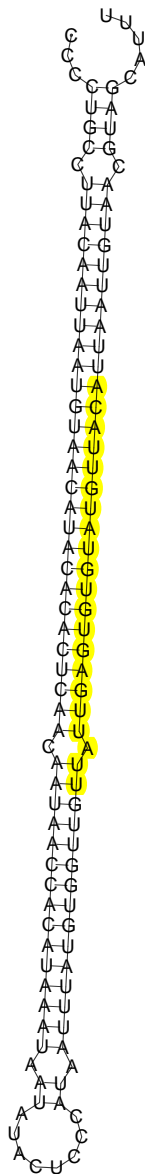

## Secondary structure for miRN11

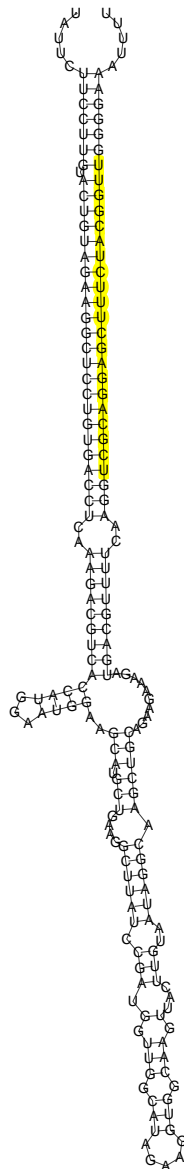

## Secondary structure for miRN12

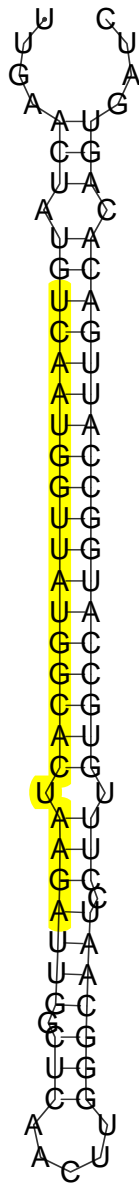

## Secondary structure for miRN13

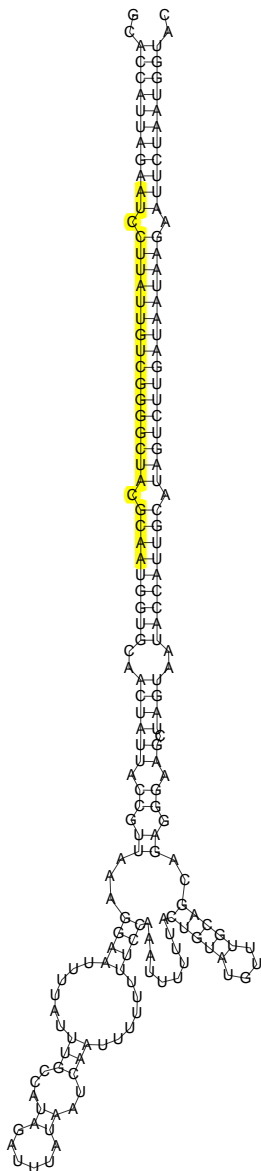

## Secondary structure for miRN14

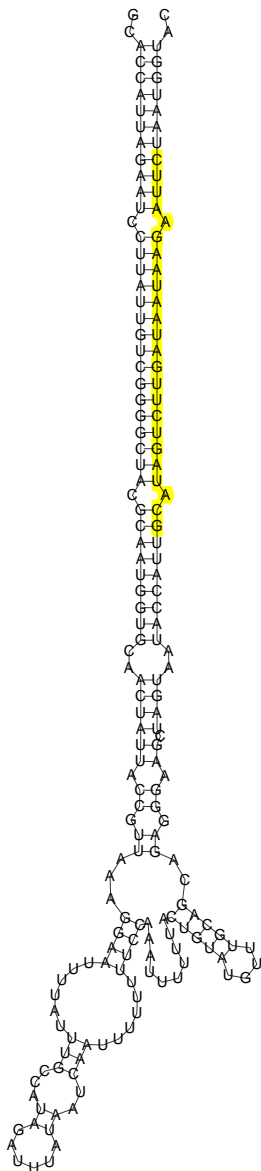

## Secondary structure for miRN18

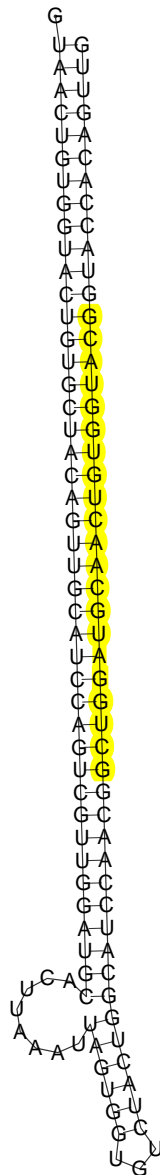

## Secondary structure for miRN19

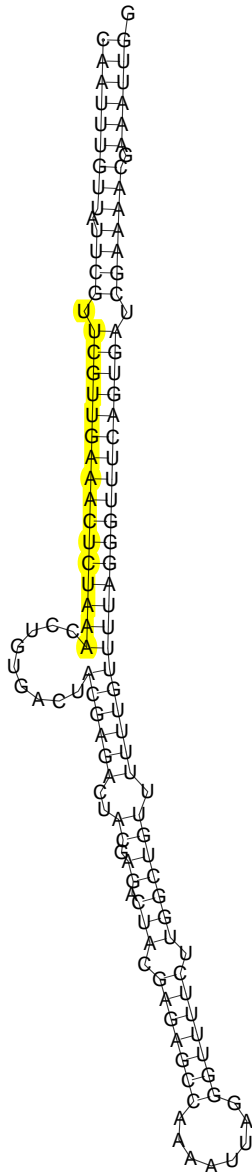

# Secondary structure for miR21

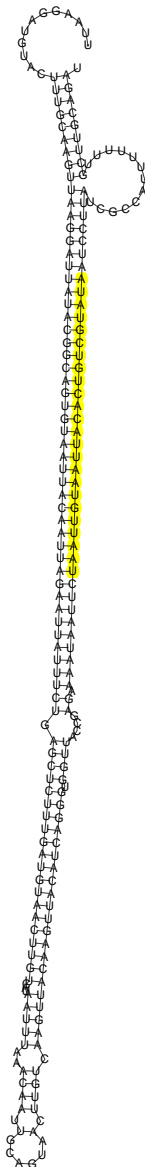

## Secondary structure for miRN23

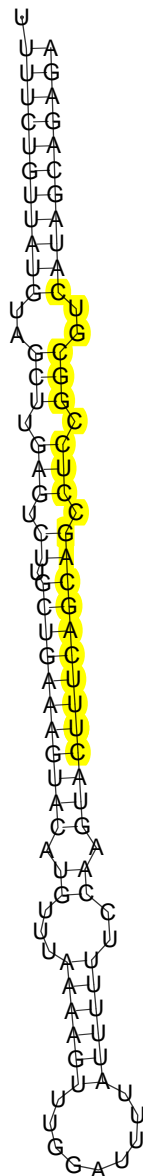

# Secondary structure for miRN24

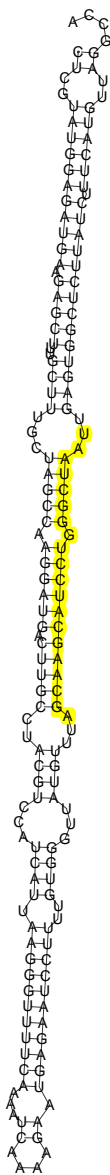

## Secondary structure for miRN25

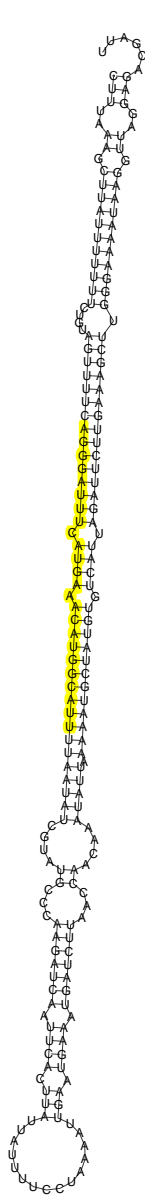

## Secondary structure for miRN26

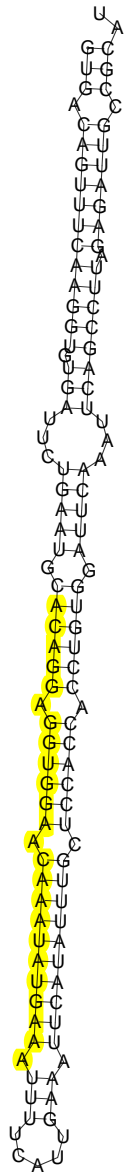

# Secondary structure I for miRN27

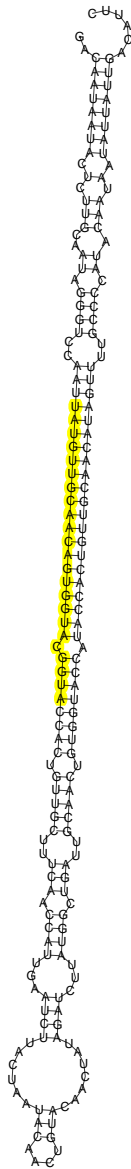

## Secondary structure II for miRN27

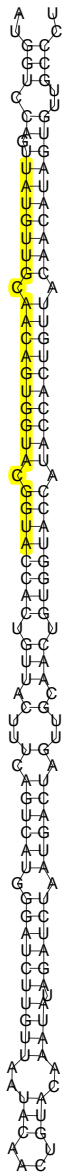

# Secondary structure for miRN28

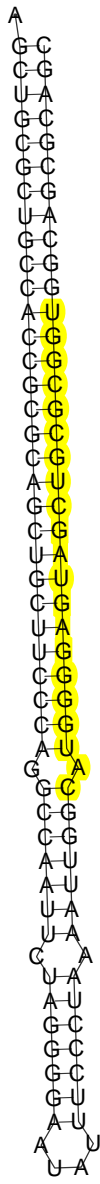

## Secondary structure for miRN29

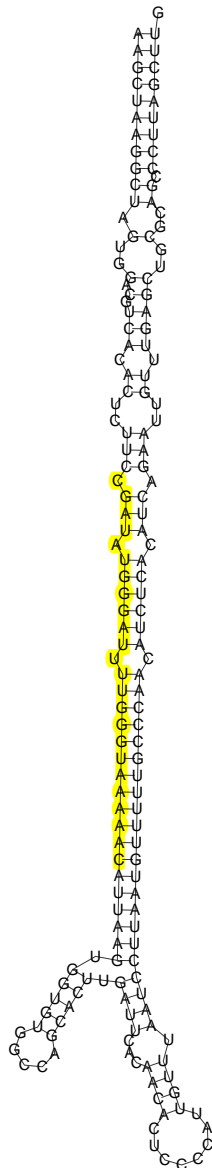

# Secondary structure for miRN30

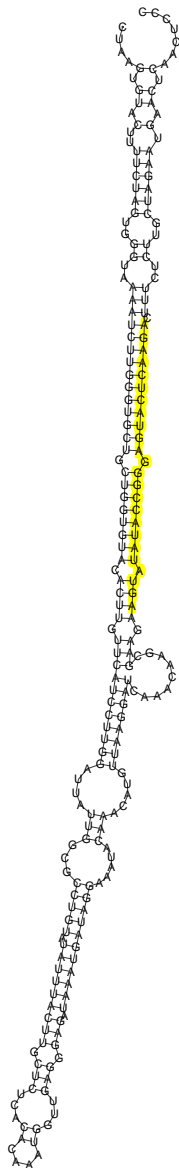

## Secondary structure for miRN31

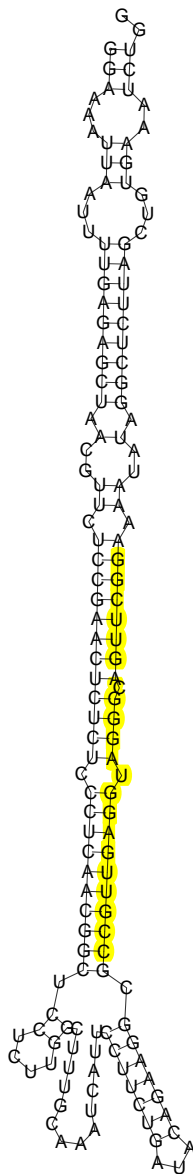

## Secondary structure for miRN32

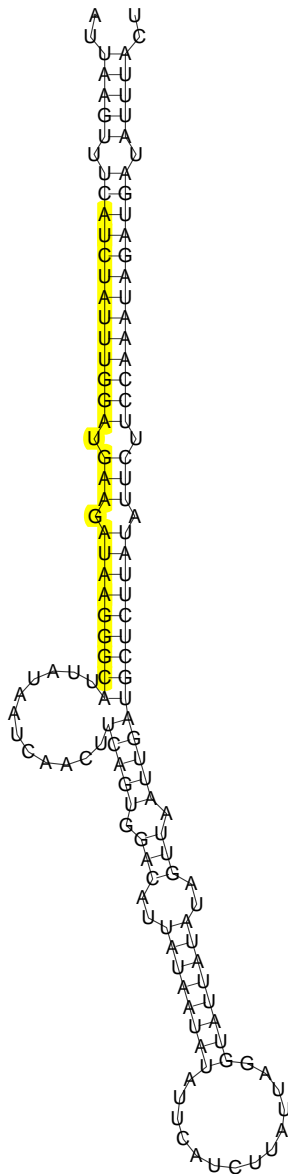

# Secondary structure for miRN33

How the deposited data were processed for this re-analysis (not part of the article)

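The starting point was the deposited list of each of the 3 degradome libraries, in which the authors give every distinct tag with its count of reads after removal of low quality reads, adaptors and short sequences. The counts are whole numbers without normalization, and the only scaling applied was division by the total reads of the library. The totals were 20566571 reads in leaf, 17629275 in flower and 18284467 in fruit, with 1 library per tissue. Leaf and flower material was each pooled from 3 trees, and fruit pulp was collected 170 days after flowering. No tag was removed by a filter in the main setting. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

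The sequences of 183 known miRNAs and 38 csi-miRN miRNAs were read from Additional file 2, and listed targets with their categories from Additional file 3. The signature of a miRNA is the reverse complement of its nucleotides 1 to 10, found at the first base of a tag, and miRNAs with the same signature were counted once, which left 131 known and 38 csi-miRN signatures. Each miRNA sequence was shuffled 100000 times with a fixed random seed of 20140820, the reads at the signature of each shuffle were counted, and the permutation p is the share of shuffles with at least as many reads, with a smallest value of 1.00e-05. Benjamini-Hochberg adjustment was made over the 6 tests of miRNA set and tissue, over the windows of each set and tissue, and over the 60 tests of 20 named miRNAs. For profiles along the complement, tags beginning opposite nucleotides 10 to 21 were counted. For the 6 sites of Figure 7, the 14 nt downstream of the cut were read from the drawn target sequence and matched to the start of each tag, and each pair of tissues was compared by Fisher's exact test with adjustment over 18 comparisons. Where an adjusted p was too small for the computer to hold, only the ratio is given. Shares carry 95% Wilson intervals, and the smallest share that can be shown was taken as 3 reads. For shares of reads both take reads as independent. A start is the first 18 nt of a tag.

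With 1 library per tissue, no test covers the difference between plants. Reads of the same tag may be copies of 1 fragment and then are not independent, and the commonest count per tag was 9 reads in leaf, 7 in flower and 42 in fruit. For this reason an alternative divided the reads by that count before the test.

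Of the alternatives set before the files arrived, those that could be run were distinct starts in place of reads for the position test, and tag starts opposite nucleotides 9, 10 or 11 for the sites of Figure 7. Chosen after seeing the data were the removal of tags with 1 read, the removal of the strongest miRNA window from the miRNAs alone or also from each round of shuffles, the division by the commonest count, and, for named miRNAs, pairing of nucleotides 2 to 10 only and distinct starts. The tests of single windows and of named miRNAs were also added after the files had been seen. The named genes rule, fixed beforehand, was every miRNA and target named in the text of the results, in Table 3 and in Figure 7, together with the 5 category I sites with the most reads in each tissue. Without transcripts the category I sites could not be ranked, and the 5 strongest signature starts of each tissue were listed in their place.

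Matching of tags to transcripts, the number of cleaved targets, their categories, sites shared by tissues and the secondary siRNA targets need the orange genome or transcripts, which were not in the files analysed here, and were left out. Small RNA libraries, RNA blots, quantitative PCR and RACE clones were not in the files analysed here.

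The procedures were tested on simulated data. Of 40 planted miRNA windows 100% were recovered, and 2 windows without a planted signal were called. Fisher's exact test recovered 100% of 100 sites changed by a factor of 4, with a median log2 ratio of 2.01, and called 3 unchanged sites. The simulated starts fell at random on all sequences, without the very abundant tags of the libraries. Counts at the simulated sites varied by sampling alone, without copied reads. These shares therefore do not give the power or the error rate of the tests in the libraries.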

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

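A sequence signal was seen in the most abundant degradome starts, which the paper does not report on. Among starts with at least 500 reads, UGUA lay at nucleotides 4 to 7 downstream of the cut in 6.58% of the 988 leaf starts, 9.33% of the 2123 flower starts and 5.61% of the 2264 fruit starts. At any other position its highest share was 1.42% in leaf, 1.41% in flower and 1.28% in fruit. Over all starts the contrast was smaller. There UGUA lay at nucleotides 4 to 7 in 0.84% of leaf, 1.31% of flower and 1.29% of fruit starts. Its highest share elsewhere was 0.55%, 0.94% and 0.81%. The signal was flagged because the paper reports none of this kind (no replicates). The starts were not assigned to transcripts. Some of them are complementary to miRNAs the paper discusses, such as TGCTTCTCCAATTCTATT of csi-miR164, with 2655 reads in fruit.

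The first technical explanation tested was that near-identical copies of a few genes are counted many times. With 1 start kept from each group of starts that differ by at most 4 bases, the shares were 5.33% in leaf, 6.18% in flower and 4.15% in fruit, and the highest shares elsewhere were 1.22%, 1.32% and 1.32%. The lowest ratio over the tissues was 3.15, so copies of genes do not account for the signal. The second was a base preference of the adaptor ligation, which would act on UGUA itself and not on what follows it. UGUA at nucleotides 4 to 7 was followed by any base and AUA in 27 of 65 leaf starts, 82 of 198 flower starts and 50 of 127 fruit starts. Elsewhere this was so for 4 of 63, 13 of 133 and 15 of 133 starts (p = 2.68e-06 in leaf, 1.08e-10 in flower and 1.54e-07 in fruit, Fisher's exact test). The lowest ratio of these shares over the tissues was 3.49, which a preference for UGUA alone would not give. Near-identical copies were not grouped in this test. With 1 start per group, 48 leaf, 117 flower and 85 fruit starts had UGUA at nucleotides 4 to 7. The p-values treat copies as independent, and whether the ratio holds without copies was not tested.

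Both predictions were written before these results were seen. The longer motif formed by UGUA, any base and AUA is the sequence that Pumilio proteins bind in other organisms. Cuts a fixed distance upstream of it could reflect a bound protein that stops a 5’ to 3’ exonuclease. This idea rests on the ratio of 3.49, for which copies were not grouped. Contamination and other technical explanations were not tested. This is a hypothesis, as it was found and tested on the same data, and no experiment on such proteins is in the files analysed here. The signal is present in all 3 tissues, so no biological explanation by tissue was tested.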

How the results depend on the processing

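The mapping of samples, the first list of alternatives and the designs were fixed before the processed files arrived. In all, 201 values were recomputed under an alternative. Among values that answer a comparison, 38 stayed the same, 2 were weaker, 2 stronger, 2 moved and 1 reversed. Among single miRNAs and sites, 139 stayed the same, 15 were weaker, 1 was stronger and 1 reversed. The reads opposite nucleotide 10 of the known miRNAs stayed above the shuffles at an adjusted p under 0.05 in every tissue under every alternative. With tags of at least 2 reads the ratio rose slightly, to 9.21 in leaf, 10.96 in flower and 6.00 in fruit. It fell under the others. With distinct starts it was 2.35 in leaf, 1.95 in flower and 2.38 in fruit, against 9.17, 10.90 and 5.98 with reads. With the strongest window left out it was 6.78, 3.83 and 2.59. With the strongest window also left out of each round of shuffles it was 8.90, 5.29 and 4.16.

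With the strongest window left out, an alternative chosen after seeing the data, the ratio for the csi-miRN miRNAs in leaf fell under 1, to 0.89 (adjusted p = 0.3058, permutation test). The removed window is that of csi-miRN11. This lowers the ratio by design, since the shuffles keep their strongest window and their mean is skewed, and the 715 reads left are above the shuffled median of 583. With the strongest window also left out of each round of shuffles, again chosen after seeing the data, the ratio was 1.46 in leaf, weaker (adjusted p = 0.0706, permutation test), and 2.49 in fruit, now under the threshold (adjusted p = 0.0263, permutation test). With distinct starts in place of reads, the csi-miRN ratio was 1.16 in leaf, weaker than with reads, and 1.82 in fruit, now under the threshold. Counting distinct starts takes away the weight of a single abundant start. Under the same change, chosen after seeing the data for single windows, the number of known windows above their shuffles in fruit moved to 1 and that of csi-miRN windows in leaf to 0.

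When nucleotide 1 was not required to pair, also chosen after seeing the data, csi-miR3951 in flower reversed to 17.98 times its shuffles (adjusted p = 0.0097, permutation test), because the drawn site in Cs1g06060 has a G:U pair there, which the exact signature does not count. Under that alternative 5 other named tests were weaker and 1 was stronger, and with distinct starts 7 were weaker. Division by the commonest count per tag, chosen after seeing the data, left 15 of the 18 comparisons of Figure 7 sites the same and made 3 weaker. Starts at nucleotides 9, 10 or 11 left all 18 the same.

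The replicate block was not run because each tissue has 1 library. The alternatives on the matching of tags to transcripts were not run, because they need the orange transcripts. They covered penalty score, bulges, read minimum, subsampling, tags matching 1 gene, partial matches, strand and ties for the maximum. The removal of tags with 1 read and the thinning of flower were run only on results from the tags alone. Pairing over the first 12 nt in place of 10, also on the first list, gives no value, since a tag that begins opposite nucleotide 10 pairs with only 10 nucleotides of the miRNA. Of the 3 libraries, fruit had the fewest distinct tags, 331940, which limits the results in fruit.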

Other observations

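The number of reads per tag has a second peak, at 9 reads in leaf, 7 in flower and 42 in fruit. If several reads were copied from 1 ligated fragment, the reads at such a start should share 1 tag length. This was so for 99.03% of 301055 leaf starts with 8 to 10 reads, 99.46% of 237081 flower starts with 6 to 8 reads and 99.60% of 48980 fruit starts with 38 to 46 reads. In these shares 1 read of another length was allowed, and independent draws from the tag lengths of the library would give 2.61%, 4.36% and 9.46e-13%. The draws assume that length does not depend on the start, yet at 10 times the commonest count 35.97% of the starts in leaf, 68.04% in flower and 55.91% in fruit still had 1 tag length. A second test therefore drew as many reads as the commonest count from these more abundant starts, where a length fixed by the start would again give nearly 1 length each. The drawn reads had 1 length in 59.58% of the starts in leaf, 86.20% in flower and 57.51% in fruit. Lengths thus depend in part on the start, most in flower, but not enough to give the shares at the commonest count if abundant starts are like the others. Both predictions were written before their results were seen, the second after those of the first, and copies of 1 fragment remain a candidate explanation. Tissue cannot be separated from library here, so no biological explanation was tested.

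Errors in reads of abundant tags were tested as a source of the tags with 1 read. Of the tags of 20 nt with 1 read, 57.97% in leaf, 63.40% in flower and 94.30% in fruit lay 1 base from a tag with at least 10 reads. This cut is far below the commonest count in fruit and close to it in leaf and flower, so these shares cannot be compared between tissues. With the same minimum of 10 times the commonest count for both kinds of tag, which is 90 reads in leaf, 70 in flower and 420 in fruit, the share was 8.85% in leaf, 27.28% in flower and 12.10% in fruit for tags with 1 read. For tags at the commonest count it was 0.33%, 1.36% and 0.98%. Part of the tags with 1 read may be such errors, and how large a part is not known. These predictions were written only after the first shares were seen, and no biological explanation was tested.

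Fewer abundant leaf starts are found in fruit than in flower, and the fruit library may hold fewer separate fragments. Reads divided by the commonest count gave 2505468 fragments in flower and 432584 in fruit. After 100 random thinnings of flower to the number of fruit, the share of the 988 leaf starts found fell from 69.84% to 55.93%, against 40.59% in fruit. This closed 47.53% of the gap. The number of fragments therefore cannot be ruled out as a cause of part of the gap, and the rest stayed at equal numbers of fragments. With 1 library per tissue, whether the rest comes from the tissue or from the library was not tested.

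The same limit was tested on 5 starts complementary to known miRNAs that were seen in leaf and had 0 reads in fruit, with reads divided by the commonest count and leaf and flower added up. They are the strongest start of csi-miR159b and those of the 4 complements above their shuffles in leaf with 0 reads in fruit. The predictions were written only after the counts were seen. For the csi-miR159b start the adjusted p was 0.2548 (Fisher's exact test), and about 2.08 fragments would be found in fruit at equal rates. Its absence from fruit therefore may come from the small number of fragments. Which gene this start belongs to is not known from the tags. The same held for the csi-miR482c start (adjusted p = 0.0596, Fisher's exact test). This start had 42 fragments in leaf and 1 in flower, so adding flower lowered the number expected in fruit, 3.90. Leaf alone was not tested against fruit. The small number of fragments did not account for 0 fruit reads at 3 starts. Their adjusted p was 1.06e-05 for csi-miR160a-5p, 2.34e-09 for csi-miR171d and 4.69e-27 for csi-miR403.1 (Fisher's exact test). For these 3 starts a difference between tissues in cutting or in the level of the target remains as a hypothesis, with 1 library per tissue and no replicates.

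Of the 1314 reads opposite nucleotide 10 of the 38 csi-miRN miRNAs in leaf, csi-miRN11 gave 599. Of the 1484 reads in fruit, csi-miRN20 gave 581 and csi-miRN11 gave 454.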
